# scFFPE-ATAC enables high-throughput single cell chromatin accessibility profiling in formalin-fixed paraffin-embedded samples

**DOI:** 10.1038/s41467-025-66170-4

**Published:** 2025-11-14

**Authors:** Ram Prakash Yadav, Pengwei Xing, Miao Zhao, Peter Hollander, Carina Strell, Minglu Xie, Maede Salehi, Emma Torell, Tobias Sjöblom, Gunilla Enblad, Rose-Marie Amini, Fredrik Johansson Swartling, Ingrid Glimelius, Patrick Micke, Mats Hellström, Xingqi Chen

**Keywords:** Biotechnology, Functional genomics

## Abstract

Formalin-fixed paraffin-embedded (FFPE) samples are the gold standard for tissue preservation in clinical and research settings. Current single-cell chromatin accessibility technologies cannot resolve cell-type-specific epigenetic profiles in FFPE tissues due to extensive DNA damage. We present scFFPE-ATAC, a high-throughput single-cell chromatin accessibility assay for FFPE samples that integrates an FFPE-adapted Tn5 transposase, ultra-high-throughput DNA barcoding (>56 million barcodes per run), T7 promoter-mediated DNA damage repair, and in vitro transcription. We benchmark scFFPE-ATAC on FFPE mouse spleen and validate its performance against fresh tissue. We apply it to human lymph node samples archived for 8–12 years and to lung cancer FFPE tissues, revealing distinct regulatory trajectories between tumor center and invasive edge. Analysis of archived follicular lymphoma and transformed diffuse large B-cell lymphoma samples identifies relapse- and transformation-associated epigenetic dynamics. scFFPE-ATAC enables retrospective, spatial, and mechanistic epigenetic studies in long-term archived specimens.

## Abstract (web summary)

The study introduces scFFPE-ATAC, a high-throughput single-cell chromatin accessibility profiling method enabling profiling from clinically archived formalin-fixed paraffin-embedded (FFPE) tissues, unlocking retrospective epigenetic insights across cancer and human diseases.

## Introduction

Formalin-fixed paraffin-embedded (FFPE) preservation has been the gold standard for archiving clinical and biomedical samples for over 130 years^1^. In clinical practice, more than 99% of patient-derived samples are stored in FFPE format^2^. Over 400 million to 1 billion FFPE tissue samples are archived in hospital pathology departments and hospitals all over the world^3,4^, making it an invaluable resource for both basic research and retrospective studies. Epigenetics, which investigates stable phenotypic changes without alterations in DNA sequence, plays a crucial role in understanding gene regulation^5^. At the core of epigenetic regulation is chromatin accessibility, which governs gene expression by modulating the interaction between transcription factors and DNA^6–10^. Large-scale retrospective studies of epigenetic regulation and genomic in FFPE samples, particularly when combined with clinical and pathological records, have the potential to provide critical insights into human diseases, including cancer^11–14^. Tumor relapse and metastasis remain major challenges in cancer treatment^15–18^. However, metastasis-specific mutations have not been consistently identified across all tumor types^19,20^. Instead, copy number variations have been observed^14,19^. The reversible nature of epigenetic modifications likely plays a key role in metastasis. Therefore, profiling epigenetic landscapes in paired primary and relapse tumor samples is essential for deciphering the underlying mechanisms of tumor progression and treatment resistance^21,22^. Since it is hard to predict when and whether relapse or metastasis will occur in patients, these paired samples are typically preserved in FFPE format. It is of paramount importance to establish single-cell epigenetic profiling technologies that can work with FFPE samples. Many studies^13,23–27^, including our own, have demonstrated that chromatin structure remains intact in FFPE samples despite formalin fixation. Various highly sensitive bulk epigenetic profiling technologies have been developed for FFPE samples^23,25–29^, such as our recently developed FFPE-ATAC and FACT-Seq, by using the strategy of transposase-mediated accessible chromatin profiling. However, these methods provide only bulk population-level insights and lack single-cell resolution. Given the well-established heterogeneity of tumor cells^30,31^, single-cell resolution is crucial for accurately capturing the complexity of the tumor microenvironment. Unlike single-cell transcriptomic analysis, which has already been successfully implemented in clinical FFPE samples^32–34^, single-cell chromatin accessibility profiling has remained a significant challenge due to extensive DNA damage caused by formalin fixation and parafin embedding.

To overcome this technical barrier, we introduce scFFPE-ATAC, a high-throughput single-cell chromatin accessibility assay for FFPE samples. scFFPE-ATAC features a newly designed FFPE-Tn5 transposase, high-throughput DNA barcoding with over 56 million cell barcodes per run, T7 promoter-mediated DNA damage rescue, and in vitro transcription. This resulted in the establishment of scFFPE-ATAC, the single-cell chromatin accessibility profiling technology for FFPE archived biomedical and clinical samples from epigenetic regulation at single-cell resolution. Our scFFPE-ATAC method operates robustly across a wide range of FFPE sample formats—including FFPE punch cores and FFPE tissue sections—providing an unprecedented opportunity to decode tumor epigenetic heterogeneity at the single-cell level. We benchmarked scFFPE-ATAC using mouse FFPE spleen samples, comparing them to fresh mouse tissue. We also successfully applied scFFPE-ATAC to clinically archived FFPE human lymph node samples stored for 8–12 years, demonstrating its ability to resolve single-cell chromatin landscapes from archived tissues. As part of our validation, we applied this technology to FFPE human lung cancer samples, comparing the chromatin accessibility profiles of epithelial cells from the tumor center and invasive edge. This analysis uncovered spatially distinct epigenetic regulators and revealed two distinct developmental paths from the tumor center to the invasive edge, each enriched for unique gene regulatory programs and epigenetic mechanisms. Additionally, as a case study, we used scFFPE-ATAC to investigate tumor relapse by analyzing FFPE clinical tumor samples from one patient with paired primary follicular lymphoma (FL) and relapsed FL with a 2-year interval, as well as from another patient with FL that had transformed into diffuse large B-cell lymphoma (DLBCL) over a 7-year interval. This enabled us to identify patient-specific epigenetic regulators driving tumor relapse and transformation in a real clinical setting using long-term archived FFPE samples.

Overall, our scFFPE-ATAC enables high-throughput, high-sensitivity chromatin accessibility analysis in long-term archived biomedical and clinical FFPE specimens. It paves the way for both basic research and retrospective epigenetic studies, providing deeper insights into tumor progression, relapse, and metastasis. Furthermore, scFFPE-ATAC lays the foundation for spatial epigenetic profiling and multi-omics integration in FFPE samples, ultimately advancing the field of basic research and personalized medicine.

## Results

### Conventional scATAC-Seq fails to resolve cell-type-specific epigenetic profiles in FFPE samples

To profile single-cell chromatin accessibility in FFPE samples, obtaining high-quality nuclei is critical. Unlike fresh/frozen samples, the harsh treatments involved in FFPE sample preparation, including formalin fixation and paraffin embedding, present significant challenges. We followed published protocols^25,26,35,36^ to isolate nuclei from FFPE samples and observed the presence of cellular debris in the isolated nuclei. The presence of debris affects nuclei counting for single-cell assays as well as downstream chemical reactions. Several approaches were used to enrich nuclei and reduce debris, including Fluorescence-Activated Cell Sorting (FACS)^14,37,38^ and density gradient centrifugation^39,40^. While FACS can achieve high-purity nuclei by gating out debris and aggregates, this approach requires specialized instrumentation and expertise that were not available to our group when this study was initiated. We therefore focused on optimizing density gradient centrifugation, which provides a robust and broadly accessible strategy. To remove debris, we applied density gradient centrifugation using the suggested density gradient layers (25%-30%-40%) for fresh/frozen nuclei^39^, optimizing the procedure with purified mouse FFPE spleen nuclei. Although we successfully obtained the nuclei layer (between the 30% and 40% interface) after density gradient centrifugation (Supplementary Fig. 1a), unlike with fresh/frozen nuclei, extracellular and cellular debris could not be removed from the nuclei layers in FFPE samples. We reasoned that the density of nuclei and extracellular and cellular debris might change following formalin fixation and paraffin embedding, making it difficult to separate them. Thus, we created a finer density gradient layer between 30% and 40% to separate nuclei from extracellular and cellular debris in FFPE samples (Methods). With further optimization with FFPE nuclei, we observed the formation of two distinct layers in the gradient solution containing 25%, 36%, and 48% density gradients after density gradient centrifugation (Supplementary Fig. 1a). FFPE samples exhibited a bottom layer (between the 36% and 48% interface) consisting of a large amount of cellular debris and few extracellular matrix, while the top layer (between the 25% and 36% interface) contained pure nuclei (Supplementary Fig. 1b). However, only a single top layer containing nuclei was observed in the fresh sample (Supplementary Fig. 1a). This observation indicates that purified nuclei from FFPE samples are lighter than the cellular debris and extracellular matrix and remain in the upper layer after density gradient centrifugation—a distribution that differs from nuclei purified from fresh samples. The high quality and purity of single FFPE nuclei obtained from the top layer after density gradient centrifugation enable us to perform single-cell experiments on FFPE samples.

Next, we used purified mouse FFPE spleen nuclei to perform standard ATAC-Seq^40,41^ and single-cell ATAC-Seq (scATAC-Seq) with split-and-pool barcoding^9,42,43^ (Fig. 1, and Supplementary Fig. 2). Previous studies^44^, including our own, have shown that a reverse crosslinking step is necessary to remove formaldehyde fixation from fixed samples. The DNA length distribution from purified mouse FFPE spleen nuclei with and without reverse crosslinking (+/−RV) differs from that of DNA obtained from fresh samples (Supplementary Fig. 2a). In the −RV condition, only short DNA fragments (ranging from 50 to 300 bp) are enriched. Both long and short DNA fragments are recovered in the +RV condition (Supplementary Fig. 2a), this suggests substantial DNA damage and fragmentation occur during reverse crosslinking and purification in FFPE samples. To obtain a comprehensive view, our standard bulk ATAC-Seq and scATAC-Seq analyses included both conditions: with reverse crosslinking ( + RV) and without reverse crosslinking ( − RV). We compared both bulk ATAC-Seq and scATAC-Seq data from FFPE nuclei to data from fresh samples (Fig. 1a, and Supplementary Fig. 2b, c). After PCR amplification, only short DNA fragments were clearly observed in FFPE samples under both +RV and −RV conditions (Supplementary Fig. 2b). This suggests that reverse crosslinking may help increase DNA yield in FFPE samples. However, DNA damage and fragmentation in these purified samples likely prevent the longer fragments from being effectively amplified during PCR.

**Fig. 1:**
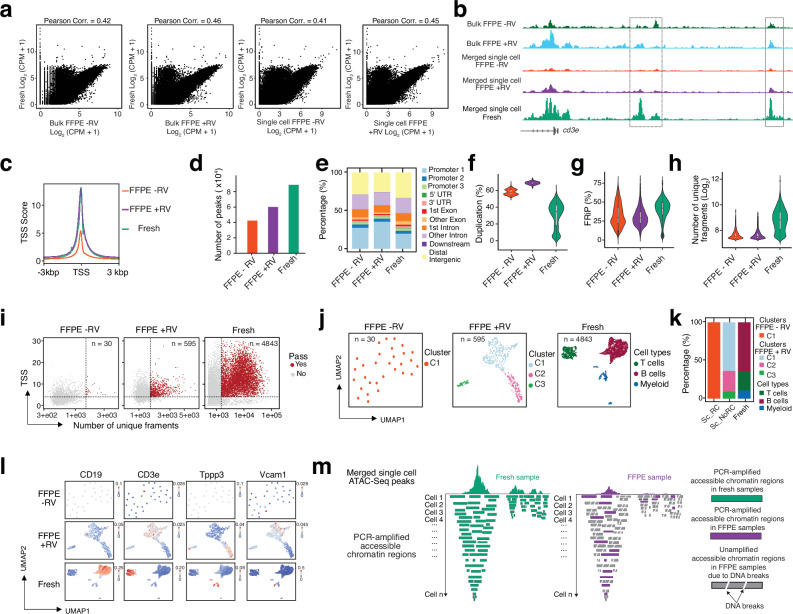
Profiling single-cell chromatin accessibility in FFPE samples with conventional scATAC-Seq. **a** Genome-wide comparison of chromatin accessibility reads from mouse spleen FFPE samples with reverse croslinking (FFPE + RV) or without reverse crosslinking (FFPE -RV), and fresh spleen samples, prepared using conventional bulk and single-cell ATAC-Seq. **b** Representative genome browser tracks at the T-cell marker gene *Cd3e* in mouse FFPE and fresh spleen samples, prepared using conventional bulk and single-cell ATAC-Seq; dotted squares highlight peaks present in fresh samples but absent in FFPE samples. **c** TSS enrichment in mouse FFPE samples with reverse croslinking (FFPE + RV) or without reverse crosslinking (FFPE -RV) and fresh spleen samples, assayed by conventional single-cell ATAC-Seq. **d**–**h** Number of ATAC-Seq peaks (**d**) genomic annotation of ATAC-Seq peaks (**e**) duplication rate (**f**) fraction of reads in peaks (FRiP) (**g**) and number of unique fragments per cell **h** in mouse FFPE samples with reverse crosslinking (FFPE + RV) or without reverse crosslinking (FFPE -RV) and fresh spleen samples, assayed by conventional single-cell ATAC-Seq. Box boundaries in panels (**f**–**h**) represent the interquartile range (IQR), spanning from the first quartile (Q1) to the third quartile (Q3). Duplication rate (**f**)—Fresh (*n* = 5,258, max = 59.59, min = 0.19, Q1 = 18.77, median = 34.73, Q3 = 42.02); FFPE + RV (*n* = 2,687, max = 74.35, min = 63.00, Q1 = 67.62, median = 68.85, Q3 = 70.10); FFPE – RV (*n* = 1980, max = 68.96, min = 50.34, Q1 = 55.11, median = 57.41, Q3 = 60.83). FRiP per cell (**g**)—Fresh (*n* = 5258, max = 78.11, min = 2.72, Q1 = 33.38, median = 42.01, Q3 = 49.29); FFPE + RV (*n* = 2687, max = 79.05, min = 4.59, Q1 = 22.24, median = 28.93, Q3 = 37.15); FFPE – RV (*n* = 1980, max = 75.71, min = 3.07, Q1 = 21.47, median = 29.94, Q3 = 43.30). Fragments per cell (**h**)—Fresh (*n* = 5258, max = 145,645, min = 1502, Q1 = 3303, median = 6722.5, Q3 = 12,302); FFPE + RV (*n* = 2687, max = 11,046, min = 1501, Q1 = 1646, median = 1873, Q3 = 2354.5); FFPE – RV (*n* = 1980, max = 13,354, min = 1501, Q1 = 1632.5, median = 1865, Q3 = 2366). **i** Scatter plots show number of cells identified with same parameter cutoff (TSS enrichment score and number of unique fragments). **j**, **k** Number of clustered cells **j** and their proportional distribution **k** identified from conventional single-cell ATAC-seq in fresh and FFPE samples. **l** Projection of gene activity across different cell clusters or cell types under varying conditions. **m** Schematic illustrating that DNA breaks in FFPE samples contribute to low library complexity at the single-cell level (Right panel) compared with fresh samples (Left panel), as detected by conventional scATAC-Seq. Source data are provided as a Source Data file for Fig. 1a, c–l.

Genome-wide correlation analysis of accessible chromatin peaks demonstrated high reproducibility in bulk ATAC-Seq datasets (Supplementary Fig. 2c). We also observed a strong correlation between +RV and −RV bulk ATAC-Seq samples (Pearson correlation = 0.94), as well as between merged single-cell +RV and −RV datasets (Pearson correlation = 0.94). These results suggest that the reverse crosslinking condition in FFPE samples does not improve the recovery of accessible chromatin regions. This is in contrast to mild fixation conditions—such as 10-minute fixation in cultured cells or fresh tissues—where chromatin accessibility is better preserved^44^. As expected, the merged scATAC-Seq data from FFPE samples showed good correlation with bulk data under both +RV and −RV conditions (Pearson correlation = 0.96 and 0.93, respectively), supporting the effectiveness of our split-and-pool single-cell strategy for FFPE-isolated nuclei. However, the genome-wide correlation of accessible peak regions between FFPE and fresh samples was much lower under both +RV and −RV conditions, at both bulk and merged single-cell levels (Fig. 1a; Pearson correlation ranging from 0.41 to 0.46). A large number of accessible chromatin peaks were detected only in fresh samples but not in FFPE samples (Figs. 1a, b; and Supplementary Fig. 2d, e), even though the captured peaks in FFPE samples were enriched at transcription start sites (TSS) (Fig. 1c; and Supplementary Fig. 2f). Notably, the TSS enrichment score was higher under the +RV condition compared to the −RV condition. Additionally, insert size distribution analysis confirmed that only short DNA fragments were enriched in FFPE samples under both +RV and −RV conditions (Supplementary Fig. 2g). We did not observe a significant enrichment of longer DNA fragments in the +RV condition compared to the −RV condition. This further supports the conclusion that while reverse crosslinking may help increase DNA yield in FFPE samples, it does not enhance the enrichment of accessible chromatin regions due to extensive DNA fragmentation and damage. This observation is also reflected in the number of peaks identified in FFPE samples: 32,512 peaks in the −RV condition and 47,809 peaks in the +RV condition, compared to 89,328 accessible chromatin peaks in fresh samples (Supplementary Fig. 2h). Importantly, the distribution of ATAC-Seq peaks in the genome from FFPE samples differs from that in fresh samples (Supplementary Fig. 2i). A similar pattern was observed in the merged scATAC-Seq data from FFPE samples (Figs. 1d, e). Furthermore, the complexity of the sequencing library was comparable between the +RV and −RV conditions in FFPE samples, but much lower than that of fresh samples (Supplementary Fig. 2j). Taken together, our data strongly suggest that the reverse crosslinking (RV) condition does not fully restore the profile of accessible chromatin regions when using conventional bulk or single-cell ATAC-seq. This limitation is likely due to DNA damage and fragmentation inherent to FFPE samples.

Next, we focused on the analysis of conventional scATAC-Seq in FFPE mouse spleen, comparing it in parallel with scATAC-Seq in fresh mouse spleen (Fig. 1f–l; and Supplementary Figs. 3a). To maximize library complexity, read-length parameters for mapping FFPE samples were optimized (see Methods). The number of decoded reads, unique fragments, and mapping rate (from 50 million reads) were calculated for each minimum length tested. Reducing the minimum fragment length from 50 bp to 14 bp increased the decoding rate from 48% (23.77 million) to 70% (35.10 million) and increased the number of unique fragments by 35.55% (from 18.18 million to 24.64 million), with only a minor decrease in the mapping rate (from 97.85% to 92.68%). To preserve uniquely mapped features and avoid potential multi-mapping fragments, a minimum read length of 17 bp was selected for our study (Supplementary Fig. 3b). This strategy maximized usable information from heavily fragmented FFPE DNA while maintaining high mapping quality. Considering the lower library complexity in FFPE samples, we sequenced them at two to three times greater depth compared to fresh samples (Supplementary Table 1). Using the same cutoff for the number of fragments per cell (*n *≥ 1500 per barcode), we identified only 1980 cell barcodes under the −RV condition and 2687 cell barcodes under the +RV condition in FFPE samples. In contrast, 5258 cell barcodes were recovered from fresh samples, despite with two to three times less sequencing depth (Supplementary Table 1). Furthermore, the median duplication rate reached 57.41% in the −RV condition and 68.85% in the +RV condition, compared to 34.73% in fresh samples (Fig. 1f). The median fraction of reads in peaks (FRiP) was 42.01% in fresh samples, which is higher than that observed in FFPE samples—29.95% for −RV and 28.93% for +RV (Fig. 1g). The median number of final fragments per cell was 6722 in fresh samples, compared to only 1865 ( − RV) and 1863 ( + RV) in FFPE samples (Fig. 1h)—approximately 3.5 times higher than in FFPE samples. These results further highlight the reduced library complexity in FFPE samples when using conventional ATAC-Seq, both at the bulk and single-cell levels, compared to fresh tissue.

Next, we identified cells in FFPE samples (both −RV and +RV) that met the criteria of TSS enrichment score ≥ 4 and unique fragments ≥ 1500. This resulted in only 30 cells passing the cutoff in the −RV FFPE sample, 595 cells in the +RV FFPE sample, and 4843 cells in the fresh sample (Fig. 1i). We then identified cell types by combining high-dimensional clustering methods with marker gene activity analysis (Fig. 1j–l; Supplementary Fig. 4). In fresh samples, scATAC-Seq clearly resolved cell-type-specific epigenetic profiles by identifying T cells, B cells, and myeloid cells, as demonstrated by distinct clusters and predicted gene activity patterns. However, in the −RV FFPE samples, we were unable to identify specific clusters or cell types due to the limited number of cells passing quality filters—only 30 cells (Fig. 1j–l; and Supplementary Fig. 4). In the +RV FFPE sample, three subclusters were identified from 595 cells (Figs. 1j, k), and these clusters occupied proportions similar to those observed in fresh spleen samples. However, gene activity analysis did not confirm that these clusters correspond to distinct spleen cell-type epigenetic features (Fig. 1j–l; and Supplementary Fig. 4).

This conclusion remained unchanged even when we lowered the filtering thresholds. Using TSS ≥ 4 and unique fragments ≥500 (Supplementary Fig. 5a–d), we extracted 876 cells and identified four clusters for the −RV condition, and 8777 cells with seven clusters for the +RV condition. With a stricter cutoff of TSS ≥ 4 and unique fragments ≥ 1000 (Supplementary Fig. 5e–h), 67 cells were extracted with no clusters identified for the −RV condition, while 1957 cells and seven clusters were identified for the +RV condition. However, in both parameter settings, no cell type–specific genes characteristic of mouse spleen were detected.

Taken together, we hypothesize that reverse crosslinking can increase DNA yield in FFPE samples; however, it does not improve ATAC-Seq library complexity in either bulk or single-cell experiments. While bulk ATAC-Seq can capture some accessible chromatin peaks despite the lower library complexity and DNA damage in FFPE samples, scATAC-Seq suffers from random DNA breaks in individual cells, resulting in reduced library complexity per cell (Fig. 1m). Consequently, conventional scATAC-Seq fails to resolve cell-type-specific epigenetic profiles in FFPE samples.

### Development of scFFPE-ATAC: A single-cell chromatin accessibility profiling method for FFPE samples

To bridge the technological gap, we developed a high-throughput single-cell chromatin accessibility profiling method for FFPE samples, termed scFFPE-ATAC (Fig. 2a). This method works robustly across various sample formats, including punch cores and tissue sections, enabling the decoding of epigenetic heterogeneity at the single-cell level.

**Fig. 2:**
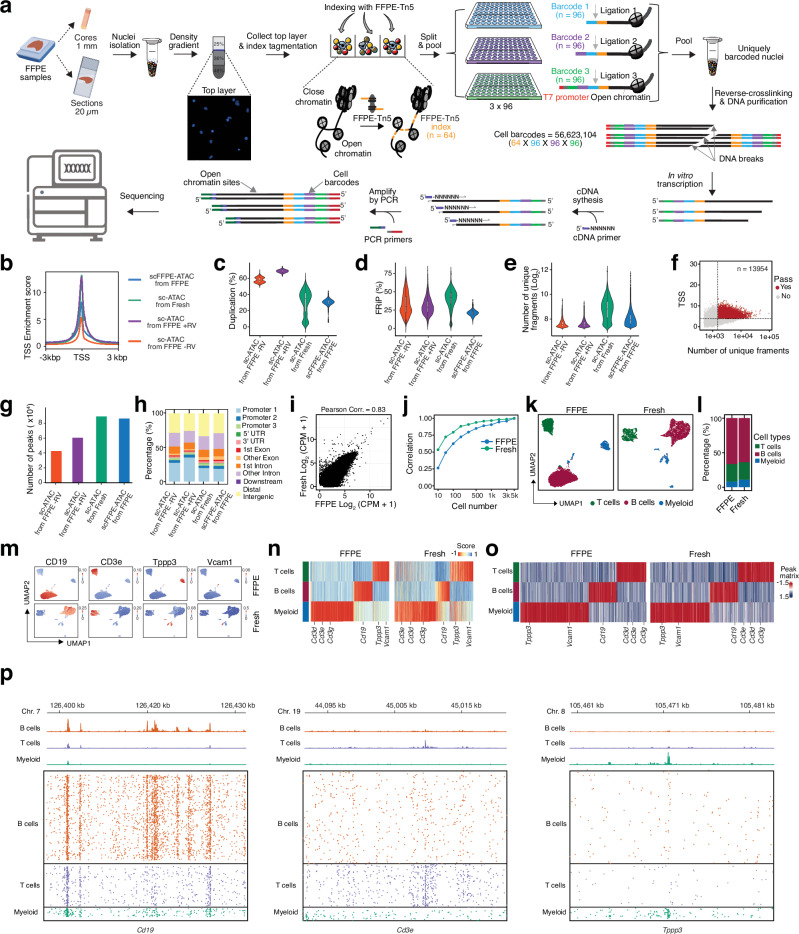
scFFPE-ATAC unlocks single cell chromatin accessibility in FFPE samples. **a** Schematic workflow of scFFPE-ATAC. **b–p** Comparison of scFFPE-ATAC from mouse FFPE spleen with scATAC-Seq from mouse fresh spleen and mouse FFPE spleen: **b** Sequencing signal enrichment at transcription start site (TSS). **c** Duplication rate comparison. **d** Fraction of reads in peaks (FRiP). **e** Number of unique fragments. Box boundaries in panels c–e represent the interquartile range (IQR), spanning from the first quartile (Q1) to the third quartile (Q3). Duplication rate (c)—scATAC from FFPE–RV (*n* = 1980, max = 68.96, min = 50.34, Q1 = 55.11, median = 57.41, Q3 = 60.83); scATAC from FFPE + RV (*n* = 2687, max = 74.35, min = 63.00, Q1 = 67.62, median = 68.85, Q3 = 70.10); scATAC from Fresh (*n* = 5258, max = 59.59, min = 0.19, Q1 = 18.77, median = 34.73, Q3 = 42.02); scFFPE-ATAC from FFPE (*n* = 26,927, max = 43.94, min = 5.85, Q1 = 28.77, median = 30.81, Q3 = 32.84). FRiP per cell (d)—scATAC from FFPE–RV (*n* = 1980, max = 75.71, min = 3.07, Q1 = 21.47, median = 29.94, Q3 = 43.30); scATAC from FFPE + RV (*n* = 2687, max = 79.05, min = 4.59, Q1 = 22.24, median = 28.93, Q3 = 37.15); scATAC from Fresh (*n* = 5258, max = 78.11, min = 2.72, Q1 = 33.38, median = 42.01, Q3 = 49.29); scFFPE-ATAC from FFPE (*n* = 26,927, max = 38.67, min = 6.54, Q1 = 18.59, median = 21.00, Q3 = 23.25). Fragments per cell (e)—scATAC from FFPE – RV (*n* = 1980, max = 13,354, min = 1501, Q1 = 1632.5, median = 1865, Q3 = 2366); scATAC from FFPE + RV (*n* = 2687, max = 11,046, min = 1501, Q1 = 1646, median = 1873, Q3 = 2,354.5); scATAC from Fresh (*n* = 5258, max = 145,645, min = 1502, Q1 = 3303, median = 6722.5, Q3 = 12,302); scFFPE-ATAC from FFPE (*n* = 26,927, max = 118,714, min = 1501, Q1 = 2037, median = 2772, Q3 = 4115). **f** Parameters used for filtering low-quality single cells in scFFPE-ATAC analysis of mouse FFPE spleen tissue. **g** Number of peaks identified under each condition. **h** Genomic annotation of ATAC-seq peaks in each condition. **i** Genome-wide comparison of chromatin accessibility reads from mouse spleen FFPE samples using scFFPE-ATAC and from fresh mouse spleen samples using scATAC-seq. **j** Sensitivity comparison between scFFPE-ATAC on FFPE samples and scATAC-seq on fresh samples. Pearson correlation = correlation. **k** Identification of cell types from scFFPE-ATAC on FFPE samples and scATAC-Seq on fresh samples. **l** Proportional distribution of different cell types. **m** Examples of active genes in each cell type. **n** Identification of cell-type-specific active genes. **o** Cell-type-specific accessible ATAC-seq peaks under each condition. **p** Example of accessible chromatin peaks from genome browser tracks of merged single cells and individual cells for each cell type. Source data are provided as a Source Data file for Fig. 2b–o.

We originally introduced FFPE-ATAC and FACT-Seq to profile the epigenetic code in FFPE samples, utilizing a T7 promoter-mediated Tn5 transposase and in vitro transcription (IVT) to rescue DNA damage^25,26^. Notably, the complexity of the sequencing libraries generated by FFPE-ATAC and FACT-Seq is higher than that of conventional ATAC-Seq and CUT&Tag. However, the sensitivity of these technologies does not achieve single-cell resolution. We hypothesized that multiple indexing of single cells with DNA barcodes, combined with T7 promoter-mediated DNA damage rescue, would enable the deciphering chromatin accessibility at single-cell resolution (Fig. 2a). To this end, we introduced a newly designed FFPE-Tn5 system, which combines a standard Tn5 transposase with a custom adaptor carrying 64 DNA barcodes for indexing different samples or spatial locations within FFPE samples (Supplementary Table 2). This is followed by three subsequent split-and-pool ligation steps using unique combinations of DNA barcode sequences (a combination of 96 × 96 × 96 DNA barcodes) to index individual cells. Together with FFPE-Tn5 indexes, this results in 56,623,104 cell barcodes in a single run. The T7 promoter sequence is positioned at the end of the third ligation barcode (Fig. 2a, and Supplementary Fig. 6). After the third ligation, each nucleus acquires a unique combination of barcodes and undergoes reverse cross-linking, which introduces DNA breakage. However, the T7 IVT system enables the generation of RNA molecules from all broken accessible chromatin sites where the three ligations occur, thereby rescuing the DNA breakage effect in FFPE nuclei. Since IVT transfers the DNA template randomly into RNA molecules of different lengths^25,26^, some IVT molecules contain only the DNA barcode without the genome sequence of accessible chromatin. To minimize such cases, the length of our uniquely designed ligated oligos for ligation 1 and ligation 2 is limited to only 22 nt (Supplementary Table 2). Following IVT, we prepared sequencing libraries from IVT-RNA to profile both the DNA barcodes for each cell and its accessible chromatin sites. This streamlined design enables the indexing of 64 samples or different sample locations, with a potential of 56,623,104 unique cell barcodes for FFPE samples.

After performing scFFPE-ATAC and decoding, we identified 18,200 cell-associated DNA barcodes (Supplementary Fig. 7a). We compared the single-cell chromatin accessibility data obtained from FFPE mouse spleen and fresh mouse spleen from multiple perspectives (Fig. 2b-p, Supplementary Fig. 7-10). The TSS enrichment score for the merged scFFPE-ATAC data from FFPE samples was 7.5, which was lower than that of fresh mouse spleen but maintained a similar TSS enrichment pattern (Fig. 2b). One potential explanation is that standard scATAC-Seq relies on PCR amplification using two different Tn5 adaptors without additional DNA breaks or damage. In contrast, the T7 IVT–mediated method requires only a single T7 promoter adaptor insertion (Even there is DNA break/damage in between of two insertion) to amplify the insertion site. While this approach can rescue those DNA damage sites, it may also introduce noise into the sequencing library. Another possibility is that T7 IVT introduces sequence preference bias, which could interfere with library uniformity. The median duplication rates were comparable—30.81% for FFPE samples and 34.73% for fresh samples—under similar sequencing depth (Fig. 2c). These rates are lower compared to those observed in conventional scATAC-Seq, which shows duplication rates of 57.41% under the −RV condition and 68.85% under the +RV condition. The median fraction of reads in peaks (FRiP) was 21% for FFPE samples, compared to 42% for fresh samples, 29.95% for the −RV condition, and 28.93% for the +RV condition (Fig. 2d). The median number of unique DNA fragments was 2722 for FFPE samples and 6722 for fresh samples (Fig. 2e), which is approximately 1.45 times higher compared to conventional scATAC in FFPE samples (1865 ( − RV) and 1863 ( + RV)). The increased number of unique DNA fragments in scFFPE-ATAC for FFPE samples compared to conventional scATAC-Seq indicates that the combination of the T7 promoter, IVT, and indexing barcode in scFFPE-ATAC indeed increase single-cell library complexity. The lower FRiP values and reduced number of unique fragments in FFPE samples compared to fresh samples may be attributed to prolonged formalin fixation, which can restrict the accessibility of Tn5 transposase to certain chromatin regions during tagmentation. Additionally, paraffin embedding and the harsh conditions of nuclei isolation may introduce side effects that negatively impact chromatin profiling. Similar to scATAC-seq in FFPE samples, the fragment distribution of the scFFPE-ATAC library was dominated by short fragments from FFPE samples (98.76% in the range of 0–300 bp for mouse spleen FFPE samples) (Supplementary Fig. 7b).

Using the same parameters as those applied to fresh samples and conventional scATAC-Seq for FFPE samples (unique fragments ≥1500 and TSS score ≥4), we obtained 13,954 cells exhibiting high-quality chromatin accessibility from mouse FFPE nuclei, representing 76.67% of all DNA barcodes in our assay, for subsequent downstream analysis (Fig. 2f). A total of 86,518 accessible chromatin peaks were identified in the merged scFFPE-ATAC data from FFPE samples, compared to 89,328 peaks in fresh samples (Fig. 2g). These peaks identified by scFFPE-ATAC in FFPE samples are distributed in similar proportions across different genomic regions in both FFPE and fresh samples (Fig. 2h). scFFPE-ATAC exhibits a strong genome-wide chromatin accessibility correlation with fresh samples (Pearson correlation = 0.83) (Fig. 2i). We also assessed the minimum number of cells required from scFFPE-ATAC in both FFPE and fresh samples to reliably capture accessible chromatin profiles by performing random downsampling and calculating correlations across a range of cell counts from 10 to 5000 (Fig. 2j). Data merged from only 200 cells in scFFPE-ATAC FFPE samples exhibited a strong correlation (Pearson correlation > 0.7) with data derived from 5,000 cells (Fig. 2j). Although the correlation in FFPE samples is not as strong as in fresh samples (Fig. 2j), the DNA damage repair provided by scFFPE-ATAC is sufficient to capture cellular components in FFPE samples (Fig. 2k–p). High-dimensional reduction technology was used to identify cell types from scFFPE-ATAC data (Fig. 2k). Same to fresh samples, T cells, B cells, and myeloid cells were identified in both FFPE and fresh mouse spleen. The proportional distribution of these three cell types was similar between FFPE and fresh samples (Fig. 2l).

Additionally, gene activity analysis confirmed the presence of unique gene markers for each cell type (Fig. 2m, n, Supplementary Fig. 7c, 7d, Supplementary Table 3, Table 4), such as *Cd3e* for T cells, *Cd19* for B cells, and *Tppp3* and *Vcam1* for myeloid cells. We also calculated the minimum number of cells required to recapture cell components in scFFPE-ATAC from FFPE samples by comparing with fresh samples through random downsampling, using parameters such as cluster numbers and specific cell-type gene activity assessment (Supplementary Fig. 8). Clearly, 300 cells from both fresh and FFPE samples are sufficient to capture the cell components in mouse spleen. This result also rules out the possibility that conventional scATAC-Seq fails to resolve cell-type-specific epigenetic profiles in FFPE samples due to insufficient cell capture, as over 500 cells were obtained (Fig. 1j).

Furthermore, a comparable number of accessible chromatin peaks were identified for each cell type (Fig. 2o, p; Supplementary Tables 5, Table 6). Importantly, transcription factor motif enrichment analysis of these unique peaks for each cell type revealed similar transcription factors in both FFPE and fresh mouse spleen samples (Supplementary Fig. 9). We noticed a batch effect between scFFPE-ATAC data from FFPE samples and scATAC-Seq data from fresh samples. However, both datasets exhibited strong gene activity markers, identified accessible chromatin peaks for each cell type (Supplementary Fig. 10a, and Supplementary Table 7), unique accessible peaks (Supplementary Fig. 10b, Supplementary Table 8), and transcription factors (TFs) enriched at these accessible chromatin sites for each cell type (Supplementary Fig. 10c). In the B cell group, we found that key TFs involved in B cell development, such as EBF1, TCF3, POU family genes, and others, were enriched in both FFPE and fresh samples (Supplementary Fig. 10c). In the T cell group, TFs involved in T cell differentiation and development, including TCF7L2, LEF1, ETS family (ETV1-5, ETS1, etc.), RUNX2, RUNX3, TBX family, and SPDEF, were specifically enriched in T cells from both FFPE and fresh samples (Supplementary Fig. 10c). For myeloid cells, TFs such as FOS, MAF family, and GATA1 were enriched in both FFPE and fresh samples (Supplementary Fig. 10c). Taken together, we confirm that our scFFPE-ATAC allows us to decipher single-cell chromatin accessibility in FFPE samples at single-cell resolution.

### scFFPE-ATAC decodes single-cell chromatin accessibility in clinically archived FFPE human lymph node tissue stored for 8–12 years

Next, we purified nuclei from human FFPE lymph nodes using density gradient centrifugation (Supplementary Fig. 11a) and applied scFFPE-ATAC to four clinically archived human lymph node (LN) FFPE samples—benign lymph nodes preserved for 8–12 years (Fig. 3). The sequencing signal was clearly enriched at the TSS site in these samples (TSS enrichment score ≥4) (Fig. 3a). For each cell, the median fraction of reads in peaks was 13.87% (Fig. 3b), the median number of unique DNA fragments for FFPE samples was 1356 (Fig. 3b), and the duplication rate was 48.5% (Fig. 3b). In total, we obtained 12,243 high-quality cells from four samples after removing doublet nuclei (Fig. 3c, Supplementary Fig. 11b): 1,883 cells for LN1, 7,035 cells for LN2, 3,116 cells for LN3, and 209 cells for LN4. The fragment distribution of the scFFPE-ATAC library from those long-term archived samples was dominated by short fragments (96.28% in the range of 0–100 bp) (Supplementary Fig. 11c).

**Fig. 3:**
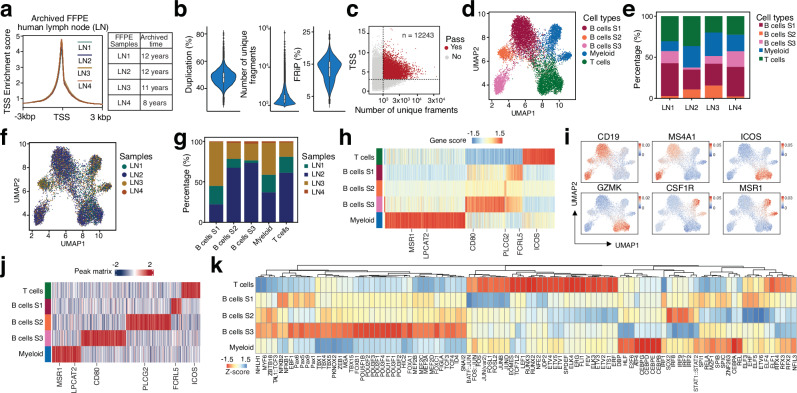
scFFPE-ATAC decodes single-cell chromatin accessibility in clinically archived FFPE human lymph node tissue. **a** Sequencing signal enrichment at transcription start site (TSS) from scFFPE-ATAC in the FFPE human lymph node. **b** Duplication rate (Left), number of unique DNA fragments (Middle), and fraction of reads in peaks (FRiP) (Right) from scFFPE-ATAC in the human lymph node. Box boundaries represent the interquartile range (IQR), spanning from the first quartile (Q1) to the third quartile (Q3). Duplication rate — *n* = 17,143, max = 80.74, min = 28.77, Q1 = 45.31, median = 48.77, Q3 = 52.09. Unique fragments — *n* = 17,143, max = 35,745, min = 1000, Q1 = 1133, median = 1344, Q3 = 1777. FRiP — *n* = 17,143, max = 24.21, min = 3.99, Q1 = 11.62, median = 14.05, Q3 = 15.88. **c** Parameters for selecting high-quality single cells from scFFPE-ATAC. **d** Cell type identification using high-dimensional reduction technique. **e** Distribution of each cell type across different samples. **f** Occupancy of each sample in each cell type. **g** Proportional distribution of each sample within each cell type. **h** Active genes predicted from scFFPE-ATAC for each cell type. **i** Gene activity scores of example genes for each cell type. **j** Unique accessible chromatin peaks for each cell type. **k** Enriched transcription factors for each cell type. Source data are provided as a Source Data file for Fig. 3a-k.

High-dimensional reduction allowed us to identify five cell types in the archived lymph nodes based on chromatin accessibility, including myeloid cells, T cells, and three subtypes of B cells (B cells S1, B cells S2, and B cells S3) (Fig. 3d). All four LN samples contained all five cell types (Fig. 3e), and the distribution of these five cell types across the four LNs was heterogeneous (Fig. 3e–g, and Supplementary Fig. 11d). Gene activity prediction from chromatin accessibility clearly showed that there are cell type-specific active genes (Fig. 3h, i, andSupplementary Fig. 12a, and Supplementary Table 9). For example, the B cell-specific gene *CD19* was active in all three subtypes of B cells, T cell-specific genes such as *ICOS* and *GZMK* were active in T cells, and *CSF1R* and *MSR1* were active in myeloid cells. Differentially accessible chromatin peak analysis helped us identify unique accessible chromatin peaks for each cell type: 2234 peaks for T cells, 3407 peaks for myeloid cells, 1203 peaks for B cell S1, 5406 peaks for B cell S2, and 5389 peaks for B cell S3 (Fig. 3j, and Supplementary Table 10). These peaks were distributed across different parts of the genome (Supplementary Fig. 12b). Gene pathway enrichment on these unique chromatin peaks revealed cell type- and biologically relevant accessible chromatin sites (Supplementary Fig. 12c, Supplementary Table 11). Importantly, TF enrichment analysis of the unique accessible chromatin peaks identified cell type- and lineage-specific TFs for each cell type (Fig. 3k). For example, BATF::JUN, FOS::JUN, EOMES, TCF7L2, LEF1, RUNX3, and RUNX2 are strongly enriched in T cells; CEBP family TFs (CEBPG, CEBPD, CEBPE, CEBPB) and ATF4, among others, strongly associated with myeloid cell differentiation and function, are highly enriched in myeloid cells; EBF1 and TCF3, which are central to B cell development during the early stages of lineage commitment and differentiation, are enriched in all three B cell populations, with stronger enrichment in B cell S3. At the same time, we found stronger enrichment of other TFs, such as SOX21, IRF2, and IRF7-9, for subsets of B cell S1 and S2, but not S3.

Taken together, our data strongly demonstrate that scFFPE-ATAC can resolve cell composition and single-cell epigenetic regulation in long-term archived clinical FFPE samples.

### scFFPE-ATAC uncovers spatially distinct epigenetic regulators driving tumor progression from the tumor center to the invasive edge in FFPE human lung cancer

Solid tumors have unique tumor physiology compared to normal tissue, and deciphering the tumor microenvironment in different parts of solid tumors could help us better understand the molecular mechanisms of tumorigenesis, progression, and relapse^45,46^. To better understand tumor heterogeneity and epigenetic regulation in different parts of solid tumors, we marked distinct regions on the tumor block based on the pathological analysis of hematoxylin and eosin (H&E) staining derived from the same tumor block. To do this, we collected samples from two marked regions—the tumor center (TC) and invasive edge (IE)—of a human FFPE lung cancer tissue block using a 1 mm puncher (Fig. 4a), to validate the workability and robustness of our scFFPE-ATAC technique in solid tumors. We isolated single-cell nuclei (Supplementary Fig. 13a) from both the TC and the IE using the established protocol and performed scFFPE-ATAC. We performed quality control to assess data quality (Supplementary Fig. 13b-d). The TSS enrichment score, violin plots showing duplication rate, FRiP, and the number of unique fragments present in both the tumor center and invasive edge were comparable. Similar to the mouse spleen and human lymph node FFPE samples, the fragment distribution of the scFFPE-ATAC library from human FFPE lung samples was, as expected, primarily composed of short fragments (99.33% in the range of 0–200 bp) (Supplementary Fig. 13e). In total, we captured 11,564 cells with high-quality chromatin accessibility (Fig. 4b), with 6731 cells from IE and 4833 cells from TC.

**Fig. 4:**
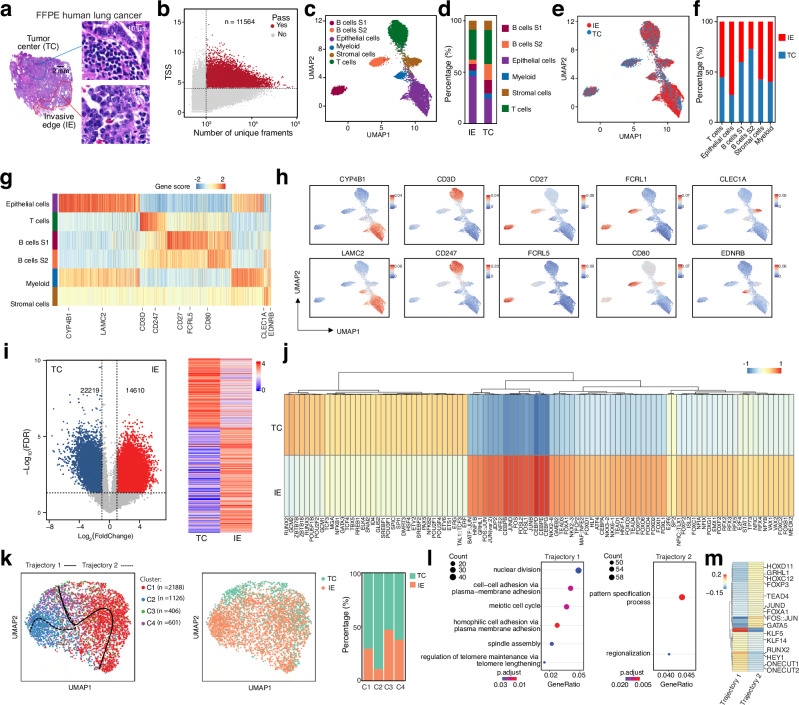
scFFPE-ATAC reveals spatially distinct epigenetic regulators in the tumor center and invasive edge of FFPE human lung cancer at single-cell resolution. **a** Hematoxylin and eosin (H&E) staining of human lung cancer tissue, with the tumor center (TC) and invasive edge (IE) indicated by colored circles. Left**:** Whole H&E-stained section. The blue circle marks the tumor center, and the red circles indicate the invasive edge of the tumor. Right**:** Zoomed-in regions of the areas pointed to by the colored lines (blue = TC; red = IE) in the left panel, showing the tumor center and invasive edge. Three adjacent sections were cut and stained, showing consistent results. **b** Parameters for selecting high-quality cells from scFFPE-ATAC. TSS = transcription start site. **c** Cell type identification using a high-dimensional reduction technique. **d** Proportional distribution of different cell types in TC and IE. **e** Distribution of TC and IE across different clusters. **f** Proportional distribution of TC and IE within different cell types. **g** Predicted active genes from scFFPE-ATAC for each cell type. **h** Representative active genes from scFFPE-ATAC for each cell type. **i** Identification of differentially accessible chromatin peaks between TC and IE. Left: Volcano plot showing the cutoff (False Discovery Rate (FDR) ≤ 0.05, |Log_2_(Fold change)| ≥ 1). Right: Heatmap displaying the identified peaks. A one-sided Fisher’s exact test was applied in the significance test. The FDR was corrected using the Benjamini–Hochberg (BH) method. **j** Enriched transcription factors on differentially accessible chromatin peaks between TC and IE. **k** Pseudotime trajectory analysis of epithelial cells from the tumor center to the invasive edge. Left: Two identified trajectory paths and four cell clusters along the trajectories. Middle: Distribution of epithelial cells from TC and IE across the two trajectories. Right: Distribution of epithelial cells from TC and IE across the four clusters. **l** Specific gene pathways identified from the two trajectories. **m** Specific transcription factors identified in the two trajectories. Source data are provided as a Source Data file for Fig. 4b-m.

High-dimensional reduction of chromatin accessibility from these 11,564 cells helped us identify six components: Epithelial cells (*n* = 4349), T cells (*n* = 3757), Myeloid cells (*n* = 636), Stromal cells (*n* = 1098), B cells S1 (*n* = 1317), and B cells S2 (*n* = 1229). All of these components were found in both the IE and TC, though the distribution of different cell types varied between IE and TC, indicating differences in the tumor microenvironment between these regions (Fig. 4d–f, and Supplementary Fig. 13f). Furthermore, gene activity prediction from scFFPE-ATAC for each cell type clearly showed that cell type-specific genes were active in each population (Fig. 4g, h, and Supplementary Fig. 14, Supplementary Table 12). For example, *CD3D* and *CD247* were actively expressed in T cells; *CYP4B1* and *LAMC2* (lung-specific epithelial gene marker) were clearly more expressed in epithelial cells; *CD27*, *FCRL1*, and *FCRL5* were highly active in B cells S1 and S2, with *CD80* being highly active in B cells S2, suggesting that B cells S1 may represent more mature B cells. We also identified specific accessible chromatin peak regions for each cell type (Supplementary Fig. 15a, Supplementary Table 13). Specifically, there were 11,128 accessible peaks for epithelial cells, 12,912 peaks for stromal cells, 24,709 peaks for myeloid cells, 3528 peaks for T cells, 11,008 peaks for B cells S1, and 11,452 peaks for B cells S2. Further transcription factor (TF) enrichment analysis of these unique peaks helped us identify TFs uniquely enriched on these peaks for each cell type (Supplementary Fig. 15b). For example, ETV family TFs, ETS1, and others were strongly enriched in T cells; POU and IRF family TFs were strongly enriched in B cells S1; NFKB1, NFKB2, and PAX5 were strongly enriched in B cells S2; FOX family TFs and NKX family TFs were strongly enriched in epithelial cells. Stromal and myeloid cells showed similar TF enrichment, including TEAD family TFs, JUN, and FOS. However, these TFs were also enriched in epithelial cells, while NFATC1 was much more strongly enriched in myeloid cells.

We also compared the chromatin accessibility of epithelial cells between the TC and IE and identified specific peaks: 22,219 peaks for TC and 14,610 accessible peaks for IE ( | Log_2_(Fold change)| ≥1, False Discovery Rate (FDR) ≤ 0.05) (Fig. 4i, and Supplementary Table 14). These differential peaks are located in different parts of the genome but show a similar distribution between TC and IE (Supplementary Fig. 16a). Gene pathway enrichment uncovered different enriched pathways (Supplementary Fig. 16b, and Supplementary Table 15). Notably, pathways such as Wnt signaling, cell growth, mesenchymal cell differentiation, and Ras protein signal transduction were specifically enriched in the IE, indicating stronger invasive and migratory features in the IE compared to TC. The IE of a tumor usually exhibits stronger features of migration, invasion, and tissue remodeling, as epithelial cells adopt mesenchymal-like traits to invade surrounding tissues. This process is achieved through the activation of pathways related to actin cytoskeleton organization, cell junctions, and Wnt signaling. Tumor cells at the edge undergo processes similar to embryonic development or wound healing to enable invasion and metastasis^45,46^. Our enriched signal pathways in the IE reflect this hypothesis and further indicate that our scFFPE-ATAC technique effectively captures chromatin accessibility. On the other hand, pathways related to cell-cell adhesion and the regulation of leukocyte cell-cell interactions were observed in TC, reflecting the different tumor microenvironments between TC and IE within the same tumor. Tumor cells in TC may modulate immune cell interactions to evade immune surveillance and maintain tumor growth.

Furthermore, the TF enrichment analysis of these differential accessible chromatin peaks showed that different TFs are enriched in the TC and IE (Fig. 4j). Specifically, in the tumor center, TFs such as POU5F1B (Oct4) and RUNX2 are likely maintaining stem cell-like properties and driving tumor cell proliferation. TFs like PAX5 and SPI1 might regulate the immune cell composition in the tumor, including myeloid cell recruitment. In the invasive edge, TFs such as FOS, JUN, and FOXC2 are likely driving epithelial-to-mesenchymal transition (EMT), enabling migration, invasion, and metastasis of tumor cells. TFs like STAT3 and FOXA1 could be involved in immune evasion and cell motility.

Epithelial cells may migrate from the tumor center toward the invasive edge to facilitate tumor progression and invasion. To understand how epigenetic regulation governs this process, we performed pseudotime trajectory analysis to reconstruct the dynamic progression of epithelial tumor cells from the tumor center to the invasive edge using scFFPE-ATAC data from both tumor regions (Fig. 4k). This analysis revealed two distinct epigenetic trajectories (Fig. 4k), suggesting alternative regulatory programs underlying spatial tumor evolution. Four clusters were identified along the trajectory; clusters 3 and 4—comprising over 50% of the cells—were predominantly derived from the tumor center and formed the root of the bifurcating trajectory (Fig. 4k). Clusters 1 and 2 corresponded to the two divergent paths: trajectory 1 and trajectory 2, respectively. Bootstrap resampling confirmed the robustness of the inferred two trajectories, with trajectory 1 and trajectory 2 consistently reproduced in 97.5% and 93.5% of bootstraps, respectively (Supplementary Fig. 17a, and 17b). Furthermore, pseudotime analysis across 1000 bootstrap replicates (with 95% confidence intervals) reproduced the same trajectory path (Supplementary Fig. 17c). We identified 1,241 peaks specific to cluster 1 and 4,399 unique accessible peaks specific to cluster 2 (Supplementary Table 16). Gene ontology analysis of these differential peaks showed that trajectory 1 (cluster 1) was enriched in cell division–related pathways, including nuclear division, spindle assembly, and meiotic cell cycle, indicating a highly proliferative cell state (Fig. 4l). In contrast, trajectory 2 (cluster 2) was enriched in pathways related to regionalization, suggesting a role in spatial patterning and possibly cell migration (Fig. 4l). Transcription factor enrichment analysis further supported these findings (Fig. 4m, and Supplementary Table 17): Lineage 1 showed increased enrichment of transcription factors associated with epithelial differentiation and identity—such as FOXA1, GRHL1, HOX, and FOXP3—indicating a more differentiated, proliferative, and less migratory cell state. In contrast, Lineage 2, exhibited increased enrichment of transcription factors including KLF5, RUNX2, HEY1, and ONECUT2, which are associated with dedifferentiation, stem-like properties, and invasiveness. Interestingly, the transcription factors enriched in Lineage 2, including KLF5, RUNX2, HEY1, and ONECUT2, have been linked to hypoxia-responsive pathways^47–50^. Hypoxia-inducible factor (HIF) signaling can directly or indirectly regulate KLF5, promoting stem-like traits and survival under low oxygen^47^. RUNX2 is induced by hypoxic stress and drives invasive behavior in solid tumors^48^. HEY1 is a canonical Notch target, and Notch–HIF1A crosstalk is well documented in hypoxic tumor microenvironments^49^. ONECUT2 has recently emerged as a master regulator of aggressive, hypoxia-associated tumor phenotypes^50^. These results suggest that there are potentially two distinct trajectory paths as epithelial tumor cells undergo epigenetic reprogramming during spatial progression from the tumor center to the tumor edge, possibly driven by differences in the tumor microenvironment—such as hypoxia—and contributing to variations in invasiveness and metastatic potential at the invasive front. These results further demonstrate that our scFFPE-ATAC method effectively captures single-cell chromatin accessibility from different regions of solid tumors and provides a unique perspective on the epigenetic regulation of tumor progression within the tumor microenvironment. Such spatially oriented single-cell accessibility assays from solid tumor FFPE samples also pave the way for spatial chromatin accessibility assays for FFPE samples in the future.

### scFFPE-ATAC identifies key epigenetic drivers of tumor relapse from paired primary and relapsed tumor FFPE samples

Tumor relapse is the biggest challenge in cancer therapy, with more than 90% of cancer patients dying due to tumor relapse^51–53^. When comparing paired primary and relapse tumors, no specific genetic mutations have been identified as drivers of tumor relapse^19,20^. However, tumor microenvironment, and epigenetic regulation play a crucial role in controlling tumor relapse^20,54–57^. Therefore, deciphering epigenetic regulation by comparing epigenetic profiles between paired primary and relapse samples from the same patient could help us understand the basic molecular mechanisms and identify key epigenetic regulators driving tumor relapse^58^. This, in turn, could lead to the identification of targets for therapeutic design in clinical settings. Since it is unpredictable when or if tumor relapse will occur, these paired samples are typically archived in FFPE format. Therefore, it is crucial to apply single-cell chromatin accessibility techniques to FFPE samples to decipher chromatin accessibility in paired primary and relapse samples from the same patient. Follicular lymphoma (FL) is a commonly diagnosed form of non-Hodgkin lymphoma, predominantly involving B-cells within the lymphatic system^59^. Classified as an indolent lymphoma, FL typically exhibits slow progression, allowing for extended periods of remission following treatment^60^. Despite this, relapse remains a significant clinical challenge, as the disease can return after remission, complicating long-term management and therapeutic intervention^60^. When FL relapses, there are two primary outcomes that can complicate treatment (Fig. 5a). In some cases, the disease remains as follicular lymphoma, manifesting as recurrent FL. However, in a subset of patients, the disease undergoes transformation into a more aggressive form, typically diffuse large B-cell lymphoma (DLBCL)^61^. The transformation from FL to DLBCL is particularly concerning, as it represents a substantial shift in the tumor’s behavior, characterized by increased aggression and resistance to treatment, ultimately leading to a poorer prognosis. Understanding the underlying molecular and epigenetic mechanisms that drive either relapse or transformation is crucial for improving patient outcomes.

**Fig. 5:**
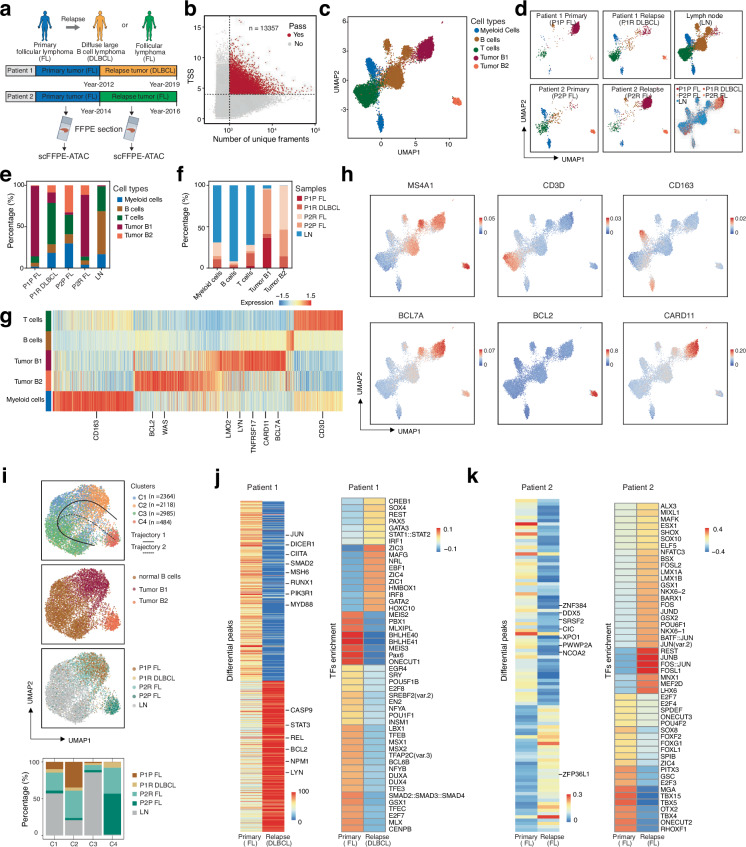
scFFPE-ATAC deciphers epigenetic regulation underlying tumor relapse in paired primary and relapsed follicular lymphoma FFPE samples. **a** Schematic showing two pairs of patients studied. One patient progressed from follicular lymphoma (FL) to diffuse large B-cell lymphoma (DLBCL), and the other patient relapsed from FL to FL. **b** Parameters for selecting high-quality single-cell ATAC-seq data from scFFPE-ATAC. TSS = transcription start site. **c** Five cell types identified using high-dimensional reduction technique. **d** Cell type distribution for each patient. **e** Proportional distribution of each cell type across different patients. **f** Proportional distribution of cells from different patients within each cell type. **g** Predicted active genes from scFFPE-ATAC for each cell type. **h** Representative active genes from scFFPE-ATAC for each cell type. **i** Pseudotime trajectory analysis of tumor B cells transitioning from normal B cells to tumor. The top three panels display UMAP plots: the top panel shows two inferred trajectory paths and four cell clusters (C1–C4); the middle panel illustrates the distribution of normal B cells and two tumor B cell types along the trajectories; the third panel presents tumor B cells from each paired patient mapped onto the trajectories. The bottom panel shows bar plots depicting the distribution of cells from each patient across the four clusters (C1–C4) along the two trajectories. **j** Differentially accessible chromatin peaks (left panel) and enriched transcription factors (TFs) (right panel) identified from the primary tumor (FL) to transformed DLBCL in tumor B cell type B1 from patient 1. **k** Differentially accessible chromatin peaks (left panel) and enriched transcription factors (TFs) (right panel) identified from primary FL to relapsed FL in tumor B cell type B2 from patient 2. Source data are provided as a Source Data file for Fig. 5b-k.

Next, we purified nuclei from two pairs of primary and relapsed FFPE tumor samples from FL patients (Supplementary Fig. 18a, and 18b) and applied scFFPE-ATAC to investigate chromatin accessibility changes underlying relapse and transformation in FL (Fig. 5a). The first pair represents a more complex case, where the disease transformed from primary FL to DLBCL after a seven-year interval. The second pair consist of primary FL and its corresponding relapsed FL tumor, with a two-year gap between the primary diagnosis and relapse. By comparing epigenetic regulation in primary versus relapsed or transformed tumors, we aim to identify key regulatory mechanisms contributing to disease recurrence or progression. This analysis will provide valuable insights into the epigenetic alterations driving the transition from indolent FL to either recurrent FL or aggressive DLBCL, potentially revealing biomarkers and therapeutic targets for managing relapse and preventing transformation in FL patients. Using scFFPE-ATAC, we captured 13,357 single cells with high-quality chromatin accessibility from these two patient pairs (Fig. 5b, and Supplementary Fig. 18c, 18d). In these FFPE archived samples, 97.72% of detected fragments in scFFPE-ATAC-seq were in the range of 0–100 bp (Supplementary Fig. 18e). The merged scFFPE-ATAC signal demonstrated strong TSS enrichment (Supplementary Fig. 19a), even after 6 to 13 years of storage in the FFPE format. High-dimensional reduction analysis of these lymphoma cells, along with LN samples, allowed us to identify two tumor B cell groups (Tumor B1 and Tumor B2), as well as Myeloid cells, B cells, and T cells (Fig. 5c). The distribution of these cell types varied between the two patient pairs, highlighting their heterogeneity (Fig. 5d–f).

Notably, in patient 1, who experienced a transition from FL to DLBCL after a 7-year interval, the proportion of Tumor B1 decreased from 85.22% to 12.75%, while Tumor B2 increased from 0.6% to 8.53%, suggesting that Tumor B2 may play a role in the transformation from FL to DLBCL. In patient 2, who remained as FL over a 2-year period, the proportion of Tumor B1 increased from 2.89% to 74.56%, while Tumor B2 decreased from 32.58% to 11.50%, indicating that Tumor B1 could contribute to FL relapse. The accuracy of cell type identification using scFFPE-ATAC was further validated through specific gene activity prediction (Fig. 5 g, 5 h, Supplementary Table 18). For example, *CD3D* is active in T cells, while *CD163* is active in myeloid cells. The *MS4A1* gene, which encodes the *CD20* protein, is active in both normal B cells and tumor B1 and B2 cells, with higher expression in Tumor B2 compared to normal B cells and Tumor B1. Notably, *CD20* is a major target for monoclonal antibody therapies, such as rituximab, which is widely used in the treatment of B-cell malignancies like follicular lymphoma (FL) and diffuse large B-cell lymphoma (DLBCL). Oncogenes show specific activity in tumor cells (Fig. 5g, 5h), with *LMO2*, *LYN*, *TNFRSF17*, *CARD11*, and *BCL7A* being active in Tumor B1, while *BCL2* and *WAS* are specifically active in Tumor B2.

Specific chromatin-accessible peaks were identified for each cell type (Supplementary Fig. 19b, and Supplementary Table 19), including 2349 peaks for T cells, 710 for B cells, 4407 for myeloid cells, 2405 for Tumor B1, and 9446 for Tumor B2. Additionally, distinct TFs were enriched in these cell type-specific peaks (Supplementary Fig. 19c). B-cell lineage and differentiation TFs, such as POU family members (POU2F2, POU3F4), PAX family members (PAX1, PAX5, PAX9), and TCF family members (TCF3, TCF4), were enriched in normal B cells, Tumor B1, and Tumor B2. Epithelial-mesenchymal transition (EMT) and chromatin remodeling TFs, including ZEB1, SNAI2, and ID4, were more strongly enriched in Tumor B1, whereas HIC2, RHOXF1, and CFCF showed higher enrichment in Tumor B2. Such unique TF enrichment sets help us uncover the epigenetic drivers of tumor relapse in different patients. In patient 1 (FL transformation to DLBCL), the primary tumor exhibited minimal presence of Tumor B2 cells, whereas in the relapse sample, Tumor B2 accounted for 8.53%. This suggests that TFs enriched in Tumor B2, such as HIC2 and RHOXF1, may contribute to the transition from FL to DLBCL. In patient 2 (primary FL to relapse FL after a 2-year gap), there was a significant increase in Tumor B1 cells (from 2.89% to 74.56%), indicating that TFs enriched in Tumor B1, such as ZEB1, SNAI2, and ID4, may drive FL relapse. Although FL does not undergo classical epithelial–mesenchymal transition (EMT), transcription factors such as ZEB1 and SNAI2 (Slug) are well-established EMT regulators in solid tumors, where they drive plasticity, stemness, and therapy resistance^62–65^. These functions are highly relevant to tumor relapse, as similar transcriptional programs may be co-opted by malignant B cells to survive therapeutic pressure. ID4 is frequently silenced by promoter hypermethylation in FL^66^, suggesting a tumor-suppressive role whose loss could facilitate disease progression. Taken together, enrichment of ID4, ZEB1, and SNAI2 in FL subclones highlights transcriptional circuits that may enable stress tolerance and clonal evolution, warranting deeper investigation in the context of FL relapse. Further in-depth studies will be required to clarify their mechanistic contributions and potential as therapeutic targets in the future.

Next, we decipher the epigenetic regulation of tumor origin and evolution during relapse by focusing on tumor cells from patient-specific primary and relapse tumors. We extracted normal B cells and tumor B cells from scFFPE-ATAC data and performed pseudotime trajectory analysis to reconstruct the dynamic trajectory of FL relapse and DLBCL transformation (Fig. 5i). Clearly, two trajectory pathways were identified from normal B cells to tumor B cells (Fig. 5i), with Tumor B1 forming trajectory 1 and Tumor B2 forming trajectory 2. Four clusters were identified along the trajectories (Supplementary Table 20). Bootstrap resampling confirmed the robustness of the two inferred trajectories, with trajectory 1 and trajectory 2 consistently reproduced in 83% of bootstraps each (Supplementary Figs. 20a, b). Furthermore, pseudotime analysis across 1000 bootstrap replicates (with 95% confidence intervals) reproduced the same trajectory path (Supplementary Fig. 20c). Cluster 3 (C3) mainly consists of normal B cells and forms the root of the trajectory. Cluster 1 (C1) represents an intermediate stage between normal B cells and Tumor B2. Cluster 2 (C2) corresponds to Tumor B1, and Cluster 4 (C4) is the main contributor to Tumor B2. We focused on C2 and C4, which are the endpoints of trajectories 1 and 2, respectively (Fig. 5i). The majority of patient 1’s primary tumor (P1P FL) cells are located in C2 (Tumor B1), whereas the majority of patient 2’s primary tumor (P2P FL) cells dominate in C4 (Tumor B2) (Fig. 5i). The distinct trajectory pathways for Tumor B1 and Tumor B2 strongly indicate that the tumor origins of patient 1 and patient 2 differ. Although both patients had the same tumor type at primary diagnosis, the epigenetic profiles of their original tumor clones may contribute to different relapse outcomes: patient 1 experienced transformation to DLBCL, while patient 2 had relapse of FL. These results suggest distinct epigenetic evolutionary pathways during tumor relapse in these patients. Therefore, we focused on comparing the epigenetic profiles of Tumor B1 in patient 1 and Tumor B2 in patient 2.

In the patient 1, differential chromatin accessibility analysis identified 632 peaks specific to Tumor B1 in the primary tumor and 535 peaks specific to Tumor B1 in the relapsed tumor. These differentially accessible chromatin peaks are primarily located in promoter regions (Supplementary Fig. 21a, and Supplementary Table 21). In the primary FL tumor, we identified oncogenes with higher chromatin accessibility, including *JUN*, *DICER1*, *CIITA*, *SAMD2*, *MSH6*, *RUNX1*, *PIK3R1*, and *MYD88*. In contrast, the relapsed DLBCL tumor exhibited higher chromatin accessibility in genes such as *CASP9*, *STAT3*, *REL*, *BCL2*, *NPM1*, and *LYN* (Fig. 5j). Furthermore, gene pathway enrichment analysis of the differentially accessible chromatin peaks between primary FL and relapsed/transformed DLBCL revealed distinct pathway alterations (Supplementary Fig. 21b, Supplementary Table 22). In the primary FL samples, enriched terms such as chromosomal regions, centromeric regions, ribosome, and cytosolic large ribosomal subunit suggest a relatively stable chromosomal architecture and balanced protein synthesis, consistent with the indolent nature of FL. In contrast, relapsed DLBCL samples show enrichment for mitotic structures (midbody, kinetochore, spindle, condensed chromosome), mitochondrial metabolism (mitochondrial matrix, mitochondrial ribosome, mitochondrial inner membrane), and transcriptional regulation (RNA polymerase II transcription regulator complex, methyltransferase complex). These findings indicate increased proliferation, chromosomal instability, metabolic reprogramming, and transcriptional deregulation—hallmarks of aggressive lymphoma transformation. Overall, this shift reflects the transition from the slow-growing, genetically stable FL to the highly proliferative and metabolically active DLBCL, highlighting key molecular changes driving disease progression and relapse. TF enrichment from these differential peaks clearly shows that unique TFs are enriched at these accessible chromatin sites, with specific TF profiles for the primary tumor and relapse tumor (Fig. 5j). In primary FL tumors, a distinct set of TFs is enriched, including MEIS2, PBX1, POU5F1B, E2F8, TFEB, BCL6B, and SMAD2::SMAD3::SMAD4, among others. These TFs are involved in key processes such as B-cell differentiation, cell cycle regulation, and metabolic control. For example, MEIS2^67^ and PBX1^68^ are crucial for hematopoietic stem cell regulation and early B-cell development, contributing to the indolent nature of FL. The presence of BCL6B, a regulator of B-cell differentiation^69^, suggests that FL remains in a less differentiated state compared to more aggressive lymphomas. TFEB, which is involved in autophagy and stress response, suggests FL cells’ survival mechanisms in the tumor microenvironment, while SMAD2::SMAD3::SMAD4 points to the involvement of transforming growth factor-beta (TGF-β) signaling, which can promote immune evasion and contribute to FL pathogenesis. In contrast, in transformed DLBCL tumors, the TFs profile undergoes a distinct shift. Key TFs such as CREB1, SOX4, PAX5, GATA3, STAT1::STAT2, EBF1, IRF1, and ZIC3 dominate in DLBCL. These TFs are closely associated with the aggressive and rapidly proliferating nature of DLBCL. PAX5 and EBF1, critical players in B-cell development, are still present but likely operate in a context of loss of differentiation, promoting the aggressive transformation from FL to DLBCL. SOX4, a TF linked to stemness, cell survival, and differentiation, and STAT1::STAT2, involved in immune signaling, reflect the increased inflammatory and immune evasion activities typical of DLBCL. CREB1, known to regulate cell growth and survival, may help DLBCL cells resist apoptosis and proliferate rapidly, contributing to relapse after initial treatment. Additionally, the inclusion of ZIC3, IRF1, and GATA3 suggests heightened immune responses and that immune escape mechanisms may play a crucial role in DLBCL relapse. The comparison of TF profiles between primary FL and relapsed DLBCL underscores the shift from a relatively indolent and differentiated state in FL to a more proliferative and aggressive phenotype in DLBCL. In FL, TFs support B-cell differentiation, survival, and immune evasion, while in DLBCL, TFs shift towards promoting cell proliferation, immune modulation, and stress response mechanisms, ultimately driving the aggressive nature of the disease and its relapse. These findings highlight the crucial role of transcription factors in the progression from FL to DLBCL and provide potential targets for therapeutic intervention to prevent relapse or transformation.

In patient 2 (from primary FL to relapse FL with a 2-year gap), we focused on comparing the chromatin accessibility differences in Tumor B1 between the primary tumor (FL) and the paired relapse (FL) and identified 62 peaks for the primary tumor and 38 peaks for the relapse tumor (Fig. 5k, and Supplementary Table 23), with oncogenes such as *ZNF384*, *DDX5*, *SRSF2*, *CIC*, *XPO1*, *PWWP2A*, and *NCOA2* showing higher accessibility in the primary tumor, while *ZFP36L1* was more accessible in the relapse FL. These differential ATAC-Seq peaks were mainly located in promoter regions of the genome (Supplementary Fig. 21c). We did not find any specific gene pathways enriched in the differential gene list. We examined the transcription factor (TF) enrichment between primary FL B2 tumors and relapsed FL B2 tumors to gain insights into the epigenetic changes driving tumor progression and relapse (Fig. 5k). Two distinct TF profiles were identified for primary and relapsed FL, revealing key differences that highlight shifts in tumor biology. The TFs enriched in primary FL B tumors included E2F7, SPDEF, SOX8, FOXF2, PITX3, TBX15, and RHOXF1, many of which are involved in the regulation of the cell cycle, differentiation, and developmental processes. For instance, E2F7 and E2F4 are known to regulate cell cycle progression and apoptosis, potentially contributing to the slower, indolent nature of primary FL tumors. Additionally, SOX8 and FOXF2 are critical for stem cell maintenance and differentiation, suggesting that primary FL cells retain a certain level of undifferentiated characteristics that may facilitate immune evasion. Other TFs, such as PITX3, RHOXF1, and TBX15, are involved in developmental and organogenesis pathways, suggesting a more plastic tumor phenotype that might support survival in diverse microenvironments. This indicates that primary FL tumors may possess characteristics that allow them to adapt and evade differentiation into more aggressive phenotypes. In contrast, relapsed FL B tumors showed a distinct enrichment in TFs such as ALX3, MIXL1, MAFK, SOX10, NFATC3, BSX, and FOSL2. These TFs are associated with processes like immune modulation, stress response, and aggressive tumor behavior. For example, SOX10 is well known for its role in neural crest development and has been implicated in the promotion of tumor metastasis, suggesting a shift toward a more migratory and invasive phenotype during relapse. Similarly, NFATC3 and BSX are involved in immune modulation, indicating that relapsed FL tumors might acquire mechanisms to evade immune detection and resist therapeutic treatments. Moreover, the enrichment of FOSL2, JUN, and BATF::JUN in relapsed FL tumors points to the activation of the AP-1 signaling pathway, which is known to regulate cellular stress responses, inflammation, and survival. These pathways are often upregulated in aggressive cancers, contributing to chemoresistance and immune evasion in relapsed FL. The comparison of transcription factor profiles between primary FL and relapsed FL tumors highlights a shift in tumor biology from a more differentiated and less aggressive phenotype in primary FL to a more invasive, immune-evasive, and proliferative phenotype in relapsed FL. In primary FL, TFs associated with cell cycle control, differentiation, and survival are more prominent, indicating a tumor that retains differentiated properties. In contrast, relapsed FL tumors are enriched in TFs that promote tumor aggressiveness, plasticity, and immune modulation, suggesting that these tumors acquire mechanisms to resist immune surveillance and treatment. These findings underscore the dynamic nature of FL tumors and suggest that the epigenetic reprogramming driven by these transcriptional shifts contributes to the progression and relapse of the disease.

In summary, our scFFPE-ATAC-seq technology enables single-cell resolution analysis of epigenetic regulation in clinically archived, paired primary and relapsed FFPE samples preserved over extended periods. This approach provides valuable insights into the epigenetic drivers, cellular origins, and evolutionary trajectories underlying tumor relapse and progression in a clinical context.

## Discussion

Tumor heterogeneity remains a major challenge in cancer therapy, contributing to tumor progression, treatment resistance, and relapse^51^. Epigenetics—defined as stable, heritable phenotypic changes without alterations to the DNA sequence^5^—plays a critical role in tumor initiation, progression, and recurrence. Advances in single-cell epigenetic profiling and multimodal single-cell technologies have greatly improved our ability to dissect these mechanisms^9,42,43,70–73^. However, in clinical practice, over 99% of archived patient samples are stored as formalin-fixed paraffin-embedded (FFPE) tissue, particularly for matched primary, relapse, or metastatic cases. Despite the importance of these samples, technical barriers to assessing chromatin accessibility in FFPE specimens have long hindered our capacity to fully understand tumor heterogeneity, relapse, and metastasis. While RNA expression profiling in FFPE tissues is now feasible^32–34^, enabling important mechanistic insights, epigenetic profiling in FFPE samples remains limited—mostly confined to bulk-level assays^23,25–27^. Conventional single-cell ATAC-seq (scATAC-seq) approaches applied to FFPE samples suffer from low library complexity and are ineffective at resolving single-cell chromatin accessibility due to severe DNA damage. To address this gap, we developed scFFPE-ATAC, a high-throughput single-cell chromatin accessibility profiling method optimized for FFPE samples. This approach integrates a newly designed FFPE-compatible Tn5 transposase, ultra-high-throughput DNA barcoding ( > 56 million cell barcodes per run), T7 promoter-mediated DNA damage rescue, and in vitro transcription. scFFPE-ATAC enables reliable single-cell chromatin accessibility profiling in FFPE tissues. We demonstrate that scFFPE-ATAC can reveal single-cell epigenetic heterogeneity and cellular composition in a wide range of archived FFPE tissue formats—including punch cores and tissue slices—from various tissues such as spleen, lymph nodes, and lung tumors, even after more than a decade of storage.

As a case study, we applied scFFPE-ATAC to long-term archived human lymph node samples and successfully profiled single-cell epigenetic regulation after 8–12 years of FFPE preservation. We further compared single-cell epigenetic profiles between the tumor center and invasive edge in FFPE lung cancer samples, identifying region-specific epigenetic regulators in epithelial cells. Trajectory analysis revealed that epithelial tumor cells undergo spatially driven epigenetic reprogramming during progression from the tumor core to the invasive edge—potentially influenced by tumor microenvironmental differences, which may underlie increased invasiveness and metastatic potential. Tumor relapse is one of the most formidable challenges in oncology, accounting for over 90% of cancer-related deaths^51–53^. Emerging evidence indicates that both the tumor microenvironment and epigenetic regulation play pivotal roles in driving relapse^20,54–57^. By applying scFFPE-ATAC to paired FFPE samples from the same follicular lymphoma (FL) patients—one of whom experienced FL relapse after two years, and another whose disease transformed into diffuse large B-cell lymphoma (DLBCL) after seven years—we identified key epigenetic regulatory elements implicated in both relapse and transformation. Pseudotime trajectory analysis uncovered distinct epigenetic evolutionary pathways in relapsed and transformed tumor cells, shedding light on lineage origins and the molecular events underlying disease progression.

Our scFFPE-ATAC represents a powerful tool for investigating tumor heterogeneity, relapse, and spatial progression at single-cell resolution in archived FFPE tissues. This technology opens avenues for retrospective clinical studies, facilitating the discovery of biomarkers and therapeutic targets. Looking ahead, scFFPE-ATAC has the potential to drive the development of spatial epigenomics and multi-omics platforms within the FFPE framework, thereby accelerating both fundamental cancer research and the advancement of precision medicine.

A few limitations were observed in our current scFFPE-ATAC approach. The overall recovery rate is approximately 20% after the split-and-pool step, and at least 250,000–500,000 nuclei are required to successfully perform the experiment. While our study demonstrates applicability across lymphoid tissues and lung cancer, broader validation in matrix-rich tumors such as pancreatic ductal adenocarcinoma (PDAC) remains an important next step. In this study, we employed density gradient centrifugation for nuclei isolation, which provided robust performance across the FFPE samples we tested. As a future direction, FACS-based nuclei purification^14,37,38^ could serve as a complementary strategy, particularly for challenging samples such as PDAC, where higher purity may be beneficial. The quality of scFFPE-ATAC libraries in our study did not depend on DNA fragmentation patterns in FFPE samples (Supplementary Technical Note 1). At present, we rely on pre-assessment of scFFPE-ATAC quality based on nuclei purity after isolation. Establishing an additional pre-assessment protocol based on DNA quality would be valuable—similar to single-cell RNA-seq in FFPE samples, where DV200 (Distribution Value 200; the percentage of RNA fragments >200 nucleotides)^33,74^ is widely used as a quality-control metric prior to library preparation. Fixation time and storage period in clinically archived samples also vary considerably. We successfully tested samples fixed for 16–72 h and stored for 6 months to 13 years, but further optimization of protocols for samples with longer fixation ( > 72 h) or storage durations^28^ will be an important direction for future development. Finally, the current workflow requires approximately five working days, and streamlining the protocol to reduce turnaround time would greatly enhance its usability.

## Methods

All research complies with the relevant ethical regulations approved by the regional ethical review committee at Uppsala University.

### Patient material, mouse tissue collection, ethics, and consent for publication

The regional ethical research committee at Uppsala University approved the study (Dnr: 2014/020 and 233/2014). Human lymph node, human lung cancer, human follicular lymphoma, and human diffuse large B-cell lymphoma FFPE tissue blocks were prepared at the Department of Clinical Pathology, Uppsala University Hospital, Uppsala, Sweden, according to standard procedures. Briefly, tissue from surgical specimens was fixed in buffered formalin for 24–72 h. The samples were then examined by a pathologist, excised, and placed in plastic cassettes. The human tissue samples used in this study were obtained from the U-CAN biobank^75^. Remaining clinical samples are archived in the U-CAN biobank and are available for research use upon request. *Mus musculus* (house mouse), strain C57BL/6 J, obtained from The Jackson Laboratory (Strain no. 000664). Mice were maintained on a C57BL/6 J genetic background under specific pathogen-free conditions with a 12-h light/dark cycle, at an ambient temperature of 22 ± 2 °C and relative humidity of 50 ± 10%. Animals had ad libitum access to standard chow and water. Both male and female mice were used for experiments. Eight-week-old C57BL/6 J mice were sacrificed via inhalation euthanasia, and their spleens were collected.

### Fixation, paraffin embedding, and storage of FFPE samples

All specimens were fixed in buffered 4% formalin (Sigma-Aldrich, cat. no. F8775). The fixation times varied from 16 to 72 h. The mouse spleen samples were prepared in our laboratory with a fixation time of 16 h, while the human FFPE samples were obtained from the U-CAN biobank^75^. Although the exact fixation times for the human samples are difficult to retrieve, they followed routine clinical diagnostic protocols and ranged from 16 to 72 h. For paraffin embedding, all samples were processed under standardized conditions at the U-CAN biobank. Briefly, after fixation the tissues were dehydrated and paraffinized in a vacuum infiltration process overnight using a Tissue-Tek VIP 6 AI tissue processor (Sakura Finetek, cat. no. 6040) (1 h in 70% ethanol, 2.5 h in 95% ethanol, 3.5 h in 99.5% ethanol, 4 h in xylene (Histolab, cat. no. 2070), and 5.5 h in paraffin (Histolab, cat. no. 00402-1) at 63 °C). Finally, the paraffin-embedded tissue was oriented in a cassette, liquid paraffin was poured over it, and it was allowed to set, forming the FFPE block. Storage durations ranged from 2 to 13 years for human samples and up to 6 months for mouse samples. Detailed information for each sample is provided in Supplementary Table 1.

### Tumor center and invasive edge identification and microdissection in human lung cancer

To isolate specific regions of human lung cancer tissue, adjacent tissue section (at 5 µm thickness) was prepared and subjected to hematoxylin and eosin (H&E) staining. An experienced pathologist evaluated the stained sections to identify the tumor center and the invasive edge. Based on this histological assessment, the precise locations for tissue sampling were determined. Using this information, 1-mm tissue punches were obtained from the corresponding areas of the unstained tissue blocks, targeting both the tumor center and the invasive edge. These tissue punches were subsequently used for nuclear isolation and downstream analyses.

### Single cell nuclei isolation from FFPE tissue sections

Take a 1-mm punch core from the FFPE tissue block derived from the mouse spleen or human lung tumor block, or cut tissue sections from the human lymph node (20 µm thick), human follicular lymphoma (50 µm thick), and human diffuse large B-cell lymphoma (50 µm thick). Detailed information for each sample is provided in Supplementary Table 1.

Proceed with deparaffinization by placing a puncture or section into 1 mL of xylene (Histolab, cat. no. 2070) (three times), followed by ethanol (100% EtOH (VWR BDH Chemicals, cat. no. VWRC20816.552); twice) for 5 mins. Subsequently incubated the sample in a sequential rehydration series: 95%, 70%, 50%, and 30% EtOH, followed by incubation in sterilized water and PBS (Thermo Fisher Scientific, cat. no. 10010023) for 5 minutes each. Tissue microdissection was performed to obtain fine tissue pieces using a sharp blade. The tissue pieces were enzymatically digested with 1 mL of a collagenase (3 mg/mL, Sigma-Aldrich, cat. no. C9263) and hyaluronidase (1 mg/mL, Sigma-Aldrich, cat. no. HX0514) cocktail mix in PBS containing 0.5 mM CaCl₂ (Alfa Aesar, cat. no. J63122), 50 µg/mL sodium azide (Sigma-Aldrich, cat. no. C9263), and 100 µg/mL ampicillin (Serva, cat. no. A9518) at 37 °C for 4 h at 850 rpm. The sample was then washed with 1 mL PBS, and 1 mL tissue homogenization buffer (250 mM sucrose (Sigma-Aldrich, cat. no. S0389), 25 mM KCl (Thermo Fisher Scientific, cat. no. AM9640G), 5 mM MgCl₂ (Thermo Fisher Scientific, cat. no. AM9530G), 20 mM Tricine-KOH pH 7.8, 1 mM DTT (Thermo Fisher Scientific, cat. no. A39225), 0.5 mM spermidine (Sigma-Aldrich, cat. no. S2626), 0.15 mM spermine (Thermo Fisher Scientific, cat. no. 32750010), 0.3% IGEPAL CA-630 (Sigma-Aldrich, cat. no. I3021), and complete Protease Inhibitor Cocktail (Sigma-Aldrich, 11873580001). In addition, 0.1% Triton X-100 (Sigma-Aldrich, cat. no. T8787) was added to the tissue homogenization buffer for mouse spleen, human lymph node, and human lymphoma samples. The mixture was gently pipetted up and down and incubated on ice for 20 min for tissue lysis. Tissue homogenization was performed using a Dounce homogenizer (Merck, cat. no. D9938) containing partially digested tissue pieces in homogenization buffer. The sample was processed with 10 strokes using a loose pestle, filtered through a 30 µm filter (MACS® SmartStrainers, cat. no.130-098-458), then subjected to another 10 strokes using a tight pestle and filtered sequentially through 20 µm and 10 µm filters (pluriStrainer Mini, cat. no.43-10020-50 and 43-10010-50). For human lung cancer samples, tissue homogenization buffer was directly added for tissue lysis. After 20 min of tissue lysis on ice, the sample was mixed by pipetting up and down (10-20 times) and directly filtered through 30 µm, 20 µm, and 10 µm filters without loose and tight homogenization. Following filtration, added 0.1% RNase A (Thermo Fisher Scientific, cat. no. EN0531) and incubated at room temperature (RT) for 5 min. The samples were then centrifuged at 400 g for mouse spleen, human lymph node and human lymphoma samples, and 1000 g for human lung samples at 4 °C for 5 min to obtain nuclei pellets. The nuclei were again pelleted and resuspended in 300 µL of fresh homogenization buffer.

To remove cell debris and extracellular matrices from the single-cell nuclei suspension, density gradient centrifugation was performed with modifications in previous publication^40^. First, the nuclei suspension was mixed (1:1) with a 50% iodixanol solution (Merk, cat.no. D1556) to create a 25% gradient mix containing a total of 600 µL of nuclei. This mixture was then loaded onto the top layer of the density gradient containing 600 µL per density gradient mix: 36% and 48% for mouse spleen, human lymph node and human lymphoma, and 33.5% and 48% for human lung cancer, respectively in 2 mL DNA LoBind tube (Eppendorf, cat. no. 0030108078). The tubes containing the gradient layers were centrifuged at 3,000 g for 20 min at 4 °C in a pre-chilled swinging bucket centrifuge. After centrifugation, 300 µL of the nuclei band visible at the 25%-36% (or 25%-33.6%)) interface (top layer) was collected and transferred to a 1.5 mL Protein LoBind tube (Sarstedt, cat. no.72.706.600). The nuclei suspension was then diluted by adding an equal volume (300 µl) of RSB-T buffer (10 mM Tris-HCl pH 7.5 (Thermo Fisher Scientific, cat. no. 15567027), 10 mM NaCl (Thermo Fisher Scientific, cat. no. AM9760G), 3 mM MgCl₂ (Thermo Fisher Scientific, cat. no. AM9530G), and 0.1% Tween-20 (Sigma-Aldrich, cat. no. P1379)). The tubes were gently mixed by pipetting and centrifuged at 600 g for 5 min to collect the nuclei. Finally, the nuclei pellet was resuspended in 200-500 µL of PBS containing sodium azide (50 µg/mL) and stored at 4 °C.

The quality and purity of isolated nuclei is a critical determinant of the success and reproducibility of single-cell FFPE-ATAC sequencing libraries. In our protocol development, we identified two major factors influencing nuclei quality: enzymatic digestion efficiency and debris removal. The digestion time could be tissue-dependent. Both the experimental considerations and the quality control measures used to optimize nuclei isolation and assess nuclei quality are described in Supplementary Technical Note 1. Comprehensive step-by-step instructions and notes are provided on protocols.io^76^: https://www.protocols.io/view/scffpe-atac-for-high-throughput-single-cell-chroma-4r3l21oq3g1y/v1.

### DNA adaptor sequence for Tn5 transposase and DNA sequence for ligation

The DNA oligonucleotides used in this study were synthesized at Integrated DNA Technologies (IDT), and all detailed DNA sequences for DNA adaptors, DNA indexing sequences, DNA ligation oligos, and PCR primers are provided in Supplementary Table 2.

### Tn5 transposase production

Hyperactive Tn5 transposase was produced following published procedures^77^. In brief, pTXB1-Tn5 plasmid (Addgene, cat. no. 60240) was introduced into T7 Express LysY/Iq Escherichia coli strain (New England Biolabs, cat. no. C3013) separately. 10 mL of overnight cultured E. coli was inoculated to 500 mL LB medium. After incubation for 1.5 h at 37 °C, bacteria were incubated about 2.5 h at RT. When the OD600 = 0.9, Tn5 protein was induced by adding 0.25 mM IPTG for 4 h. E. coli pellet was resuspended in lysis buffer (20 mM HEPES–KOH (HEPES: Sigma-Aldrich, cat. no. H3375; KOH: Sigma-Aldrich, cat. no. 484016) pH 7.2, 0.8 M NaCl (Invitrogen, cat. no. AM9759), 1 mM EDTA (Invitrogen, cat. no. AM9260G), 10% glycerol (Sigma-Aldrich, cat. no. G9012), 0.2% Triton X-100 (Sigma-Aldrich, cat. no. T8787), complete proteinase inhibitor (Roche, cat. no.11697498001)) and lysed by sonication. 10% PEI was added to supernatant of lysate to remove bacterial genomic DNA. 10 mL chitin resin (New England Biolabs, cat. no. S6651L) was added to the supernatant and incubated with rotating for 1 h at 4 °C. The resin washed by lysis buffer extensively. In order to cleave Tn5 protein from intein, lysis buffer containing 100 mM DTT was added to the resin and stored in 4 °C. After 48 h, protein was eluted by gravity flow and collected in 1 mL fractions. 1 μl of each fraction was added to detergent compatible Bradford assay (Thermo Fisher Scientific, cat. no. 23246) and peaked fractions were pooled and dialyzed with 2× dialysis buffer (100 mM HEPES–KOH (HEPES: Sigma-Aldrich, cat. no. H3375; KOH: Sigma-Aldrich, cat. no. 484016) at pH 7.2, 0.2 M NaCl (Invitrogen, cat. no. AM9759), 0.2 mM EDTA (Invitrogen, cat. no. AM9260G), 2 mM DTT (Thermo Fisher scientific, cat. no. 20291), 0.2% Triton X-100 (Sigma-Aldrich, cat. no. T8787), 20% glycerol (Sigma-Aldrich, cat. no. G9012)). Dialyzed Tn5 protein were concentrated by using ultracel 30-K column (Millipore, cat. no. UFC903024) and the quantity of Tn5 was measured by Bradford assay and visualized on NuPAGE Novex 4–12% Bis–Tris gel (Thermo Fisher Scientific, cat. no. NP0321) followed by Coomassie blue staining.

### FFPE-Tn5 transposase assembly

Oligonucleotides (FFPE_Tn5_DNA_#1-64) (Supplementary Table 2) were resuspended in oligo resuspension buffer (10 mM Tris−HCl pH 8.0 (Invitrogen, cat. no. 15568-025), 1 mM EDTA (Invitrogen, cat. no. AM9260G)) to a final concentration of 100 μM each. Equimolar amounts of ME_bottom_blocked and FFPE_Tn5_DNA_#1-64 were mixed in separate 200 μL PCR tubes. Then, the adaptors were annealed on the PCR machine with the following PCR program (95 °C for 5 min first, then the temperature was slowly ramped down to 20 °C with the rate of −0.1 °C/s, 20 °C for 5 min). The Tn5 transposase was assembled with the following components: 4 µM. of ME_bottom_blocked/FFPE_Tn5_DNA ramped hybrid oligonucleotides, 40% of 100% glycerol (Sigma-Aldrich, cat. no. G9012), 0.61x of 2× dialysis buffer containing ((100 mM HEPES − KOH (HEPES: Sigma-Aldrich, cat. no. H3375; KOH: Sigma-Aldrich, cat. no. 484016) at pH 7.2, 0.2 M NaCl (Invitrogen, cat. no. AM9759), 0.2 mM EDTA (Invitrogen, cat. no. AM9260G), 2 mM DTT (Thermo Fisher Scientific, cat. no. 20291), 0.2% Triton X-100 (Sigma-Aldrich, cat. no. T8787), 20% glycerol (Sigma-Aldrich, cat. no. G9012)) and 2 µM pure Tn5. Finally, the reaction mixture volume was made up to 50 µL by adding nuclease-free water (Invitrogen, cat. no. AM9932), followed by gently mixed, and incubated 1 hr at 25 °C for annealing of oligos to Tn5.

### Tn5 transposase activity quantification and reaction volume determination

The final concentration of Tn5 transposase in our study was determined following a previous report^43^. A brief description of the process is as follows: The homemade Tn5 was diluted with the dialysis buffer (50 mM HEPES–KOH pH 7.2 (Sigma-Aldrich, cat. no. H3375), 100 mM NaCl (Thermo Fisher Scientific, cat. no. AM9760G), 0.1 mM EDTA (Invitrogen, cat. no. AM9260G), 1 mM DTT (Thermo Fisher Scientific, cat. no. A39255), 0.1% Triton X-100 (Sigma-Aldrich, cat. no. T8787), and 50% glycerol (Sigma-Aldrich, cat. no. G9012)) at different concentrations. Tagmentation was performed on 50 ng of human genomic DNA (Promega, cat. no. G3041) instead of cells. We quantified the number of cycles required to reach one-third of the plateau fluorescence by qPCR and determined the final dilution factor of homemade Tn5 that showed the most similar number of cycles as Nextera TDE1. In the bulk ATAC-seq assay, a 50 μL reaction system was used, while in the single-cell split-and-pool assay, a 100 μL reaction system was used to avoid nuclei aggregation, but with the same final enzyme concentration (Supplementary Technical Note 2).

### ATAC-Seq in FFPE samples

The standard Tn5 transposase was synthesized following published procedures^77^. The assembled Tn5 was used to tagment 50,000 isolated mouse FFPE nuclei. Post-tagmentation, the sample was divided for processing with and without reverse crosslinking condition (50 mM Tris-HCl, pH 8, 250 mM NaCl, 1 mM EDTA, and 1% SDS and 0.24 mg/mL proteinase K) for the FFPE samples. Fresh mouse spleen nuclei were isolated, and Omni-ATAC was conducted following established protocols^40^. DNA purification was performed using a Qiagen MinElute PCR Purification Kit (Qiagen, cat. no. 28004). DNA library preparation was executed using the purified DNA, NEBNext high-fidelity 2× PCR master mix (New England Biolabs, cat. no. M0541S), and unique forward (i5) and reverse (i7) primer combinations (DNA oligo sequences for PCR amplification). PCR amplification was carried out with the following cycling program: 72 °C for 5 min, 98 °C for 30 sec for 12 cycles as follows: 98 °C for 10 sec, 63 °C for 30 sec, and 72 °C for 1 min.

### scATAC-Seq in FFPE samples

Details of the DNA sequences for DNA adaptors, DNA indexing sequences, DNA ligation oligos, and PCR primers are provided in Supplementary Table 2. Oligonucleotides were resuspended in oligo resuspension buffer (10 mM Tris−HCl pH 8.0 (Invitrogen, cat. no. 15568-025), 0.1 mM EDTA (Invitrogen, cat. no. AM9260G)) to a final concentration of 100 μM each. Equimolar amounts of ME_bottom_blocked and FFPE_Tn5-DNA, as well as ME_bottom_blocked and Tn5-ME-A, were annealed in separate PCR tubes on a PCR machine at 95 °C for 5 min, followed by a gradual decrease to 20 °C at a rate of −0.1 °C/s. Equal volumes of the two differently ramped tubes were combined to form an FFPE Tn5/ME-A annealed oligo mix. The FFPE Tn5/ME-A transposase was subsequently assembled in a manner analogous to the standard Tn5 transposase assembly.

Three DNA-barcoded plates were prepared by ramping the barcodes (Ligation1_#1-96, Ligation2_#1-96, and Ligation3_#1-96, sequences without T7 sequences) with their respective linkers (Linker-Ligation 1, Linker-Ligation 2, and Linker-Ligation 3) oligos in a 96-well plate. Each well contained 1.2 μL of 100 μM barcode and 8.8 μL of 12.5 µM linker oligos. The plates were sealed and subjected to annealing in a thermocycler, as detailed in the Materials and “Methods” section. Comprehensive details of the DNA oligo sequences are provided in Supplementary Table 2. Before tagmentation, 50,000 purified FFPE single-cell nuclei were centrifuged at 2000 g for 5 min at 4 °C and resuspended in 0.1% lysis buffer (10 mM Tris-Cl, pH 7.5 (Thermo Fisher Scientific, cat. no. 15567027), 10 mM NaCl (Thermo Fisher Scientific, cat. no. AM760G), 3 mM MgCl₂ (Thermo Fisher Scientific, cat. no. AM9530G), 0.1% IGEPAL CA-630 (Sigma-Aldrich, cat. no. I3021)). The nuclei were then centrifuged again at 2000 g for 5 min at 4 °C. The nuclei pellet was resuspended in 95 μL of 1× tagmentation buffer (10 mM Tris-HCl, pH 7.5 (Thermo Fisher Scientific, cat. no. 15567027), 5 mM MgCl₂ (Thermo Fisher Scientific, cat. no. AM9530G), 10% dimethylformamide (Sigma-Aldrich, cat. no. D4551)), and 5 μL of barcoded Tn5 transposase (2 μM) was added per sample. Twenty barcoded FFPE nuclei reactions were mixed, followed by combinatorial indexing through three rounds of ligation using the split-and-pool technique. After third ligation, nuclei pellets were resuspended in PBS, counted, and divided into two tubes, each containing 50,000 nuclei, with and without reverse crosslinking buffer (50 mM Tris-HCl pH 8.0 (Invitrogen, cat. no. 15568-025), 250 mM NaCl (Thermo Fisher Scientific, cat. no. AM760G), 1 mM EDTA (Invitrogen, cat. no. AM9260G), and 1% SDS (Thermo Fisher Scientific, cat. no. 1553-035) and 0.24 mg/mL proteinase K (Thermo Fisher Scientific, cat. no. E00491)). DNA purification was performed using the Qiagen MinElute PCR Purification Kit (Qiagen, cat. no. 28004), following the manufacturer’s protocol. PCR amplification was carried out with the following cycling program: 72 °C for 5 min, 98 °C for 30 sec for 20 cycles as follows: 98 °C for 10 sec, 63 °C for 30 sec, and 72 °C for 1 min.

### Genomic DNA purification from FFPE and fresh nuclei

Genomic DNA was extracted from both fresh and formalin-fixed, paraffin-embedded (FFPE) mouse spleen nuclei utilizing TRIzol reagent (Invitrogen, cat. no. 15596026) in accordance with the manufacturer’s protocol. Subsequently, the DNA pellet was resuspended in TE buffer (10 mM Tris−HCl pH 8.0 (Invitrogen, cat. no. 15568-025), 0.1 mM EDTA (Invitrogen, cat. no. AM9260G)). To assess the integrity of the DNA, all samples were subjected to electrophoresis on a 1% agarose gel.

Genomic DNA purification from human lung tumor, human lymph node, and human lymphoma was performed using the following procedure. One 1-mm punch core of human lung tumor and one 5-μm-thick tissue section from human lymph node and human lymphoma were cut from the stock tissue block. Deparaffinization and rehydration were performed following the procedure stated above. The tissue punch and tissue section were dissected into small pieces, then placed in reverse crosslinking buffer (50 mM Tris-HCl pH 8.0 (Invitrogen, cat. no. 15568-025), 250 mM NaCl (Thermo Fisher Scientific, cat. no. AM760G), 1 mM EDTA (Invitrogen, cat. no. AM9260G), and 1% SDS (Thermo Fisher Scientific, cat. no. 1553-035) and 0.24 mg/mL proteinase K (Thermo Fisher Scientific, cat. no. E00491)) and incubated in a thermomixer at 1200 rpm overnight at 65 °C. The next day, DNA was purified using the Zymo ChIP DNA Clean & Concentrator Kit (Zymo Research, cat. no. D5205), according to the manufacturer’s instructions. After purification, the size distribution of the genomic DNA was measured using the Agilent Tapestation with the D5000 ScreenTape assay (Agilent, cat. no. 5067-5589).

### Oligo ramping for scFFPE-ATAC

Three DNA barcoded plates were prepared by ramping the barcodes (Ligation1_#1-96, Ligation2_#1-96, and Ligation3_#1-96) with respective linkers (Linker-Ligation 1, Linker-Ligation 2, and linker- Ligation 3) oligos in a 96-well petri plate containing 1.2 μLof 100 μM barcode plus 8.8 μLof 12.5 µM linker oligos per well. The plates were then sealed and annealed in a thermocycler with the following program: 95 °C for 5 min, then slow cooling to 20 °C with a temperature ramp of −0.1 °C/s. The ramped oligos could be stored at -20 °C until use. All detail of DNA oligos sequence is provided in Supplementary Table 2.

### scFFPE-ATAC: Tagmentation and combinatorial indexing via ligation

Before tagmentation, 50,000 purified FFPE single-cell nuclei were centrifuged at 2000 g for 5 min at 4 °C and resuspended in 0.1% lysis buffer (10 mM Tris-Cl, pH 7.5 (Thermo Fisher Scientific, cat. no. 15567027), 10 mM NaCl (Thermo Fisher Scientific, cat. no. AM760G), 3 mM MgCl₂ (Thermo Fisher Scientific, cat. no. AM9530G), 0.1% IGEPAL CA-630 (Sigma-Aldrich, cat. no. I3021)). The nuclei were then centrifuged again at 2,000 g for 5 min at 4 °C. The nuclei pellet was resuspended in 95 μL of 1× tagmentation buffer (10 mM Tris-HCl, pH 7.5 (Thermo Fisher Scientific, cat. no. 15567027), 5 mM MgCl₂ (Thermo Fisher Scientific, cat. no. AM9530G), 10% dimethylformamide (Sigma-Aldrich, cat. no. D4551)), and 5 μL of barcoded FFPE-Tn5 transposase (2 μM) was added per sample. The reaction mix was gently mixed and incubated at 37 °C for 30 min at 400 rpm. The reaction was stopped by directly adding an equal volume (100 μl) of 50–60 mM EDTA (Invitrogen, cat. no. AM9260G) per sample. Twenty barcoded FFPE nuclei reactions were then pooled and centrifuged to obtain a nuclei pellet. Next, three rounds of ligation were performed using the split-and-pool technique in a 96-well plate, with each well containing a ramped specific linker and ligation barcode. Detailed DNA sequences are provided in Supplementary Table 2. In brief, the ligation process was performed as follows: the pooled nuclei were resuspended in 1 mL of 1× NEBuffer 3.1 (New England Biolabs, cat. no. B7203S) and mixed with the ligation mix (100 μL of 10× NEBuffer 3.1, 22 μL of 50 mg/mL BSA (Miltenyi Biotech MACS, cat. no. 130-091-376), 500 μL of 10× T4 DNA ligase buffer, 2278 μL of ultrapure water (Invitrogen, cat. no. AM9932), and 100 μL of T4 DNA ligase (New England Biolabs, cat. no. M0202L)). A total of 40 μL of this mix was transferred per well, containing 10 μL of the ramped Ligation1 mixture, and incubated at 37 °C for 30 min at 400 rpm. Then, 10 μL of Blocker-Ligation1 solution (2.64 μL of 100 μM Blocker-Ligation1, 2.50 μL of 10× T4 ligation buffer, and 4.86 μL of ultrapure water) was added per well, and the reactions were incubated at 37 °C for 20 min at 400 rpm. The samples were then pooled into a 15 mL DNA LoBind tube (Eppendorf, cat. no.0030122208) pre-coated with 0.5% BSA (Miltenyi Biotech MACS, cat. no. 130-091-376), followed by centrifugation at 1500 g for 10 min at 4 °C. The second and third ligation reactions were performed identically to the first. After the second and third ligations, blocking reactions were carried out using: 10 μL of Blocker-Ligation2 solution per well (2.64 μL of 100 μM Blocker-Ligation2, 2.50 μL of 10× T4 ligation buffer, and 4.86 μL of ultrapure water); 7.5 μL of Terminator_Ligation3 solution per well (2.64 μL of 100 μM Terminator_Ligation3, 2.50 μL of 0.5 M EDTA (Invitrogen, cat. no. AM9260G), and 2.36 μL of ultrapure water (Invitrogen, cat. no. AM9932)) for reaction termination. After gently mixing, the samples were pooled again into a 15 mL DNA LoBind tube pre-coated with 0.5% BSA (Miltenyi Biotech MACS, cat. no. 130-091-376), followed by centrifugation at 1500 g for 10 min at 4 °C. After the third ligation, each nucleus acquired a unique combination of barcodes. Finally, the pellet was resuspended in PBS, nuclei were counted, and the sample was split into tubes containing 30,000–80,000 nuclei per tube for reverse crosslinking.

### scFFPE-ATAC: Reverse-crosslinking, gap filling and in vitro transcription

After the third ligation, reverse cross-linking buffer (50 mM Tris-HCl pH 8.0 (Invitrogen, cat. no. 15568-025), 250 mM NaCl (Thermo Fisher Scientific, cat. no. AM760G), 1 mM EDTA (Invitrogen, cat. no. AM9260G), and 1% SDS (Thermo Fisher Scientific, cat. no. 1553-035) and 0.24 mg/mL proteinase K (Thermo Fisher Scientific, cat. no. EO0491) were added to each tube, following previous publications^38,44^. The reaction mixture was incubated in a thermomixer at 1200 rpm overnight at 65 °C. The next day, a second proteinase K digestion (0.24 mg/mL) was performed at 37 °C for 2 h at 850 rpm to ensure complete protein digestion. DNA was then purified using the Zymo ChIP DNA Clean & Concentrator Kit (Zymo Research, cat. no.D5205), following the manufacturer’s instructions. For gap filling, an equal volume of NEBNext High-Fidelity 2X PCR Master Mix (New England Biolabs, cat. no. M0541S) was added to the eluted DNA, and the reaction mixture was incubated at 72 °C for 8 min in a thermal cycler. The sample was then purified using the Qiagen MinElute PCR Purification Kit (Qiagen, cat. no.28004), following the manufacturer’s instructions. Further DNA purification was carried out using the 1x SPRIselect beads (Beckman Coulter, cat. no.B23317) to remove fragments shorter than 150 bp. Finally, the DNA was eluted in nuclease-free water. For in vitro transcription (IVT), a T7 high yield RNA synthesis kit (New England Biolabs, cat. no. E2040S) was used. The following reagents were mixed:

- 12.4 μL of template DNA
- 2.5 μL of 10X T7 buffer
- 1 μL of DTT
- 2 μL each of ATP, CTP, UTP, and GTP
- 1 μL of T7 RNA polymerase
- 0.1 μL of RNase inhibitor (Thermo Fisher Scientific, cat. no. 10777019)

The IVT mixture was incubated at 37 °C overnight (16 h), followed by DNase I treatment and RNA purification using the ZYMO RNA Clean & Concentrator-5 Purification Kit (Zymo Research, cat. no.R1013), according to the manufacturer’s instructions. Finally, RNA was eluted in 20 μL of nuclease-free water. The RNA concentration was measured using NanoDrop, and the sample was either immediately used for DNA library preparation or stored at −80 °C for future use.

### Single cell FFPE-ATAC DNA library preparation

Single-stranded cDNAs are prepared from 0.5–1 μg of purified IVT transcripts using the FirstStrand_cDNA oligo (DNA oligo sequences are provided in Supplementary Table 2) with SMART MMLV kit (TAKARA, cat. no. 639524). The reaction mixture (11.25 μL), containing 500ng-1 μg of RNA, 1 μL of 100 μM FirstStrand_cDNA oligo, and 0.25 μL of RNase Inhibitor (20 U/μL, Thermo Fisher Scientific, cat. no. N8080119), is heated at 70 °C for 3 min, then immediately cooled on ice. Next, the master mix is added, which consists of:

- 4 μL of 5× First-Strand Buffer (from SMART MMLV kit (Takara, cat. no. 639524))
- 2 μL of dNTP Mix (Thermo Fisher Scientific, cat. no. R0192)
- 2 μL of 100 mM DTT (from SMART MMLV kit (Takara, cat. no. 639524))
- 0.25 μL of RNase Inhibitor (20 U/μL) (Thermo Fisher Scientific, cat. no. N8080119)
- 0.5 μL SMART MMLV Reverse Transcriptase (from SMART MMLV kit (Takara, cat. no. 639524))

The reaction is gently mixed and incubated at 42 °C for 60 min and then at 70 °C for 15 min. Next, 2.2 μL of 10× RNase H buffer and 0.2 μL of RNase H (5 U/μL, Thermo Fisher Scientific, cat. no. EN0201) are added to each reaction and incubated at 37 °C for 20 min. The RNAClean XP beads (Beckman Coulter, cat. no. A63987) are used (with 1.8x) to purify the cDNA reaction mixture, and the cDNA is eluted in 20 µL of Qiagen Elution Buffer. A sequencing library mix is prepared using purified cDNA (20 µL), 25 µL of NEBNext high-fidelity 2× PCR master mix (New England Biolabs, cat. no. M0541S), and 0.4 µL of 10 µM of unique forward (i5) and 0.4 µL of 10 µM of reverse (i7) primer combination (DNA oligo sequences are provided in Supplementary Table 1). PCR amplification is run with the following cycling program:

- 98 °C for 30 sec
- 12 cycles of:
- 98 °C for 20 sec
- 63 °C for 20 sec
- 72 °C for 1 min

The sample is purified using the Qiagen MinElute PCR Purification Kit (Qiagen, cat. no. 28004) and run on a 6% PAGE gel. The gel region corresponding to 250–800 bp is cut, and the gel is made into fine pieces by placing cut gel slice into 0.5 mL punched tube (made a hole in the bottom of tube with 21 G needle (BD Microlance, cat. no. 302200)) inside 2 mL tube, centrifuge at 16,000 × *g* for 5 min and discard the 0.5-mL punched tube, leaving the small gel pieces collected in the 2-mL Eppendorf tube which is incubated overnight at 55 °C in 300 μL of crush-soak buffer (500 mM NaCl (Thermo Fisher Scientific, cat. no. AM9760G), 1 mM EDTA (Invitrogen, cat. no. AM9260G), 0.5% SDS (Thermo Fisher Scientific, cat. no. 1553-035)) at 1200 rpm. The DNA is purified from the gel using Costar spin-X centrifuge (Coster, cat. no.8162) tubes and the Zymo ChIP DNA Clean & Concentrator Kit (Zymo Research, cat. no.D5205), following the manufacturer’s instructions. Agilent High sensitivity DNA kit (Agilent, cat. no. AGLS5067-4626) is used to check the DNA library size distribution and quantify the DNA concentration of the DNA library in the bioanalyzer. Finally, deep sequencing is performed with Illmina NovaSeq X Plus on the mouse and human scFFPE-ATAC samples for single-cell analysis.

### Collision rate estimation

A triple-round barcoding strategy was used during hybridization and ligation, utilizing 96 unique barcodes per round. The collision rate was estimated using the birthday paradox approach, as implemented in SHARE-seq^43^. It was determined using the following formula:

1 $${{\rm{Collision\; rate}}}(\%)=\frac{N-D+D{(\frac{D-1}{D})}^{N}}{N}\,{{\rm{x}}}\,100,$$

Where *N* represents the total number of cells, and *D* denotes the total number of barcode combinations within a sub-library. Each sub-library contained 96 × 96 × 96 barcodes, and with an input of 50,000 cells, the resulting collision rate was estimated to be 2.77%.

### Quantification of nuclei recovery

Quantification of nuclei recovery was performed for each experiment using an automated cell counter (Fisher Scientific, cat. no. 16832556). Detailed recovery information for each step is provided in Supplementary Table 1. In brief, nuclei recovery rates during density gradient centrifugation ranged from 29.33% to 67% across different FFPE samples. After split-and-pool ligation, 11.05%–22.36% of cells were captured (specifically, 11.05%–18.94% for mouse FFPE spleen, 16.50% for human FFPE lymph node, 22.50% for human lung FFPE tumor, and 22.36% for paired human primary and relapse lymphoma). For example, starting with 1 million cells for split-and-pool yielded approximately 100,000–200,000 cells after processing.

### Cost

The nuclei isolation and library preparation cost for scFFPE-ATAC in our hands is approximately $632 for 100,000–200,000 cells. This includes about $57 for oligos and $575 for chemicals and enzymes (e.g., Tn5, T4 DNA ligase, etc.), as detailed in Supplementary Table 24.

### Demultiplexing split-pooled single cell ATAC-seq data

An in-house script was developed to demultiplex the split-pool single-cell FFPE-ATAC data and remove adapter sequences from genomic reads. Sample-specific Tn5 indices, cellular barcodes, and linker sequences were extracted from Read 2. The full barcoding sequence ranges from 88 to 91 bases in length. The Tn5 index is 3 bases long, the cellular barcodes are 7 bases each, and the linker sequence spans 17 bases. The first bases of BC #1, BC #2, BC #3, and the Tn5 index are expected to be located at the 1st, 22–26th, 43–47th, and 66–68th positions of Read 2, respectively. To accurately identify the location of all barcodes and the Tn5 index, we used the linker sequence between BC #2 and BC #3 as an anchor, allowing up to three mismatches. A total of 96 barcodes were used, and since the last five bases of each barcode provide sufficient distinction, we leveraged these bases to enhance the demultiplexing rate. We extracted the last 50 bases from Read 2 as the genomic sequence and trimmed Tn5-ME sequences from both Read 1 and Read 2. Finally, Read 1 and Read 2 corresponding to each Tn5 index were merged into a single FASTQ file, with cellular barcode information stored in the header lines of each file. The detailed scripts and code are provided in the GitHub link: https://github.com/pengweixing/scFFPE.

### Fragment length optimization in FFPE samples for genome mapping

Formalin-fixed, paraffin-embedded (FFPE) samples typically yield highly fragmented and degraded genomic DNA. To maximize library complexity, read-length parameters for single-cell decoding and mapping were optimized. In our sequencing setup, R1 contains genomic DNA with adaptors, while R2 contains genomic DNA along with single-cell barcodes. The initial read length was 91 bp. After adaptor trimming, the effective genomic DNA portion in R2 was ~59 bp, from which we retained 50 bp. To maintain consistency, R1 was truncated to 75 bp. Consequently, adaptor-trimmed reads ranged from 1–75 bp in R1 and 1–50 bp in R2. Our debarcoding script includes the parameter *-ml*, which specifies the minimum retained read length. To identify the optimal read length for FFPE-derived DNA, we tested a series of minimum thresholds (50 bp down to 14 bp) for both R1 and R2 using 50 million paired sequencing reads from mouse FFPE spleen. Reads were mapped to the mouse genome (mm10) with BWA (v0.7.17)^78^. Each dataset was then processed through the single-cell analysis pipeline, including mapping, duplicate removal, and quality control.

The number of decoded reads, unique fragments, and mapping rate (from 50 million reads) were calculated for each minimum length tested. Reducing the minimum fragment length from 50 bp to 14 bp increased the decoding rate from 48% (23.77 million) to 70% (35.10 million) and increased the number of unique fragments by 35.55% (from 18.18 million to 24.64 million), with only a minor decrease in mapping rate (from 97.85% to 92.68%). To preserve uniquely mapped features and avoid potential multi-mapping fragments, a minimum read length of 17 bp was selected for our study. This strategy maximized usable information from heavily fragmented FFPE DNA while maintaining high mapping quality. The same mapping strategy was applied to both scATAC-seq and scFFPE-ATAC in FFPE samples.

### Pre-processing of demultiplexed single cell data

The data processing workflow was implemented using Snakemake^79^. Sequencing reads were aligned to the mouse reference genome (mm10) (mouse spleen) or the human reference genome (hg38) (human lymph node, human lung cancer or human lymphoma) using BWA (v0.7.17)^78^ with the ‘mem -k17’ algorithm. The resulting SAM files were converted to BAM format, sorted, and indexed using ‘samtools (v1.17)^80^ view’, ‘samtools (v1.17) sort’, and ‘samtools (v1.17) index’. Duplicates originating from both PCR and linear amplification were removed using a custom in-house script. Signal tracks in BigWig format were generated with ‘bamCoverage (v3.5.1)’ with parameters ‘--normalizeUsing CPM’. Transcription start site (TSS) enrichment analysis was performed using ‘computeMatrix (v3.5.1)’’ with parameters ‘--binSize 10 --beforeRegionStartLength 3000 --afterRegionStartLength 3000’, followed by heatmap visualization with ‘plotHeatmap (v3.5.1)’^81^. BAM files were converted to fragment files using an in-house script. Peak calling was conducted using ‘MACS2 (v2.1.2) callpeak’^82^ with parameters ‘--nomodel --shift 0 -q 0.01’, and blacklist regions were filtered using ‘bedtools (v2.30.0) intersect’^83^. The fraction of reads within the TSS region (FRiT) was calculated using a window spanning -1000 bp to +200 bp relative to the TSS. For mouse samples, high-quality cells were defined as those with FRiT > 10 and > 1500 unique fragments, whereas for human samples, high-quality cells were defined as those with FRiT > 7 and > 1000 unique fragments.

### Single-cell chromatin accessibility clustering and gene activity analysis

Single-cell clustering analysis was performed using the SnapATAC2^84^ and Scanpy^85^ packages. For mouse samples, we imported data using ‘snap.pp.import_data’ with the mm10 reference genome and filtered out cells with TSS enrichment scores below 4. A 5 kb bin size was used to generate the tile matrix with ‘snap.pp.add_tile_matrix’. For human samples, we used the hg38 reference genome and a 10 kb bin size to construct the tile matrix.

To assess and remove potential doublets, we selected the top 250,000 features and estimated the doublet rate using ‘snap.pp.scrublet’, followed by filtering with ‘snap.pp.filter_doublets’. Top features were retained for dimension reduction using ‘snap.pp.select_features’ with n_features=250000. Dimensionality reduction was performed using spectral embedding (‘snap.tl.spectral’), and cell clustering was conducted with k-nearest neighbor (KNN) graph construction ‘snap.pp.knn’. The batch effects were controlled using the integration pipeline provided in SnapATAC2, specifically applying the snap.pp.harmony(max_iter_harmony=20) function to harmonize data across multiple samples. Leiden clustering ‘snap.tl.leiden’, and UMAP visualization ‘snap.pl.umap’.

Gene activity scores were calculated using ‘snap.pp.make_gene_matrix’ with parameters ‘pstream=5000, downstream=500’. To annotate cell types, cell type-specific marker gene activity was projected onto the UMAP. Lowly expressed genes were filtered using ‘sc.pp.filter_genes’ with ‘min_cells=5’, and gene activity normalization was performed using ‘sc.pp.normalize_total’ followed by log transformation ‘sc.pp.log1p’. Data imputation and smoothing were conducted with the MAGIC algorithm ‘sc.external.pp.magic’. Highly variable genes were identified using ‘scanpy.pp.highly_variable_genes’ with ‘min_mean=0.0125, max_mean=3, min_disp=0.5’. Differentially expressed genes were determined using ‘sc.tl.rank_genes_groups’ with the t-test method, and those with an adjusted *p* value < 0.05 and log fold change (LogFC) > 0.25 were used to compute average expression per cell type and visualized as a heatmap.

Peak calling was performed using ‘snap.tl.macs3’ with ‘groupby=CellType’, and peaks were merged using ‘snap.tl.merge_peaks’ with ‘half_width=500’. A peak-to-cell matrix was then generated using ‘snap.pp.make_peak_matrix’.

### Pseudotime trajectory analysis from scFFPE-ATAC

To infer cellular trajectories, the gene activity matrix, generated from chromatin accessibility data using SnapATAC2^84^, was used as input to represent the transcriptional potential of each cell. Slingshot^86^ was applied to the low-dimensional embedding, with cell clusters identified through unsupervised clustering serving as the starting points for lineage inference. To evaluate the robustness of lineage assignments and pseudotime ordering, a bootstrap resampling approach was applied. Cells were resampled with replacement 1000 times, and pseudotime inference was repeated for each bootstrap replicate using the Slingshot framework. Lineages were inferred with the ‘getLineages’ and ‘getCurves’ functions, while cluster ordering along each lineage was obtained using ‘slingLineages’. Pseudotime values for individual cells were then calculated with the ‘slingPseudotime’ function, generating a pseudotime matrix and all for downstream summarization.

For each bootstrap replicate, lineage branch support was defined as the proportion of bootstrap replicates in which a given lineage branch was recovered. Pseudotimes were re-aligned to the reference lineages and stored in a three-dimensional array (cells × lineages × bootstraps). To quantify pseudotime uncertainty, we summarized the bootstrap distribution for each cell and lineage. Specifically, the median pseudotime was calculated across all bootstrap replicates, and 95% confidence intervals (CIs) were obtained by taking the 2.5th and 97.5th percentiles of the bootstrap pseudotime distribution.

### Cell-type specific ATAC-Seq peaks identification

The peak-to-cell matrix was generated using the make_peak_matrix function in SnapATAC2 and normalized by sequencing depth for each cell. Cell type–specific peaks were identified using a one-versus-rest strategy, where peaks for each cell type (e.g., T cells) were compared against all remaining cells. To address the sparsity of scFFPE-ATAC-seq data, pseudo-bulk profiles were constructed by randomly sampling 500 cells per condition and computing the average accessibility signal. Multiple testing correction was applied using the Benjamini–Hochberg method (multipletests with fdr_bh), and peaks were considered differentially accessible if they met both an FDR < 0.05 and a fold change ≥ 2. Peaks showing significant differences across more than one cell type were excluded to ensure specificity. The resulting differential peak matrix was derived from the peak-to-cell matrix, and average accessibility values were computed for each cell type.

### Differential peaks identification across conditions

For condition-specific comparisons, the peak-to-cell matrix was generated using make_peak_matrix in Snapatac2 and then normalized by sequencing depth for each cell. To mitigate the sparsity inherent in scFFPE-ATAC-seq data, pseudo-bulk datasets were generated by randomly selecting 500 cells per condition and computing the average accessibility signal. This process was repeated five times for mouse samples and ten times for human clinical samples. Differential accessibility between conditions (e.g., tumor edge versus tumor core) was assessed using a t-test to evaluate statistical significance alongside fold-change calculations. False discovery rate (FDR) correction was performed using the Benjamini-Hochberg method (‘multipletests’ with ‘fdr_bh’), and differentially accessible peaks were defined using an FDR threshold of < 0.05 and a fold change  2. Peaks exhibiting significant differences were considered as differential peaks in different conditions. The final differential peak matrix was extracted from the peak-to-cell matrix, and the condition-level average accessibility was computed accordingly.

### Transcription factor enrichment for differential peaks

For transcription factor (TF) motif enrichment analysis, the peak-to-cell type matrix was used as input for chromVAR^87^. GC bias was corrected using ‘addGCBias’, and known motifs were retrieved from the JASPAR database using ‘getJasparMotifs’. Background peaks were estimated with ‘getBackgroundPeak’, followed by deviation score computation using ‘computeDeviations’. TF variability was assessed with ‘computeVariability’, and the top 100 most variable TFs were selected for visualization.

### Genomic annotation and GO enrichment

Differential peaks were annotated to corresponding genes using the ‘annotatePeak’ function in ChIPseeker^88^. Gene ontology (GO) enrichment analysis for genes nearest to the peaks was performed using the ‘enrichGO’ function from the clusterProfiler package^89^, with a *q* value cutoff of 0.05.

### Data visualization

Bar plots were generated using the ‘geom_bar’ function from the ggplot2 package. Scatter plots and volcano plots were created using the ‘ggscatter’ function in the ggpubr package. Heatmaps were visualized with the pheatmap package.

## Supplementary information

Supplementary Information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Supplementary Table 8

Supplementary Table 9

Supplementary Table 10

Supplementary Table 11

Supplementary Table 12

Supplementary Table 13

Supplementary Table 14

Supplementary Table 15

Supplementary Table 16

Supplementary Table 17

Supplementary Table 18

Supplementary Table 19

Supplementary Table 20

Supplementary Table 21

Supplementary Table 22

Supplementary Table 23

Supplementary Table 24

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All source Data are provided with this paper. The raw sequencing data generated in this study have been deposited in the NCBI GEO database under accession number GSE291155, GSE299388, GSE306401, and GSE111586 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM3034634]. The Bulk ATAC-Seq from fresh mouse spleen used in this study are available in the NCBI GEO database under accessible number SRP167062. Source data are provided with this paper.

# Supplementary material for: scFFPE-ATAC enables high-throughput single cell chromatin accessibility profiling in formalin-fixed paraffin-embedded samples
**Source:** Nat Commun. 2025 Nov 14;16:10022. doi: 10.1038/s41467-025-66170-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information:**

### **scFFPE-ATAC enables high-throughput single cell chromatin accessibility profiling in formalin-fixed paraffin-embedded samples**

Ram Prakash Yadav<sup>1,#</sup>, Pengwei Xing<sup>1,#</sup>, Miao Zhao<sup>1</sup>, Peter Hollander<sup>1</sup>, Carina Strell<sup>1,2</sup>, Minglu Xie<sup>1</sup>, Maede Salehi<sup>1</sup>, Emma Torell<sup>1</sup>, Tobias Sjöblom<sup>1</sup>, Gunilla Enblad<sup>1</sup>, Rose-Marie Amini<sup>1</sup>, Fredrik Johansson Swartling<sup>1</sup>, Ingrid Glimelius<sup>1</sup>, Patrick Micke<sup>1</sup>, Mats Hellström<sup>1</sup>, Xingqi Chen<sup>1,\*</sup>

# Contributed equally to this work

**Supplementary Figure 1-21.**

**Supplementary Technical Note 1-2.**

**Supplementary Table 1-24.**

## Supplementary Figures 1-21:

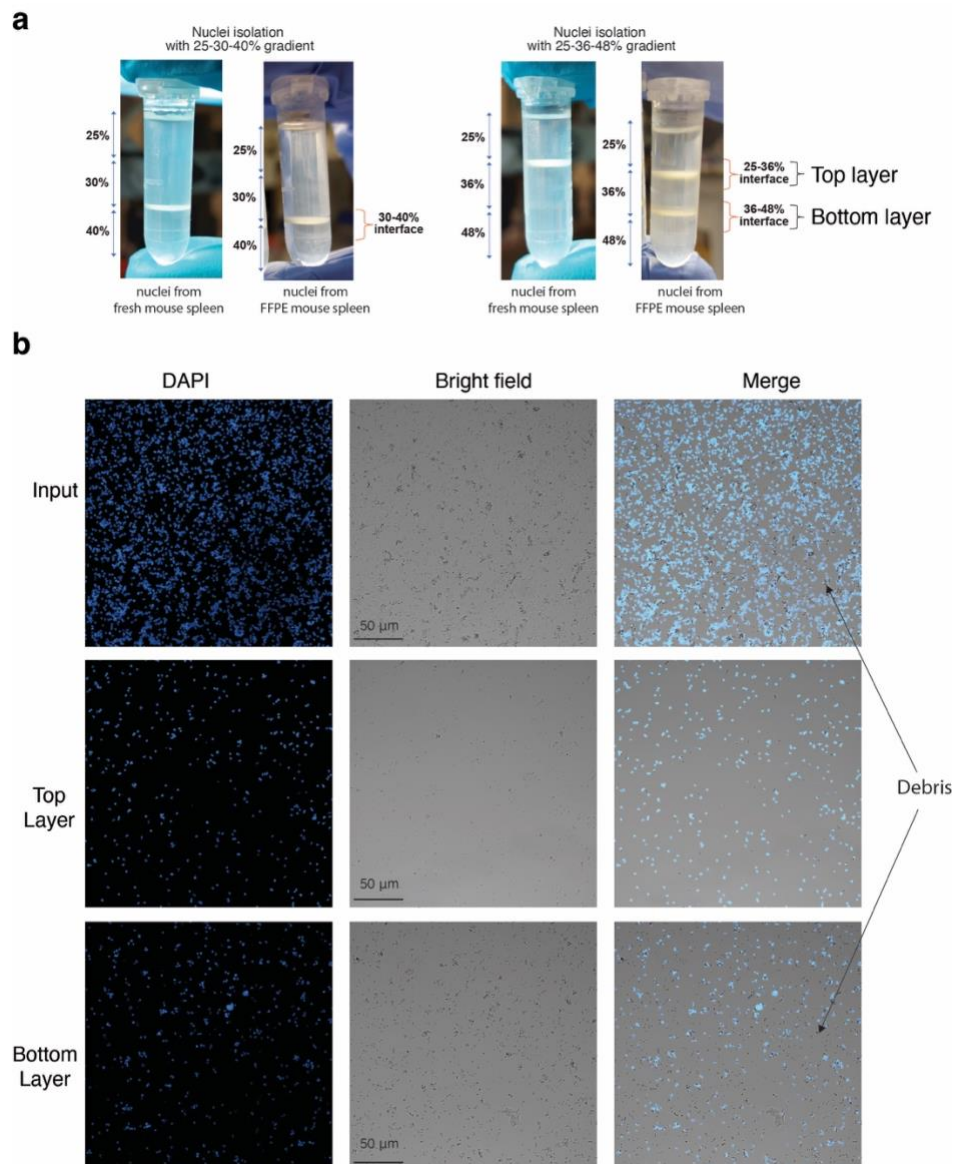

**Supplementary Figure 1: Optimization of nuclei isolation from mouse spleen FFPE samples**

- a.** Density gradient centrifugation of mouse spleen FFPE nuclei under two different density gradient layer conditions, comparing fresh and FFPE samples. Left panel: Condition 1; Right panel: Condition 2.
- b.** Representative microscopy images of purified mouse spleen FFPE nuclei from the input, top layer, and bottom layer of Condition 2 shown in panel **a**. Three independent experiments were performed, showing consistent results.

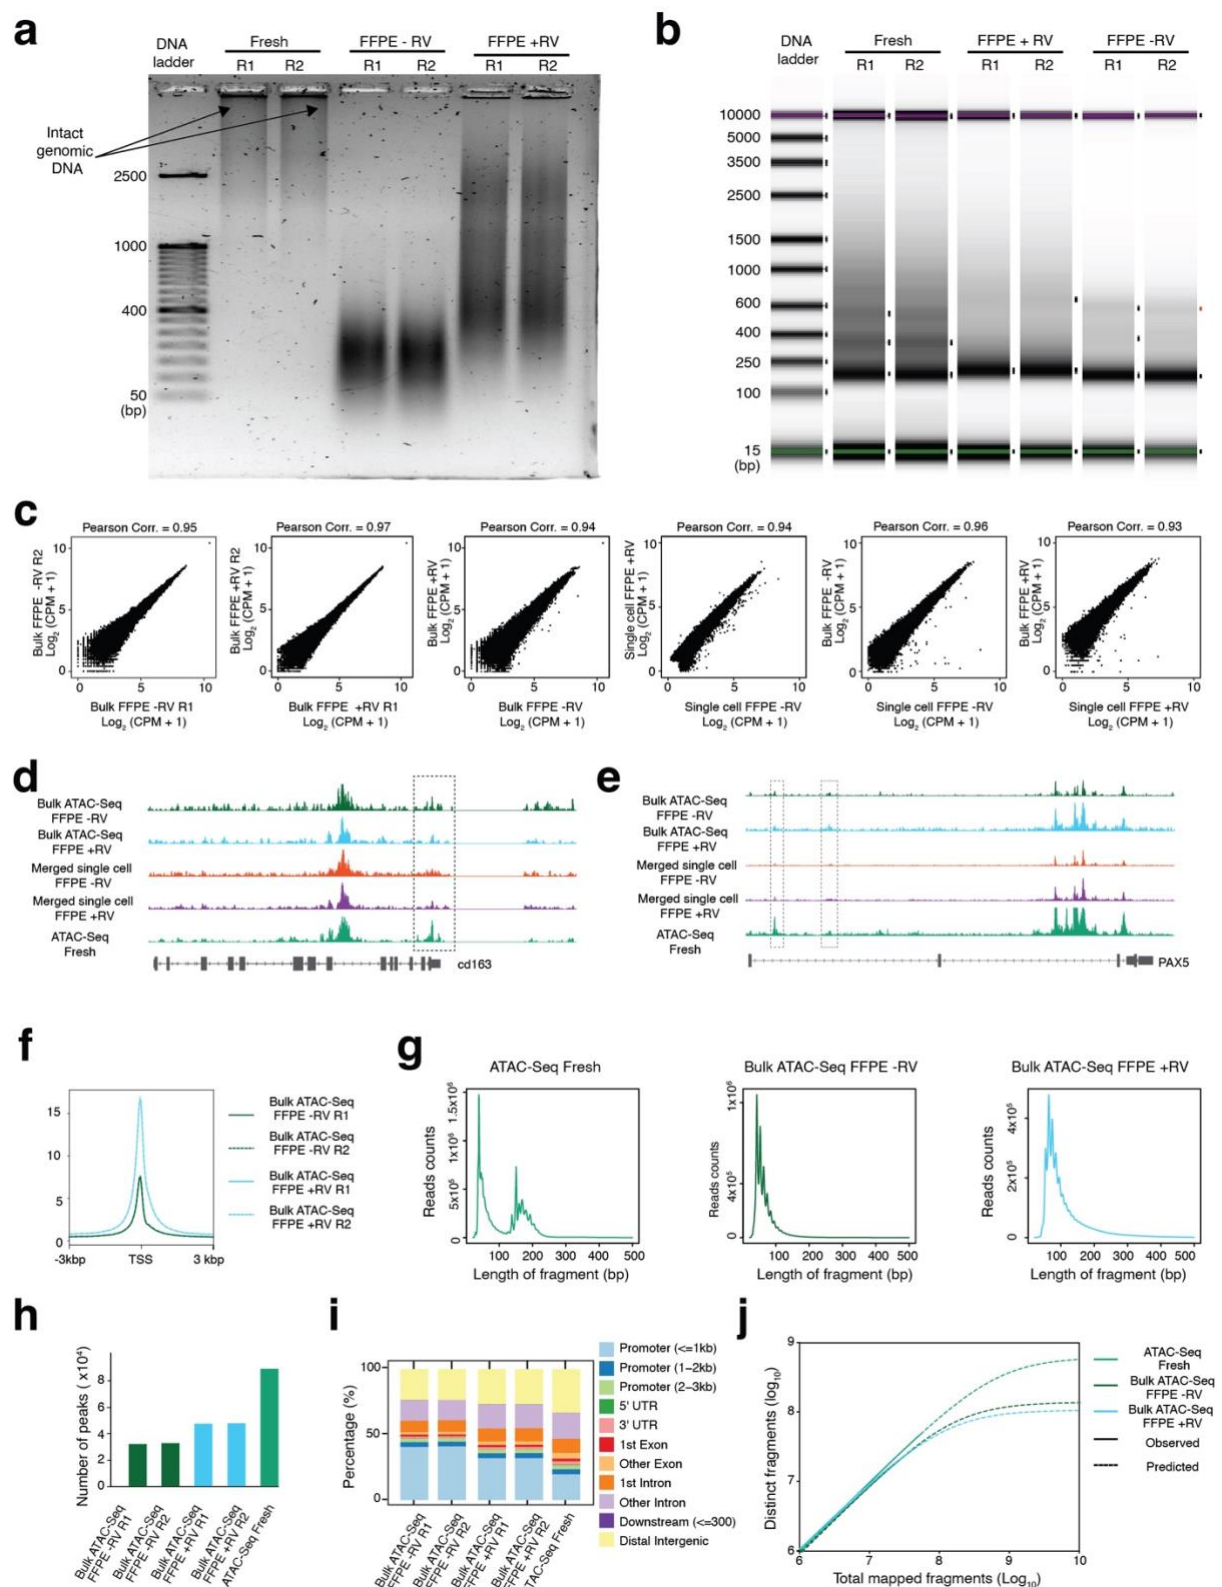

**Supplementary Figure 2: Conventional ATAC-seq and scATAC-seq analysis of FFPE mouse spleen samples**

- a. Length distribution of purified genomic DNA from fresh mouse spleen nuclei, FFPE mouse spleen nuclei without reverse crosslinking (–RV), and FFPE mouse spleen nuclei with reverse crosslinking (+RV). Each condition includes two technical replicates (R1 and R2). The entire gel is shown without cropping. Three independent experiments were performed, showing consistent results.
- b. Length distribution of PCR amplicons from conventional ATAC-seq performed on fresh mouse spleen nuclei, FFPE mouse spleen nuclei without reverse crosslinking (–RV), and FFPE mouse spleen nuclei with reverse crosslinking (+RV). Each condition includes two technical replicates (R1 and R2). Three independent experiments were performed, showing consistent results.
- c. Genome-wide correlation of sequencing reads within accessible chromatin peaks between conventional ATAC-seq and scATAC-seq across fresh mouse spleen nuclei, FFPE mouse spleen nuclei without reverse crosslinking (–RV), and FFPE mouse spleen nuclei with reverse crosslinking (+RV).
- d. Genome browser tracks of the myeloid cell marker gene *Cd163* from conventional ATAC-seq and scATAC-seq across experimental conditions. Dotted squares highlight peaks present in fresh samples but absent in FFPE samples.
- e. Genome browser tracks of the B cell marker gene *Pax5* from conventional ATAC-seq and scATAC-seq across experimental conditions. Dotted squares indicate peaks detected in fresh samples but absent in FFPE samples.
- f. Transcription start site (TSS) enrichment scores from conventional ATAC-seq across different experimental conditions.
- g. Fragment length distribution of sequencing reads from conventional ATAC-seq across experimental conditions.
- h. Number of peaks identified by conventional ATAC-seq in FFPE and fresh mouse spleen nuclei. Each bar represents one sample, and technical replicates are labeled. Each condition includes two technical replicates (R1 and R2).
- i. Genomic annotation of ATAC-seq peaks identified by conventional ATAC-seq in FFPE and fresh mouse spleen nuclei.
- j. Library complexity estimation of conventional ATAC-seq in FFPE and fresh mouse spleen nuclei.

Source data are provided as a Source Data file for Supplementary Fig. 2c-j.

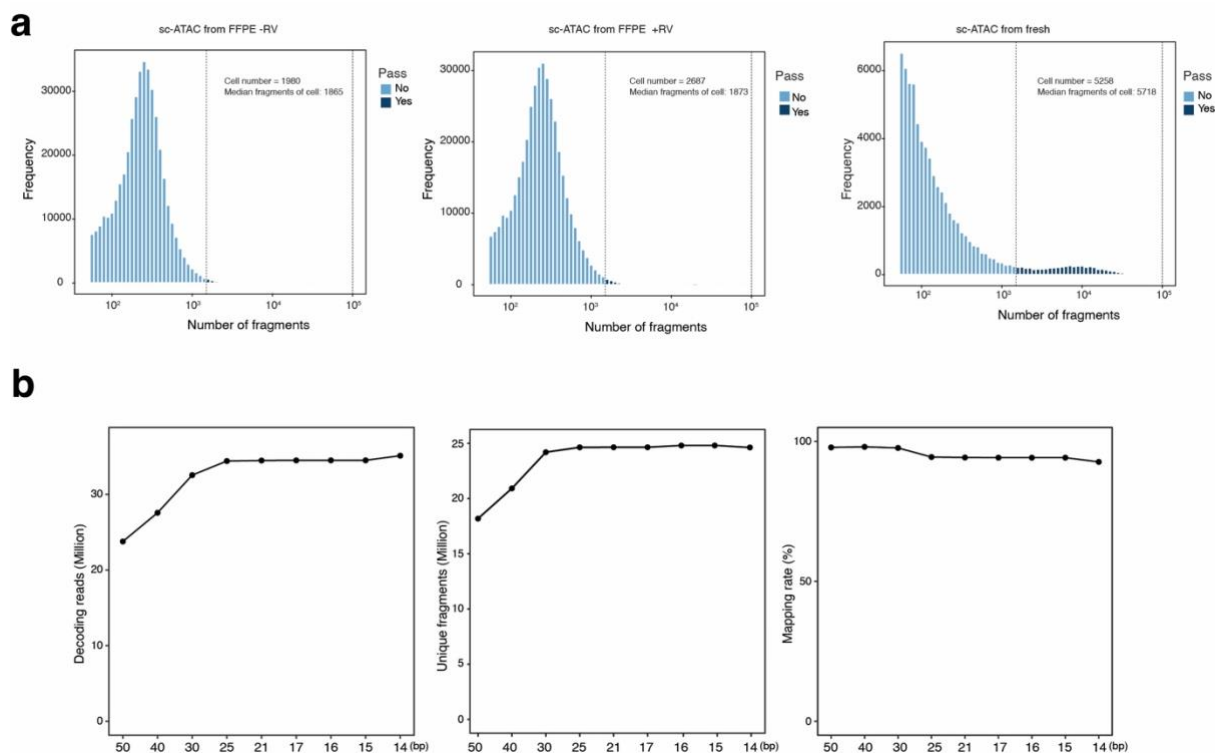

**Supplementary Figure 3: Comparative analysis of conventional scATAC-seq between FFPE and fresh mouse spleen nuclei.**

- a.** Frequency distribution of fragment counts from mouse FFPE spleen without reverse crosslinking (−RV) (left panel), mouse FFPE spleen with reverse crosslinking (+RV) (middle panel), and published fresh mouse spleen data (right panel).
- b.** Optimization of fragment length for mapping using 50 million fragments from scATAC-seq libraries of mouse FFPE spleen samples. Left panel: number of decoded fragments; middle panel: number of unique fragments; right panel: mapping rate.

Source data are provided as a Source Data file for Supplementary Fig. 3a, 3b.

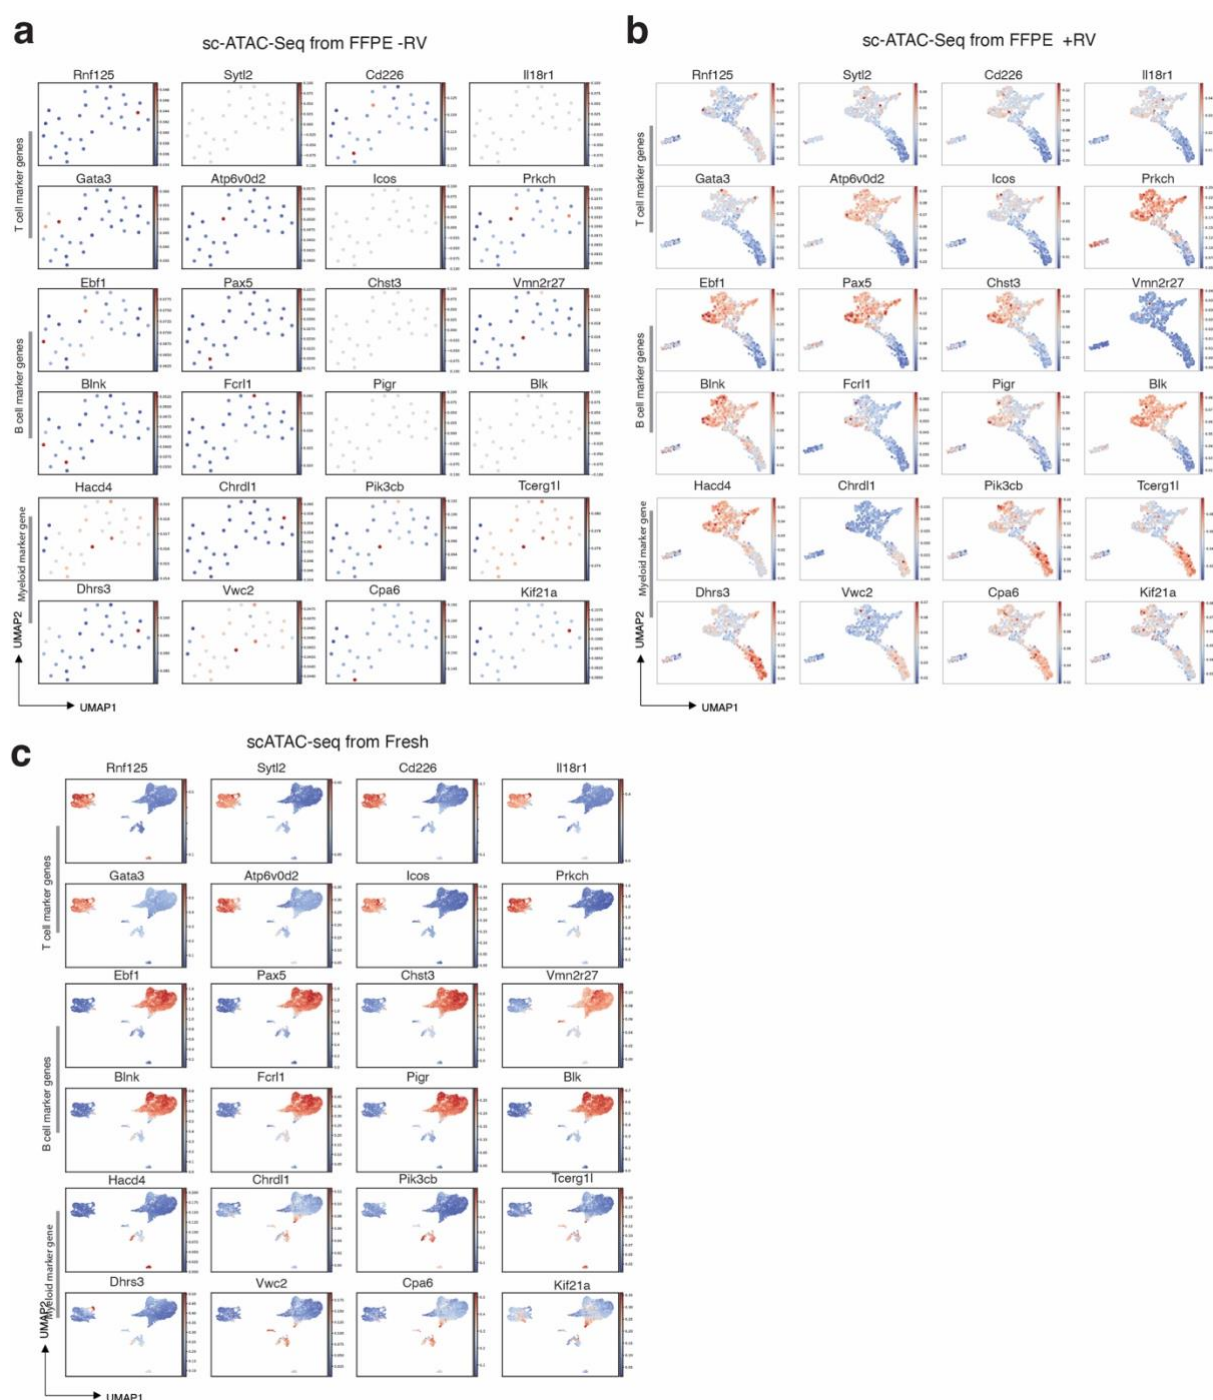

**Supplementary Figure 4: Gene activity profiles from conventional scATAC-seq in different conditions: (a) FFPE mouse spleen without reverse crosslinking (–RV); (b) FFPE mouse spleen with reverse crosslinking (+RV), and (c) fresh mouse spleen nuclei.** Source data are provided as a Source Data file for Supplementary Fig. 4a-c.

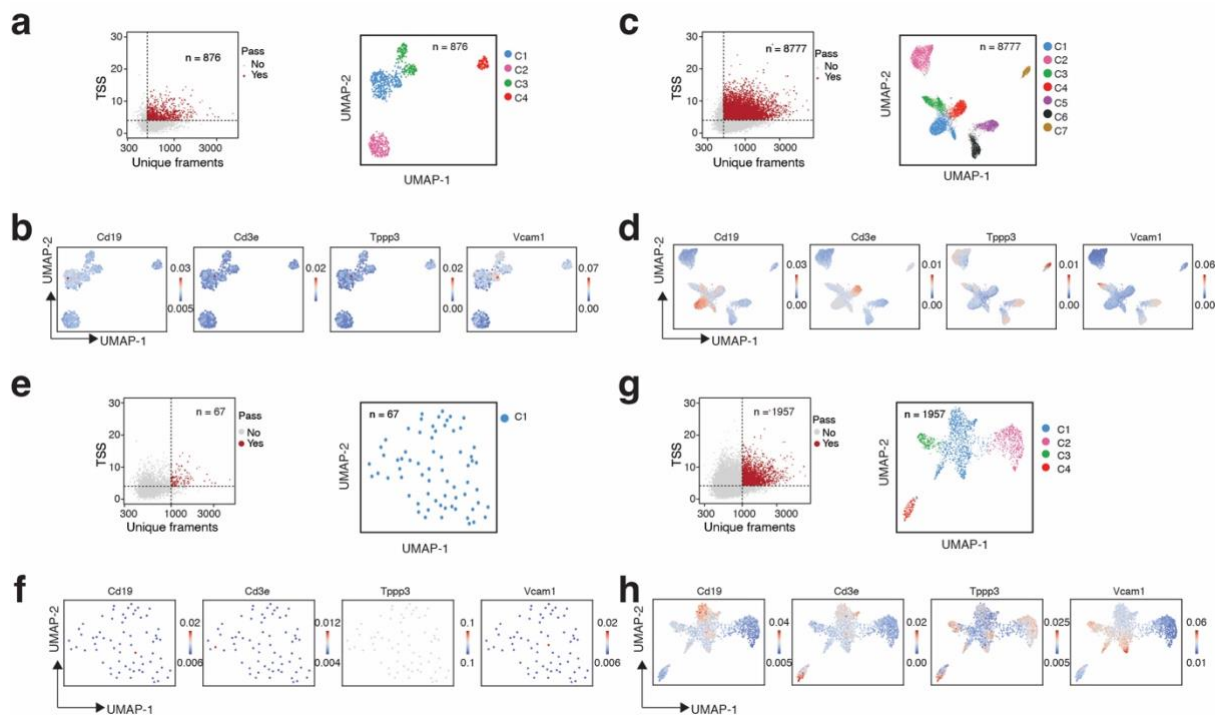

**Supplementary Figure 5: Conventional scATAC-seq applied to FFPE samples with reduced parameter cutoffs**

- Left: QC-passing cells ( $\geq 500$  frags/cell,  $TSS \geq 4$ , -RV); Right: Cell clusters (UMAP).
- Cell-type marker gene (*Cd19/Cd3e/Tppp3/Vcam1*) activity in -RV clusters ( $\geq 500$  frags/cell).
- Left: QC-passing cells ( $\geq 500$  frags/cell,  $TSS \geq 4$ , +RV); Right: Cell clusters (UMAP).
- Cell-type marker gene (*Cd19/Cd3e/Tppp3/Vcam1*) activity in +RV clusters ( $\geq 500$  frags/cell).
- Left: QC-passing cells ( $\geq 1000$  frags/cell,  $TSS \geq 4$ , -RV); Right: Cell clusters (UMAP).
- Cell-type marker gene (*Cd19/Cd3e/Tppp3/Vcam1*) activity in -RV cell clusters ( $\geq 1000$  frags/cell).
- Left: QC-passing cells ( $\geq 1000$  frags/cell,  $TSS \geq 4$ , +RV); Right: Cell clusters (UMAP).
- Cell-type marker gene (*Cd19/Cd3e/Tppp3/Vcam1*) activity in +RV cell clusters ( $\geq 1000$  frags/cell).

Source data are provided as a Source Data file for Supplementary Fig. 5a-h.

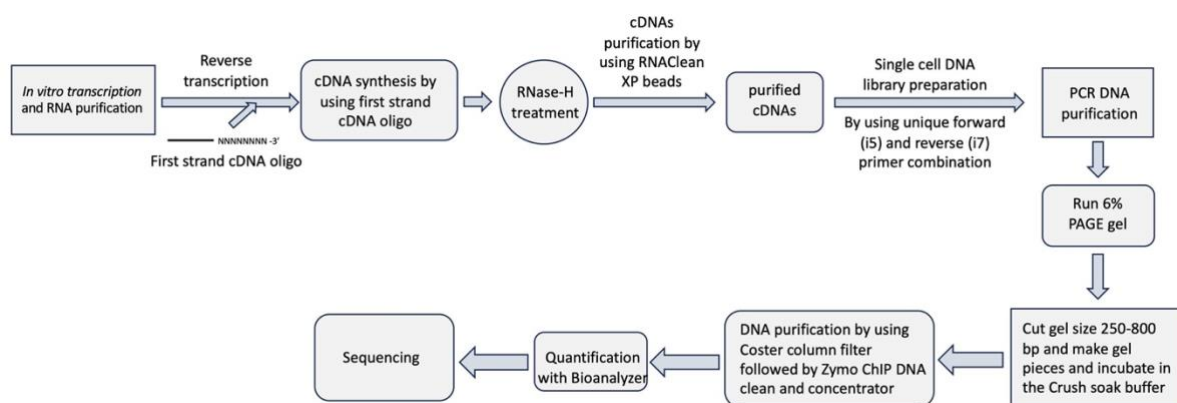

**Supplementary Figure 6: The workflow of scFFPE-ATAC sequencing library construction.**

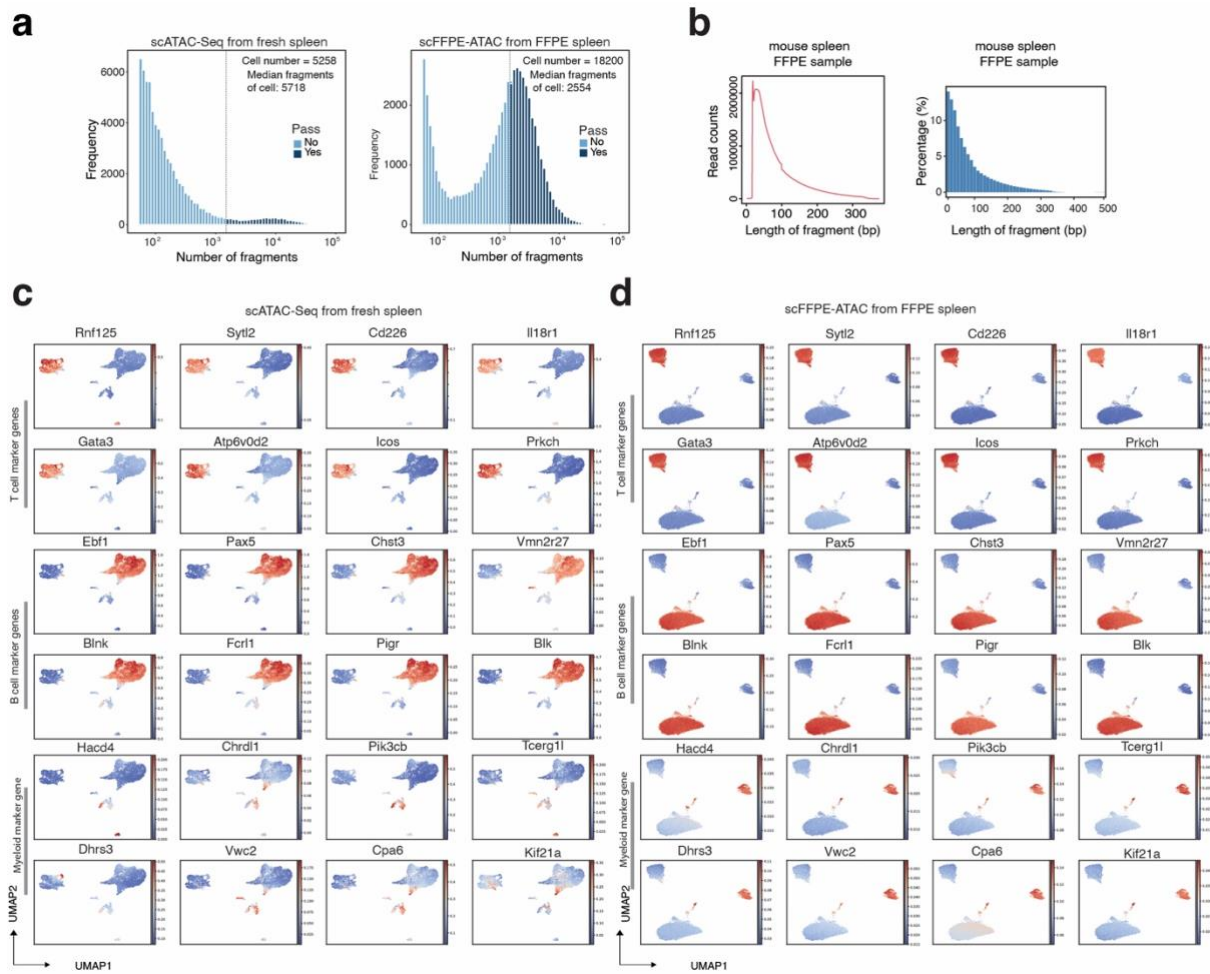

**Supplementary Figure 7: Comparison of single-cell chromatin accessibility between fresh using conventional scATAC-Seq and FFPE-preserved mouse spleen with scFFPE-ATAC.**

**a.** Fragment count frequency distributions from: (Left) fresh mouse spleen (conventional scATAC-Seq) and (Right) FFPE mouse spleen (scFFPE-ATAC).

**b.** Fragment size distribution of scFFPE-ATAC libraries from mouse FFPE spleen. Left panel: fragment length distribution (counts); Right panel: fragment length distribution (percentage).

**c and d:** Gene activity projections comparing: **(c)** fresh mouse spleen (scATAC-Seq; see also Supplementary Fig. 4) and **(d)** FFPE mouse spleen (scFFPE-ATAC). Panels shown side-by-side for direct comparison using identical gene sets.

Source data are provided as a Source Data file for Supplementary Fig. 7a-d.

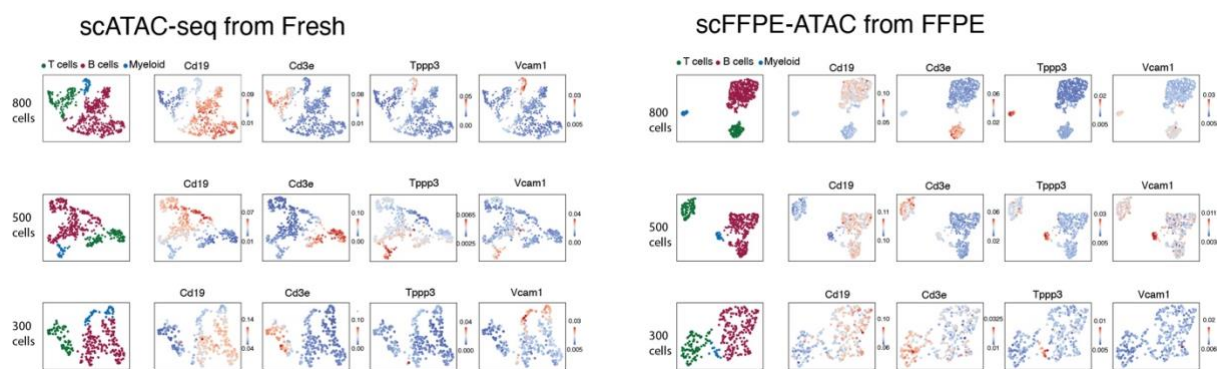

**Supplementary Figure 8: Sensitivity comparison between conventional scATAC-Seq in fresh mouse spleen (Left panel) and scFFPE-ATAC in FFPE mouse spleen (Right panel). Source data are provided as a Source Data file for Supplementary Fig. 8.**

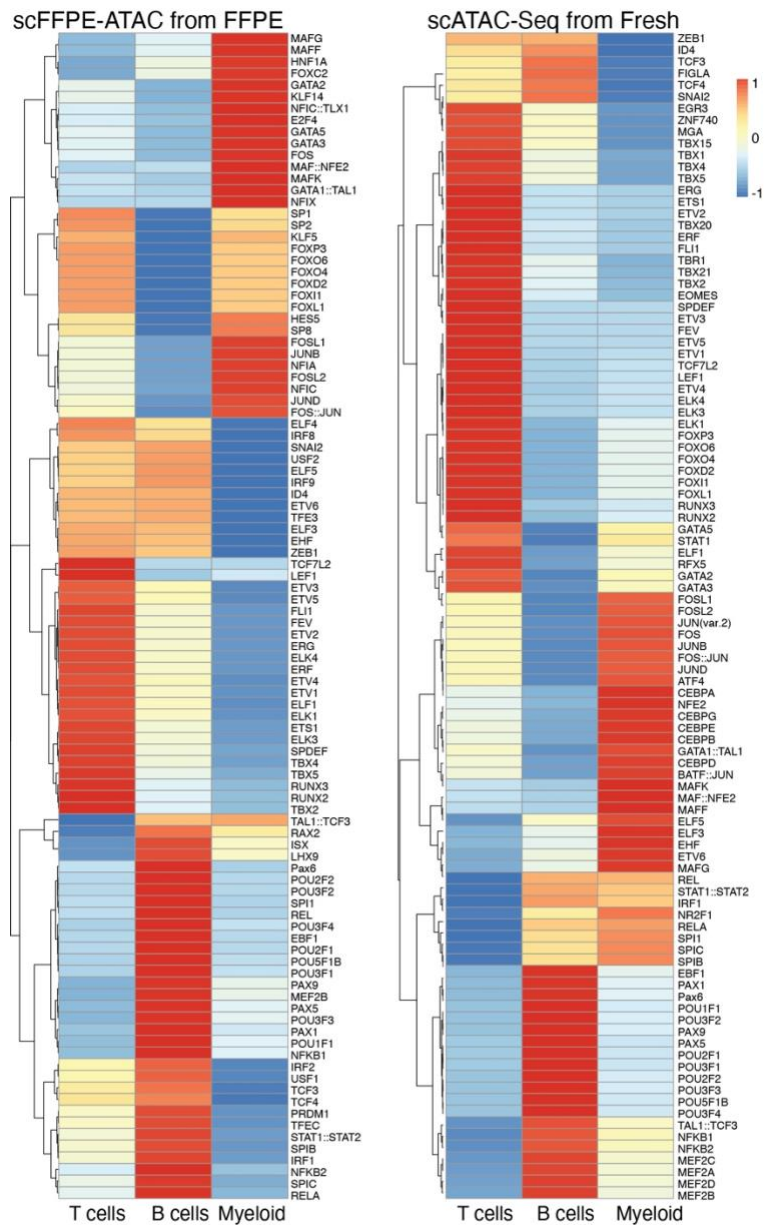

**Supplementary Figure 9: Comparison of transcription factor enrichment based on single-cell chromatin accessibility between scATAC-seq from fresh mouse spleen and scFFPE-ATAC from FFPE mouse spleen.** Source data are provided as a Source Data file for Supplementary Fig. 9.

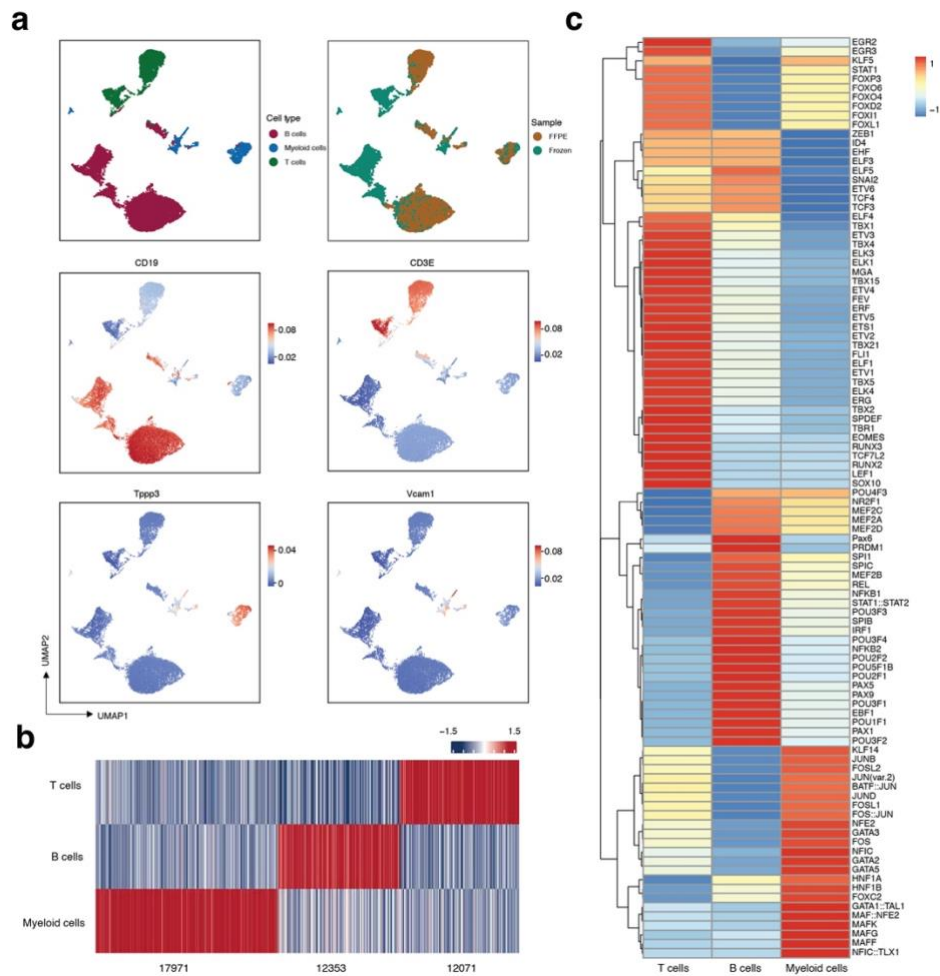

**Supplementary Figure 10: Joint analysis of single-cell chromatin accessibility from fresh and FFPE mouse spleen samples.**

- Cell type identification using high-dimensional reduction and representative gene activity projection for each cell type.
- Identified unique accessible chromatin peaks for each cell type.
- Enriched transcription factors (TFs) associated with unique accessible chromatin peaks for each cell type.

Source data are provided as a Source Data file for Supplementary Fig. 10a-c.

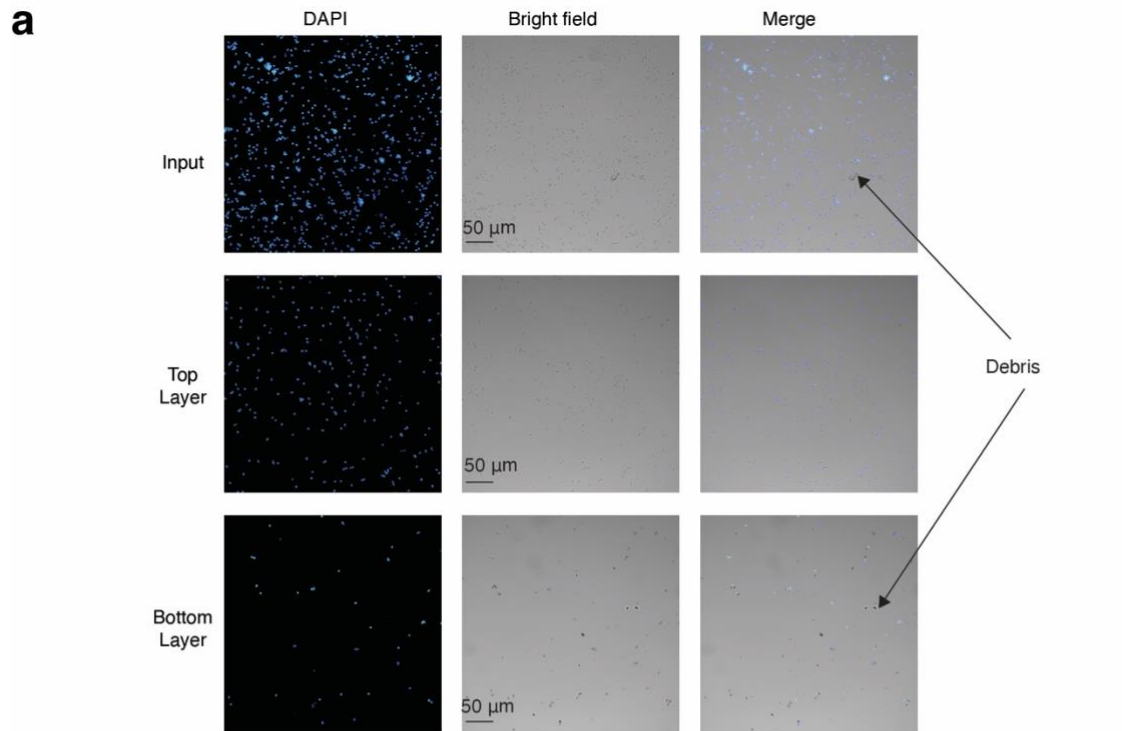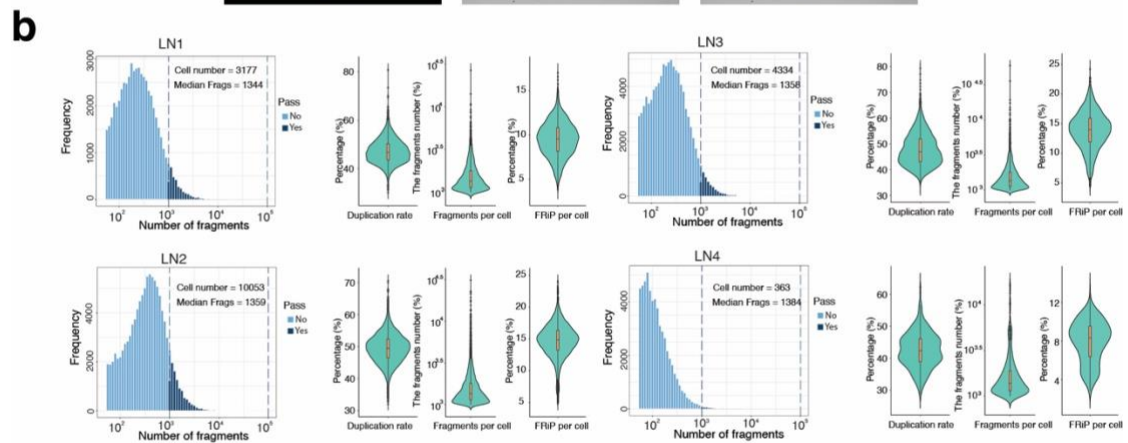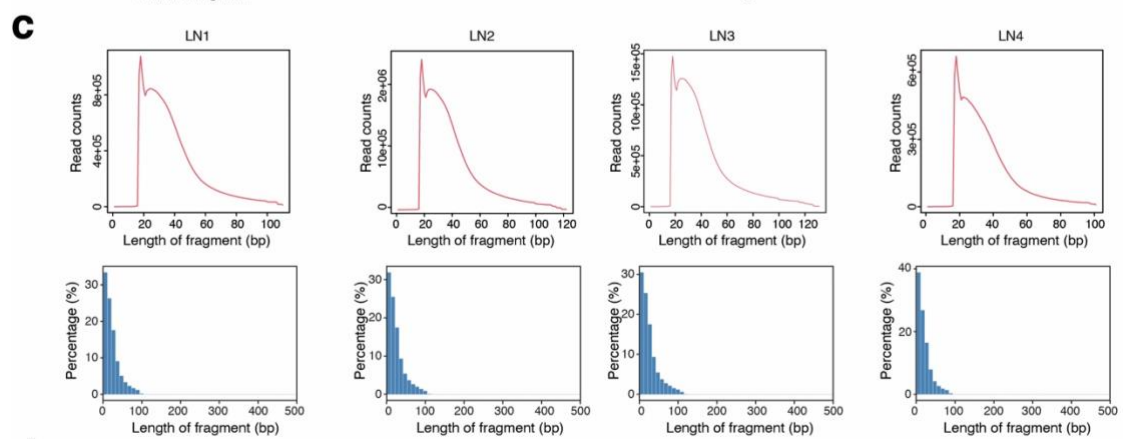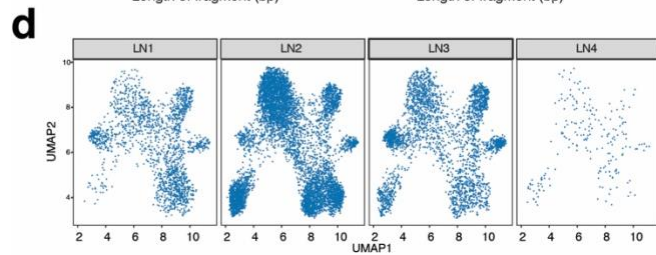

**Supplementary Figure 11: scFFPE-ATAC in long-term archived human lymph node FFPE samples.**

- a.** Representative microscopy images of purified human lymph node FFPE nuclei with density gradient centrifugation from the input, top layer, and bottom layer. Three independent experiments were performed, showing consistent results.
- b.** Frequency distribution of decoded cell barcodes and quality control metrics for scFFPE-ATAC in human lymph node FFPE samples 1–4 (LN1-4).

Violin plots showing duplication rate, fragments per cell, and FRiP per cell for LN1–4. The box boundaries represent the interquartile range (IQR), spanning from the first quartile (Q1) to the third quartile (Q3).

LN1: Duplication rate ( $n = 3177$ , max = 80.74, min = 30.22, Q1 = 43.6, median = 46.73, Q3 = 50.27); fragments per cell ( $n = 3177$ , max = 26,799, min = 1001, Q1 = 1129, median = 1344, Q3 = 1786); FRiP per cell ( $n = 3177$ , max = 17.04, min = 3.83, Q1 = 8.15, median = 9.56, Q3 = 10.84).

LN2: Duplication rate ( $n = 10,053$ , max = 70.61, min = 32.00, Q1 = 46.44, median = 49.50, Q3 = 52.31); fragments per cell ( $n = 10,053$ , max = 31,202, min = 1001, Q1 = 1141, median = 1359, Q3 = 1816); FRiP per cell ( $n = 10,053$ , max = 24.11, min = 4.78, Q1 = 13.21, median = 14.84, Q3 = 16.33).

LN3: Duplication rate ( $n = 4334$ , max = 79.34, min = 33.11, Q1 = 43.07, median = 46.94, Q3 = 51.99); fragments per cell ( $n = 4334$ , max = 59,462, min = 1001, Q1 = 1135, median = 1358, Q3 = 1809); FRiP per cell ( $n = 4334$ , max = 24.21, min = 4.39, Q1 = 11.91, median = 14.01, Q3 = 15.93).

LN4: Duplication rate ( $n = 363$ , max = 62.20, min = 28.77, Q1 = 38.83, median = 42.28, Q3 = 46.07); fragments per cell ( $n = 363$ , max = 16,414, min = 1002, Q1 = 1144.5, median = 1384, Q3 = 1894.5); FRiP per cell ( $n = 363$ , max = 13.25, min = 2.84, Q1 = 6.36, median = 8.33, Q3 = 9.52).

- c.** Fragment size distribution of scFFPE-ATAC libraries from human lymph node (LN1-4) FFPE samples. Top panel: fragment length distribution (counts); Bottom panel: fragment length distribution (percentage).
- d.** Distribution of decoded single cells from scFFPE-ATAC in each human lymph node FFPE sample.

Source data are provided as a Source Data file for Supplementary Fig. 11b-d.

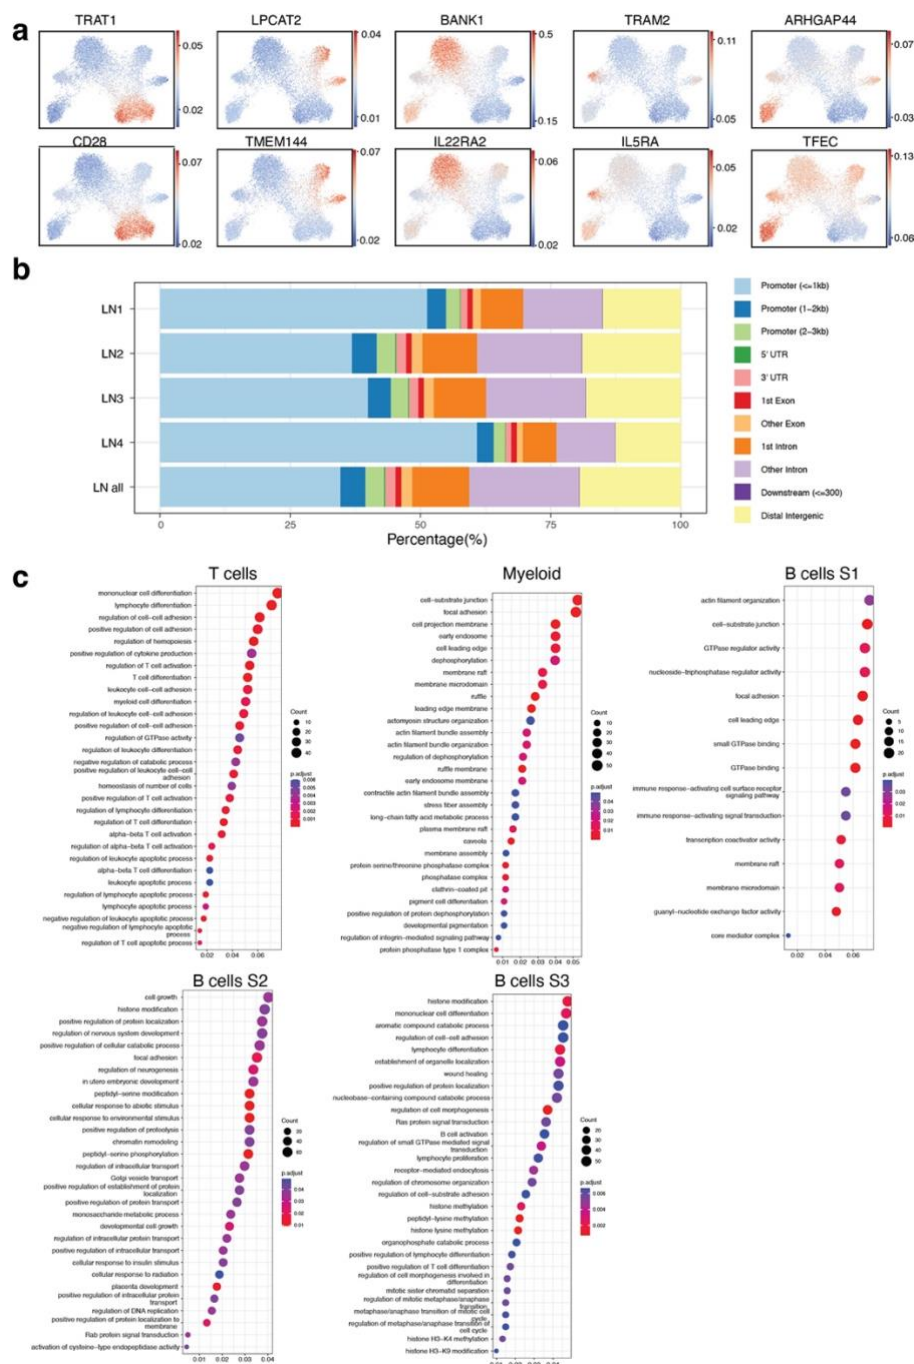

**Supplementary Figure 12: Epigenetic features revealed by scFFPE-ATAC in human lymph node FFPE samples.**

- Representative gene activity projection from scFFPE-ATAC data.
- Genomic annotation of accessible chromatin peaks in each lymph node sample.
- Top enriched biological processes from gene ontology analysis for each cell type identified in the lymph node.

Source data are provided as a Source Data file for Supplementary Fig. 12a-c.

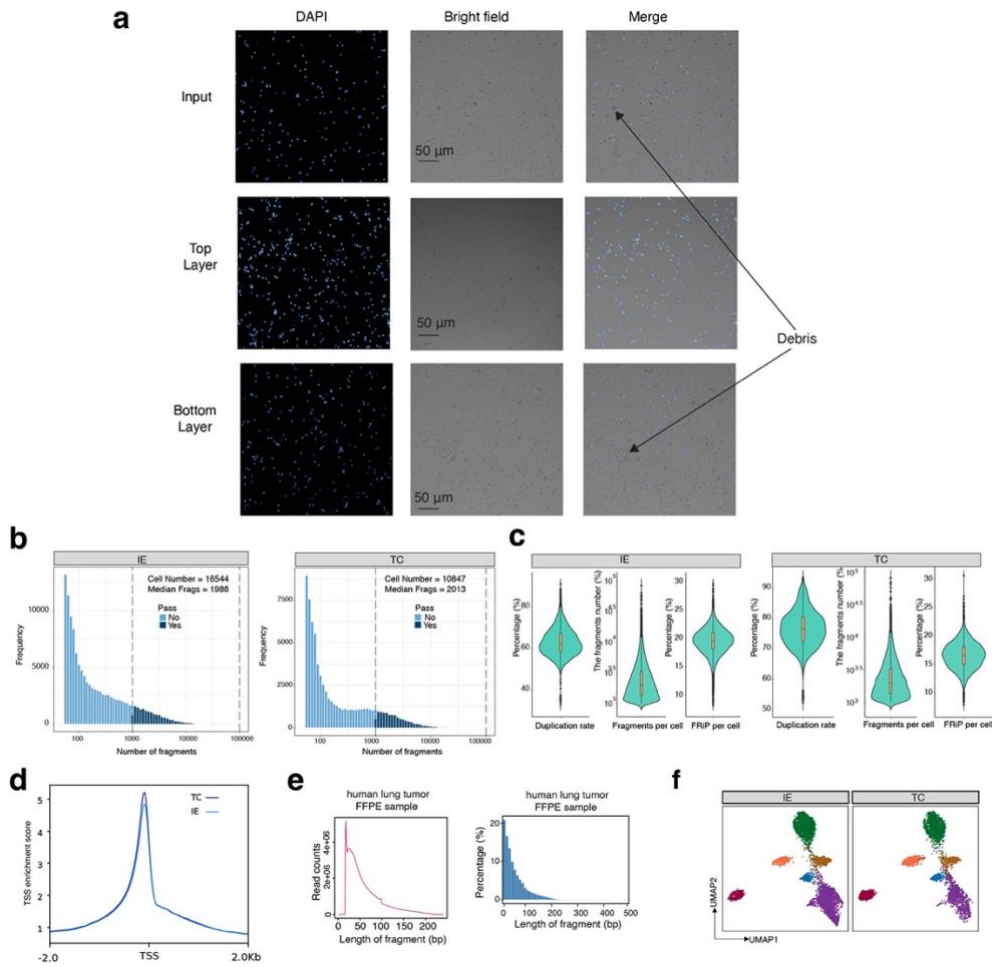

**Supplementary Figure 13: scFFPE-ATAC profiling of the human lung tumor center and invasive edge in human lung cancer FFPE samples.**

- Representative microscopy images of purified human lung tumor FFPE nuclei with density gradient centrifugation from the input, top layer, and bottom layer. Three independent experiments were performed, showing consistent results.
- Frequency distribution of detected cell barcodes in the tumor center (TC) and invasive edge (IE) of human lung cancer FFPE samples from scFFPE-ATAC.
- Duplicate rate, number of unique fragments, and fraction of reads in peaks (FRiP) detected by scFFPE-ATAC in the tumor center (TC) and invasive edge (IE).

The box boundaries represent the interquartile range (IQR), spanning from the first quartile (Q1) to the third quartile (Q3).

IE: Duplication rate ( $n = 17,143$ , max = 24.21, min = 3.99, lower whisker = 5.24, Q1 = 11.62, median = 14.05, Q3 = 15.88, upper whisker = 22.25); fragments per cell ( $n = 15,825$ , max = 63,875, min = 1001, lower whisker = 1001, Q1 = 1370, median = 1995, Q3 = 3286, upper whisker = 6160); FRiP per cell ( $n = 15,825$ , max = 29.62, min = 11.13, lower whisker = 14.16, Q1 = 18.27, median = 19.67, Q3 = 21.01, upper whisker = 25.12).

TC: Duplication rate ( $n = 15,825$ , max = 90.85, min = 32.69, lower whisker = 46.54, Q1 = 58.52, median = 62.50, Q3 = 67.26, upper whisker = 80.36); fragments per cell ( $n = 15,825$ , max = 63,875, min = 1001, lower whisker = 1001, Q1 = 1370, median = 1995, Q3 = 3286, upper whisker = 6160); FRiP per cell ( $n = 15,825$ , max = 29.62, min = 11.13, lower whisker = 14.16, Q1 = 18.27, median = 19.67, Q3 = 21.01, upper whisker = 25.12).

- d.** Transcription start site (TSS) enrichment from scFFPE-ATAC in the tumor center (TC) and invasive edge (IE).
- e.** Fragment size distribution of scFFPE-ATAC libraries from human lung FFPE samples (merged TC and IE). Left panel: fragment length distribution (counts); Right panel: fragment length distribution (percentage).
- f.** Distribution of detected cells from scFFPE-ATAC across different clusters in the invasive edge (IE) and tumor center (TC).

Source data are provided as a Source Data file for Supplementary Fig. 13b-f.

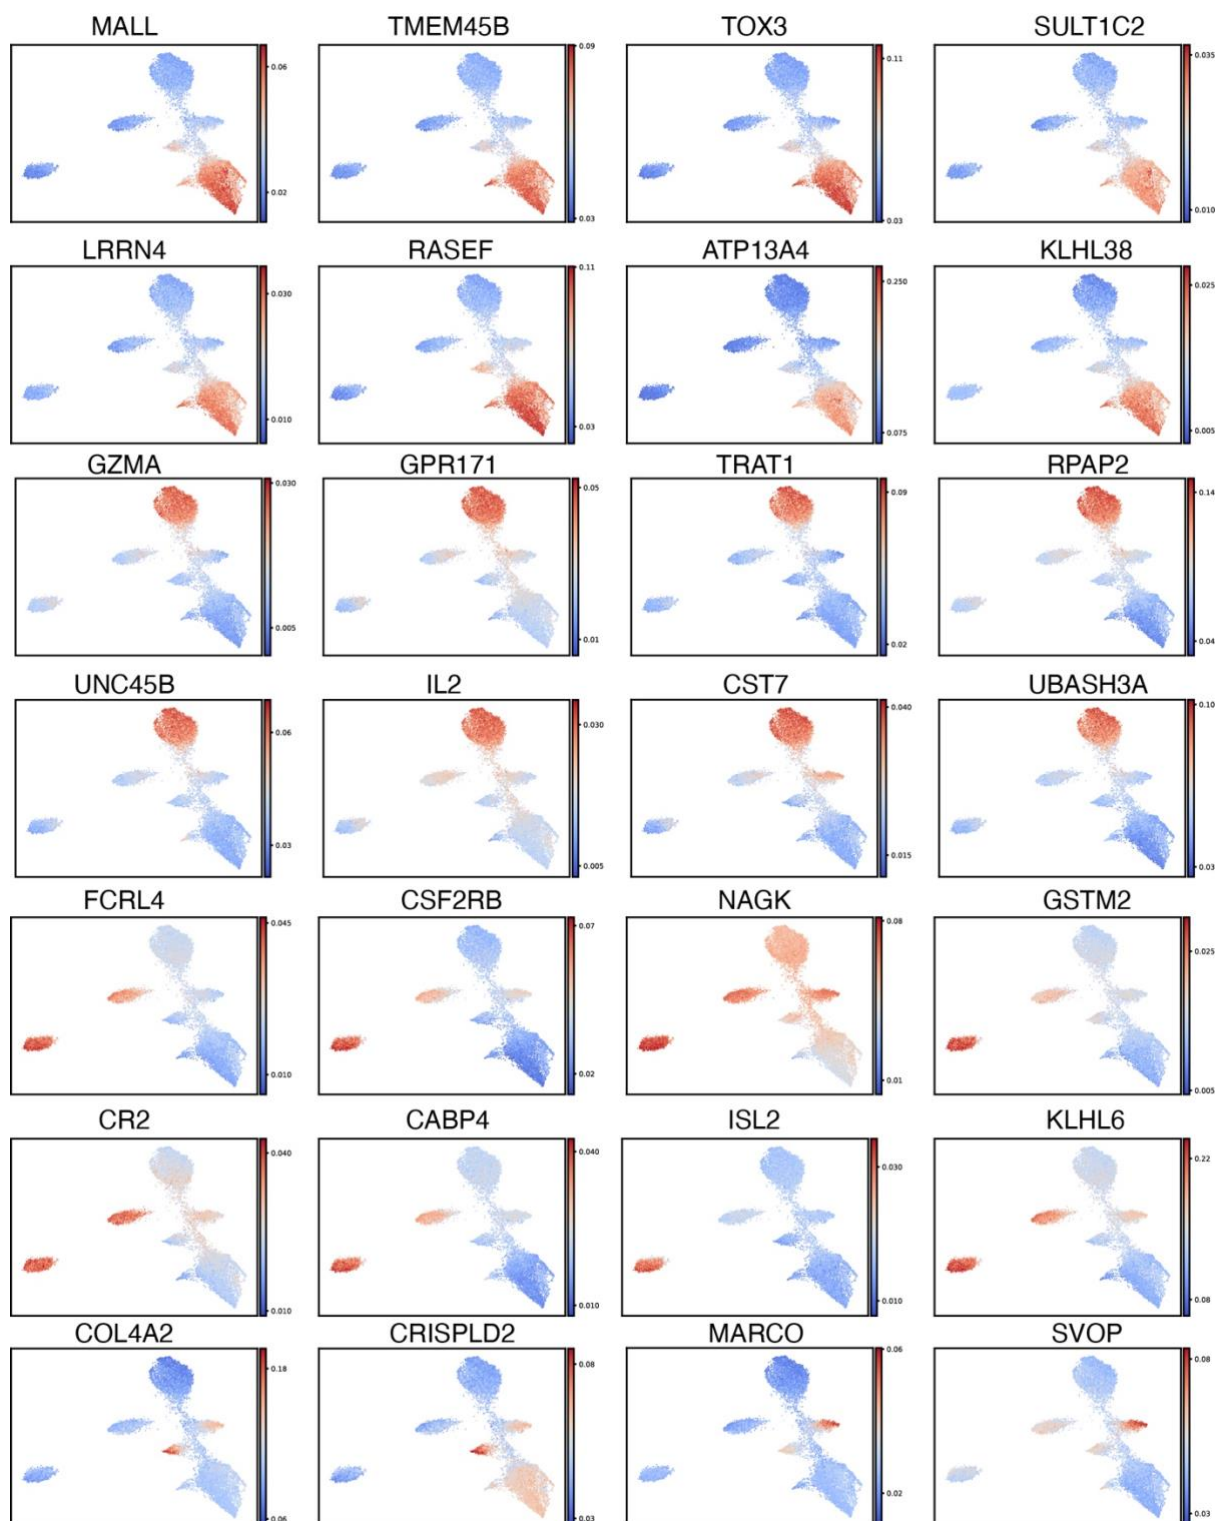

**Supplementary Figure 14: Gene activity projection predicted from scFFPE-ATAC for representative genes in human lung cancer FFPE samples.**

Source data are provided as a Source Data file for Supplementary Fig. 14.

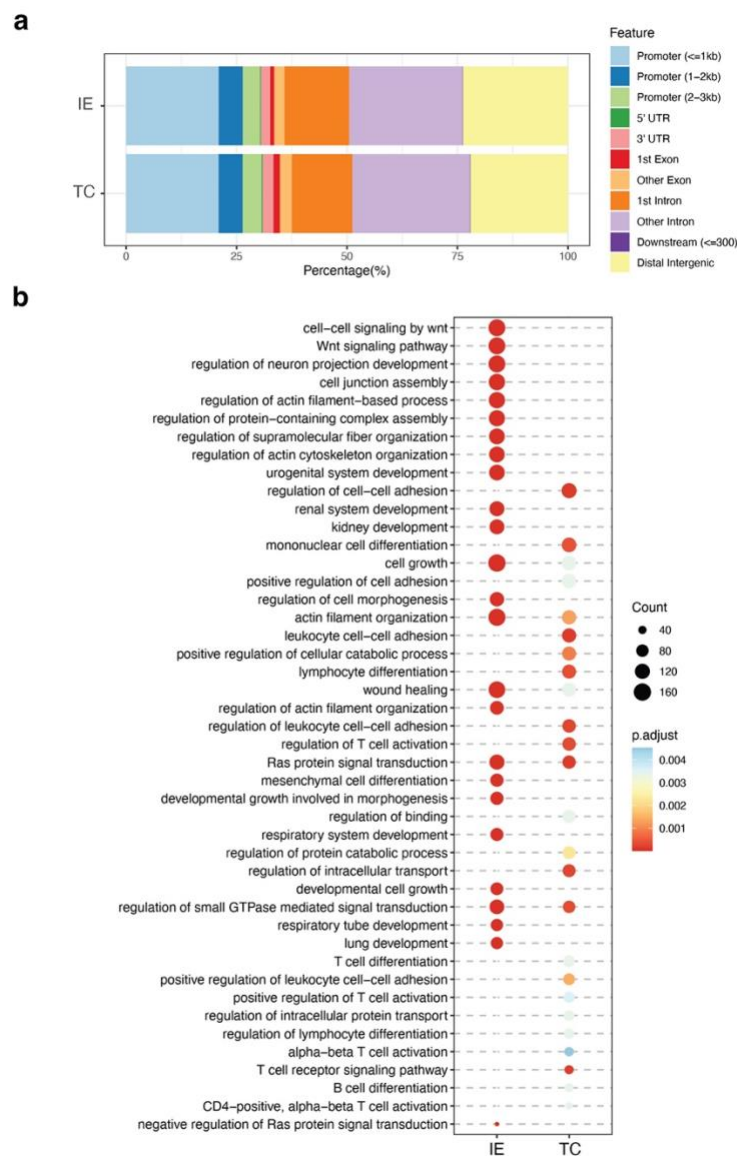

**Supplementary Figure 16: Unique epigenomic features identified from scFFPE-ATAC in epithelial cells from the tumor center and invasive edge of human lung cancer.**

- Genomic annotation of unique accessible chromatin peaks from epithelial cells in the tumor center (TC) and invasive edge (IE).
- Biological processes from gene ontology analysis of unique accessible chromatin peaks from epithelial cells in TC and IE.

Source data are provided as a Source Data file for Supplementary Fig. 16a, 16b.

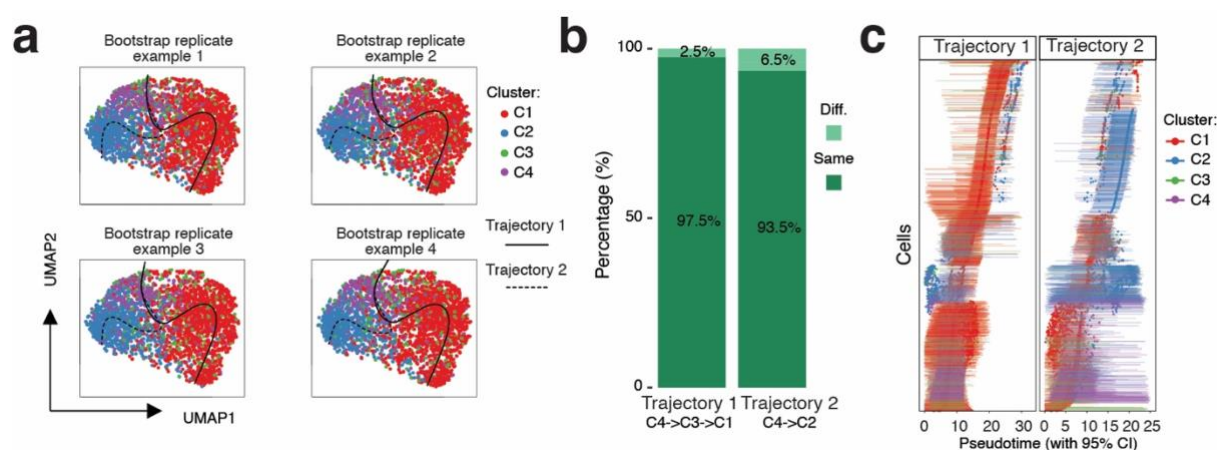

**Supplementary Figure 17: Bootstrap validation of trajectories prediction in human lung tumor.**

- Representative trajectories examples inferred from 1000 bootstrap replicates.
- Branch support proportions calculated across 1,000 bootstrap replicates.
- Bootstrap-derived pseudotime estimates for Slingshot lineages. Left: Lineage 1; Right: Lineage 2. Each row represents a single cell, ordered by its bootstrap median pseudotime. The horizontal position of each point indicates the median pseudotime estimate, with horizontal error bars representing the 95% confidence interval across 1,000 bootstrap replicates. Cells are colored according to their cluster assignments, illustrating the distribution of clusters along each trajectory.

Source data are provided as a Source Data file for Supplementary Fig. 17a-c.

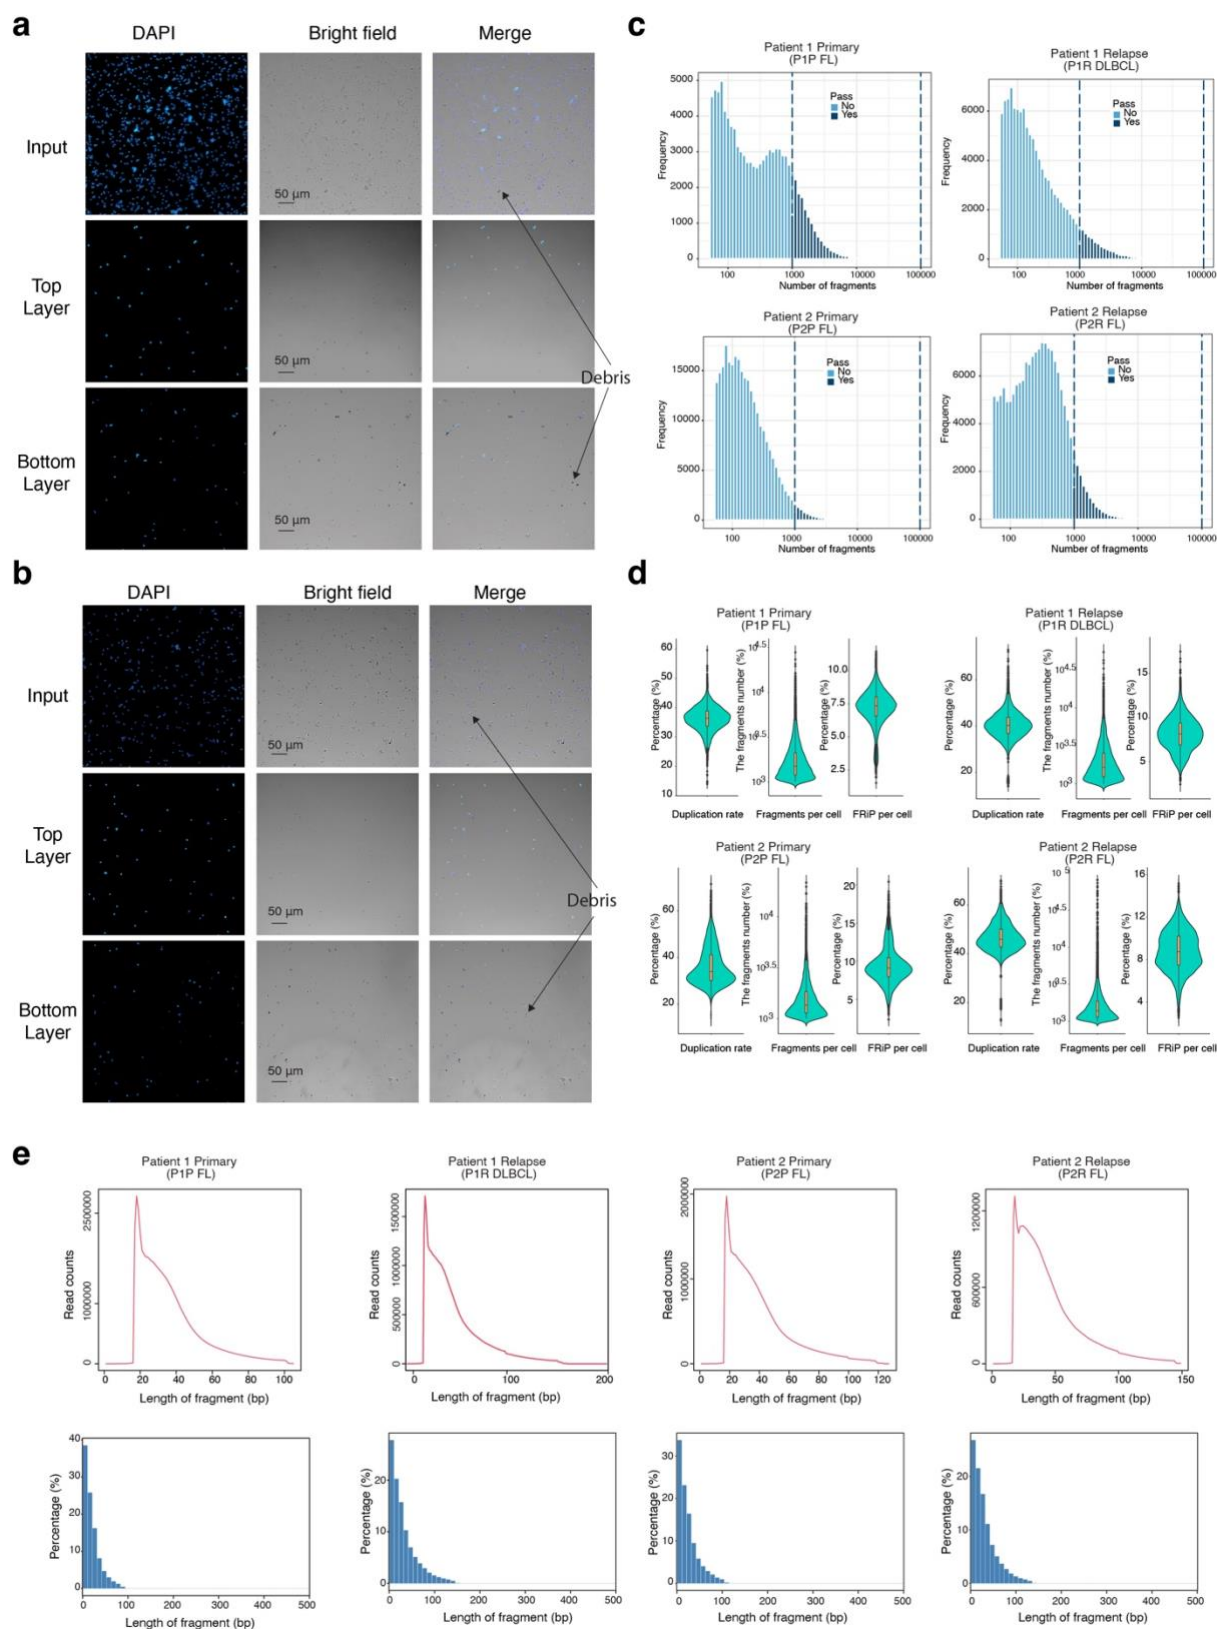

**Supplementary Figure 18: scFFPE-ATAC in clinically archived paired primary and relapse human lymphoma.**

- a. Representative microscopy images of purified primary human follicular lymphoma FFPE nuclei with density gradient centrifugation from the input, top layer, and bottom layer. Three independent experiments were performed, showing consistent results.
- b. Representative microscopy images of purified relapse human follicular lymphoma FFPE nuclei with density gradient centrifugation from the input, top layer, and bottom layer. Three independent experiments were performed, showing consistent results.
- c. The frequency distribution of detected cell barcodes in each sample from scFFPE-ATAC.
- d. The duplicate rate, number of unique fragments, and fraction of reads in peaks (FRiP) detected in each sample from scFFPE-ATAC. The box boundaries represent the interquartile range (IQR), spanning from the first quartile (Q1) to the third quartile (Q3).  
 Patient 1 – Primary: Duplication rate ( $n = 10,999$ , max = 59.6, min = 13.92, Q1 = 34.4, median = 36.74, Q3 = 39.13); fragments per cell ( $n = 10,999$ , max = 23,320, min = 1000, Q1 = 1192.5, median = 1491, Q3 = 2077); FRiP per cell ( $n = 10,999$ , max = 11.45, min = 3.66, Q1 = 6.96, median = 7.56, Q3 = 8.20).  
 Patient 1 – Relapse: Duplication rate ( $n = 6586$ , max = 72.22, min = 13.99, Q1 = 37.9, median = 40.98, Q3 = 44.39); fragments per cell ( $n = 6586$ , max = 54,360, min = 1000, Q1 = 1234, median = 1624, Q3 = 2458); FRiP per cell ( $n = 6586$ , max = 17.47, min = 4.26, Q1 = 7.75, median = 8.71, Q3 = 9.78).  
 Patient 2 – Primary: Duplication rate ( $n = 5004$ , max = 71.54, min = 14.28, Q1 = 30.58, median = 34.69, Q3 = 42.85); fragments per cell ( $n = 5004$ , max = 16,984, min = 1000, Q1 = 1133, median = 1338, Q3 = 1786.5); FRiP per cell ( $n = 5004$ , max = 20.43, min = 4.16, Q1 = 8.62, median = 9.58, Q3 = 11.06).  
 Patient 2 – Relapse: Duplication rate ( $n = 9472$ , max = 69.87, min = 13.31, Q1 = 43.02, median = 45.88, Q3 = 49.63); fragments per cell ( $n = 9472$ , max = 81,034, min = 1000, Q1 = 1140, median = 1357, Q3 = 1829); FRiP per cell ( $n = 9472$ , max = 15.18, min = 4.49, Q1 = 8.10, median = 9.30, Q3 = 10.52).
- e. Fragment size distribution of scFFPE-ATAC libraries from paired primary and relapse human FFPE lymphoma (merged patient 1 and patient 2). Top panel: fragment length distribution (counts); Bottom panel: fragment length distribution (percentage).  
 Source data are provided as a Source Data file for Supplementary Fig. 18c-e.

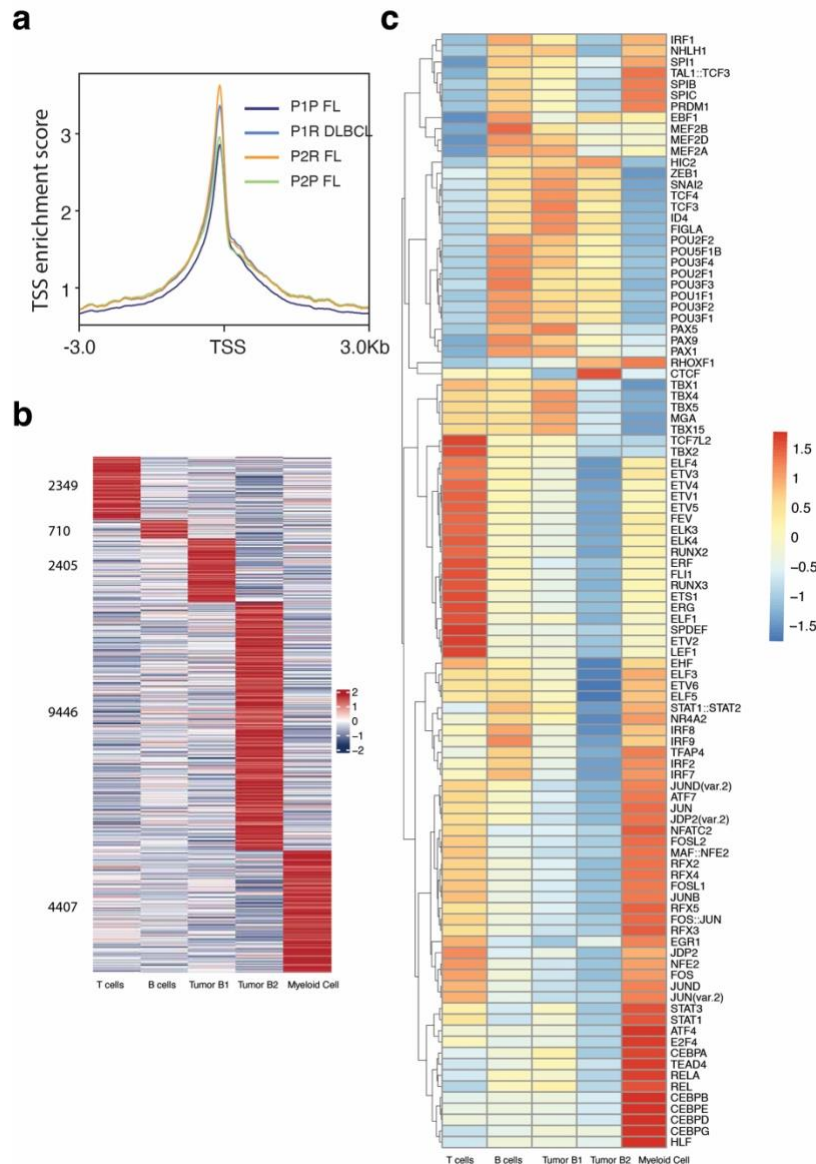

**Supplementary Figure 19: Epigenetic features identified for each cell type in human lymphoma FFPE samples using scFFPE-ATAC.**

- Transcription start site (TSS) enrichment in each human lymphoma sample.
- Unique accessible chromatin peaks for each cell type, with the number of peaks labeled on the left side.
- Enriched transcription factors on unique accessible chromatin peaks for each cell type. Source data are provided as a Source Data file for Supplementary Fig. 19a-c.

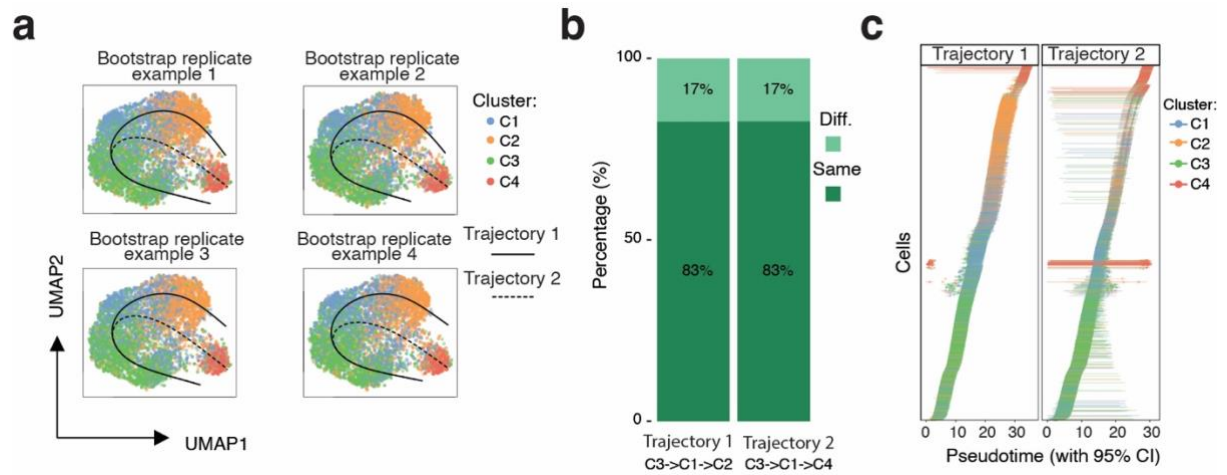

**Supplementary Figure 20: Bootstrap validation of trajectories prediction in primary and relapse human lymphoma.**

- Representative trajectories examples inferred from 1000 bootstrap replicates.
- Branch support proportions calculated across 1,000 bootstrap replicates.
- Bootstrap-derived pseudotime estimates for Slingshot lineages. Left: Lineage 1; Right: Lineage 2. Each row represents a single cell, ordered by its bootstrap median pseudotime. The horizontal position of each point indicates the median pseudotime estimate, with horizontal error bars representing the 95% confidence interval across 1,000 bootstrap replicates. Cells are colored according to their cluster assignments, illustrating the distribution of clusters along each trajectory.

Source data are provided as a Source Data file for Supplementary Fig. 20a-c.

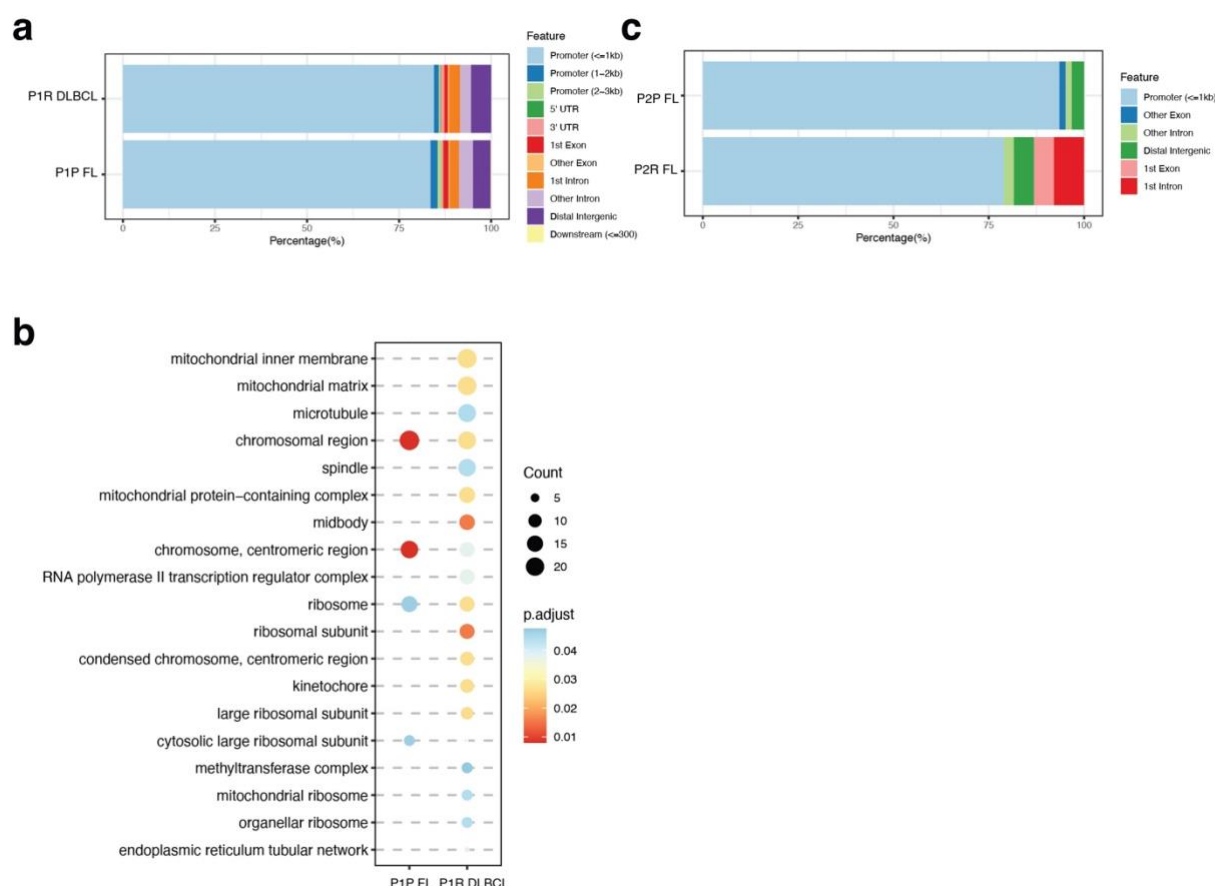

**Supplementary Figure 21: Epigenomic features identified from scFFPE-ATAC in paired primary and relapse human lymphoma.**

- a.** Genomic annotation of differential accessible chromatin peaks in cell type tumor B1 between patient 1 primary follicular lymphoma (P1P FL) and patient 1 relapse diffuse large B cell lymphoma (P1R DLBCL).
- b.** Biological process pathway enrichment from gene ontology analysis of differential accessible chromatin peaks in cell type tumor B1 between P1P FL and P1R DLBCL.
- c.** Genomic annotation of differential accessible chromatin peaks in cell type tumor B2 between patient 2 primary follicular lymphoma (P2P FL) and patient 2 relapse follicular lymphoma (P2R FL).

Source data are provided as a Source Data file for Supplementary Fig. 21a-c.

## Supplementary Technical Note 1 & 2:

### Supplementary Technical Note 1: Nuclei Isolation Optimization and Quality Control

The quality and purity of isolated nuclei are critical determinants of the success and reproducibility of scFFPE-ATAC sequencing libraries. This conclusion is based on experiments in which we performed scFFPE-ATAC on mouse FFPE spleen with and without purification of nuclei by density gradient centrifugation.

To obtain intact nuclei, rather than fragmented nuclei with chromatin leakage, the tissue section thickness should be greater than 10  $\mu\text{m}$ . In our protocol development, we identified two major factors influencing nuclei quality and purity: enzymatic digestion efficiency and debris removal. Below, we outline both the experimental considerations and the quality control measures used to optimize nuclei isolation.

#### 1. Enzymatic digestion to release nuclei

Complete enzymatic digestion is essential to release nuclei from the surrounding extracellular matrix. Incomplete digestion can result in nuclear doublets and hinder accurate single-cell chromatin profiling—particularly when distinct cell types, such as T cells and tumor cells, are embedded within fibrotic tissue regions. We optimized the enzymatic digestion step using collagenase and hyaluronidase, noting that both enzyme concentration and digestion time vary significantly by tissue type. To determine optimal conditions, we performed a matrix of digestion experiments varying enzyme concentrations and incubation durations. At each time point, small aliquots were taken and assessed under a fluorescence microscope to evaluate digestion efficiency using nuclear staining (e.g., DAPI or Hoechst) (Supplementary Technical Note Figure 1).

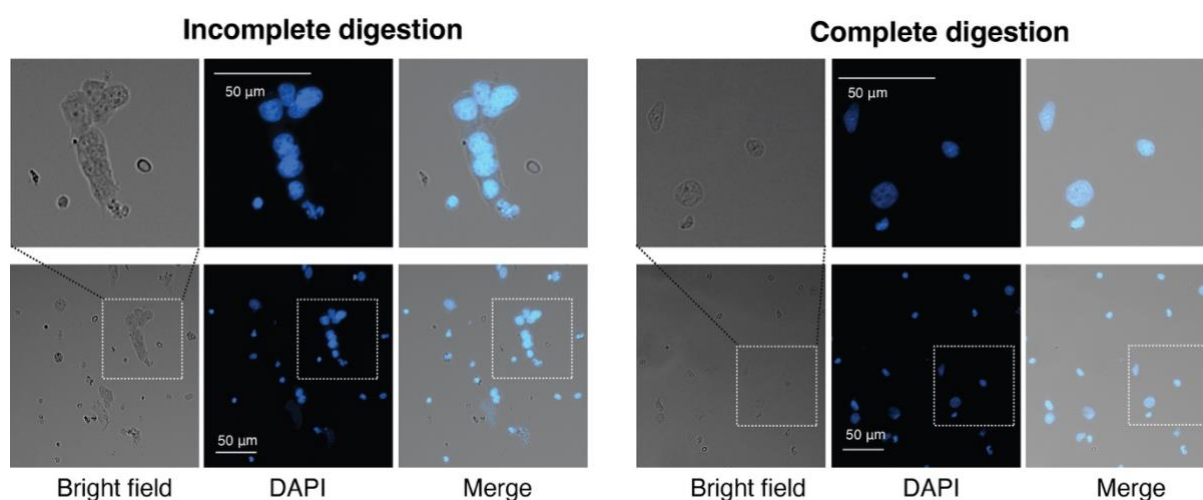

**Supplementary Technical Note Figure 1: Comparison of human lung tumor nuclei after complete and incomplete digestion, visualized by nuclear staining under microscopy.**

#### 2. Density gradient centrifugation for debris removal

The second key parameter was density gradient centrifugation, which proved essential for removing extracellular matrix components and cellular debris. Without density gradient centrifugation, we observed considerable debris, whereas with density gradient centrifugation, there was little to none (Supplementary Technical Note Figure 2).

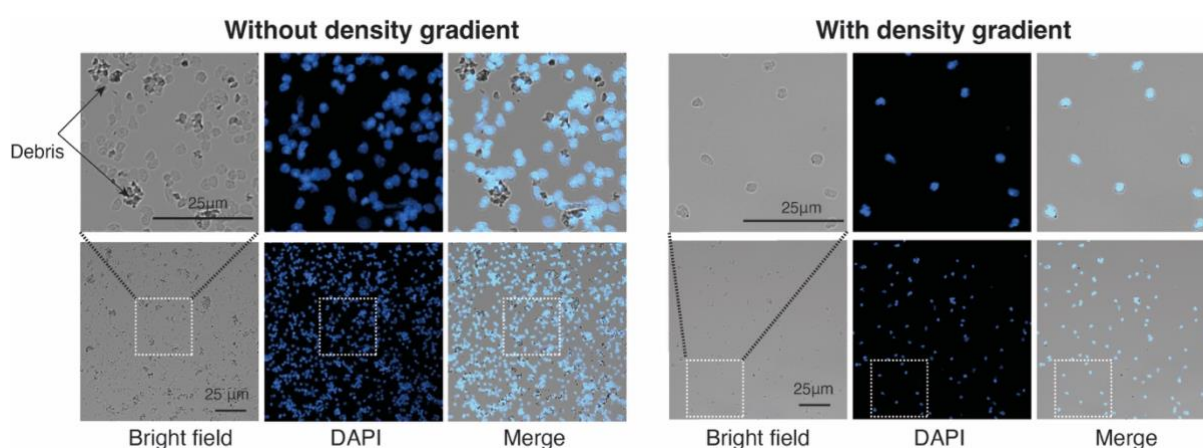

**Supplementary Technical Note Figure 2: Comparison of mouse FFPE spleen nuclei with and without density gradient centrifugation.** The white box indicates the zoomed-in area of the upper row shown in the lower row.

We evaluated nuclei quality using the following two criteria:

**(1). Morphological integrity**

Nuclei were examined under a fluorescence microscope following nuclear staining. High-quality nuclei appeared intact, round, and evenly stained, with minimal clumping or fragmentation. The presence of nuclear doublets, irregular shapes, or signs of lysis was used as an indicator of suboptimal enzymatic digestion or incomplete removal of the extracellular matrix.

**(2). Extracellular matrix components and cellular debris content**

Debris was visually assessed in the stained nuclei preparation together with bright-field microscopy (Supplementary Technical Note Figure 2). Low-quality samples displayed abundant granular debris and extracellular contaminants, which could interfere with downstream enzymatic steps such as Tn5 tagmentation and ligation during the split-and-pool barcoding workflow. We aimed to minimize debris as much as possible, either through multiple rounds of density gradient centrifugation or by incorporating flow cytometric sorting, combining nuclear staining with gating strategies to exclude debris.

We did not observe a major difference in DNA size distribution between the conditions with and without density gradient centrifugation in mouse FFPE spleen nuclei (Supplementary Technical Note Figure 3a). We used cutoffs of 200 bp, 300 bp, 400 bp, and 500 bp to measure the ratio of DNA below and above each cutoff, and the ratios were very similar between the conditions with and without density gradient centrifugation.

We compared single-cell FFPE-ATAC libraries prepared with and without density gradient centrifugation using mouse FFPE spleen tissue. 

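The data analysed here for the condition without density gradient centrifugation are the accessible chromatin peaks of 1 scFFPE-ATAC library from mouse FFPE spleen. In scFFPE-ATAC, nuclei are released from formalin-fixed paraffin-embedded tissue, their open DNA is tagged with barcoded Tn5 transposase, and cell barcodes are added by split-and-pool ligation. Density gradient centrifugation separates nuclei from debris, and this step was left out here. The library held 25343 peaks covering 8.81 Mb of mm10, with a median width of 298 bp. According to the methods, reads were aligned to mm10 with BWA mem v0.7.17, duplicates were removed with an in-house script, peaks were called with MACS2 v2.1.2 at a q-value of 0.01, and blacklisted regions were removed with bedtools v2.30.0. Peaks were called per library and not per cell, and the list holds no cell barcodes, no reads and no number of cells. The methods describe the filter for high-quality cells after peak calling, so reads of barcodes that failed it may be included. The fold enrichment and −log10 q of each peak are the authors' own values, with medians of 5.24 and 10.4 in this list. They served mainly to describe, rank or filter peaks within a list. Where shares after a fold enrichment cut, or ratios of fold enrichments, are compared between lists, they also depend on the depth of each library. The gradient-purified library of this comparison was not analysed here, so TSS enrichment, duplication rate and FRiP could not be set side by side. Instead, the peaks were placed beside those of the 50 µL library of Supplementary Technical Note 2, which came from the same tissue type. The libraries may differ in more than the centrifugation step, and whether that step was used is not stated for the 50 µL library by itself. The sources used here give no reaction volume and no animal for the library without density gradient centrifugation by itself. From the peaks, overlaps of at least 1 bp with the other list and with windows of 1 kb on each side of a TSS in the GENCODE annotation of GRCm38 (the assembly of mm10) were counted. With 1 library per condition no difference was tested, and exact (Clopper-Pearson) 95% intervals cover counting error only.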

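Without density gradient centrifugation, most promoters of genes that all cells use carried peaks, while promoters of the listed developmental regulators carried none. Of 29 housekeeping genes, 25 had a peak within 1 kb of a TSS (86.2%, interval 68.3 to 96.1%). Among them were Psmb2, a proteasome subunit, with a peak on chromosome 4 from 126677277 to 126677858 (fold enrichment 8.33), and Rab7, a GTPase of late endosomes, with a peak on chromosome 6 from 88045298 to 88045584 (fold enrichment 7.65). None of 20 developmental regulators with CpG island promoters, among them Pax6 and Lhx2, had one, a count of 0 whose interval reaches 16.8%. The 50 µL library had a peak at 5 of these 20 promoters, those of Pax6 and Lhx2 included. Whether these genes are silent in this tissue was not tested. The most significant promoter peaks lay at Diaph3, which encodes a formin, on chromosome 14 from 87141122 to 87141577 (fold enrichment 11.4), and at Sumf2 on chromosome 5 from 129846814 to 129847238 (fold enrichment 12.7). Over the whole list, 11166 peaks lay at promoters (44.1%, interval 43.4 to 44.7%), against a mean of 7.32% when peaks of the same widths were placed at random, a ratio of 6.02. Introns held 22.0% of the peaks and distal intergenic DNA 20.9%. At least 1 promoter peak was present at 9565 of 21924 protein-coding genes (43.6%, interval 43.0 to 44.3%).
Promoter peaks had a median −log10 q of 12.0 and other peaks of 9.45. Taking the 10000 most significant peaks of each list on the reference chromosomes, 55.6% lay at promoters without density gradient centrifugation (interval 54.6 to 56.6%) and 59.4% in the 50 µL reaction system (interval 58.4 to 60.4%). For the top 2500 the shares were level, 70.2% and 70.3%. For the top 1000 the order was reversed, 75.3% (interval 72.5 to 77.9%) and 71.8% (interval 68.9 to 74.6%), with overlapping intervals. At equal list length the shares were close, since 44.3% of the 25292 peaks on the reference chromosomes in the equally long 50 µL list lay at promoters (interval 43.7 to 44.9%). These are shares of called peaks, and TSS enrichment of all reads also counts reads outside peaks.

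**Figure D1:**
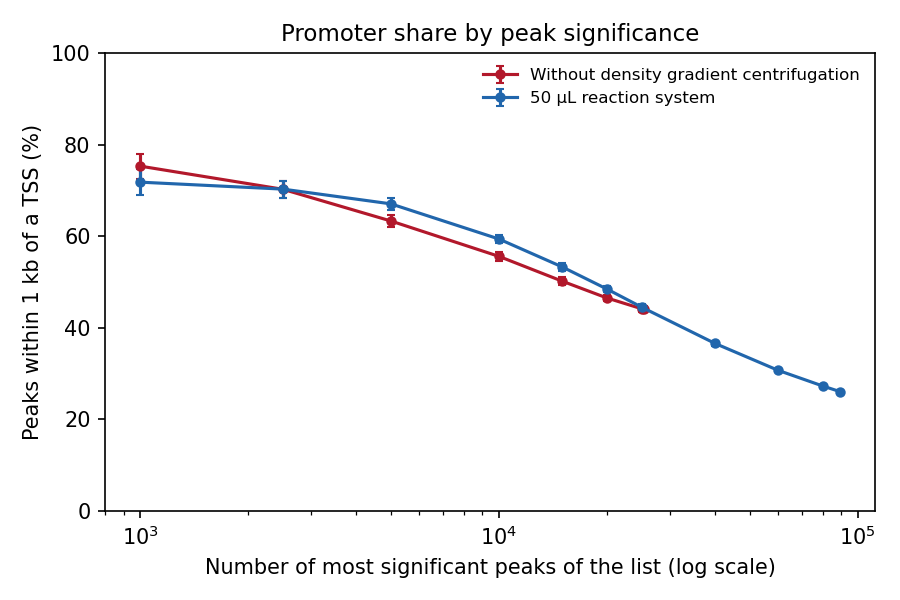
Share of peaks within 1 kb of a TSS (y axis, percent) among the most significant peaks of each list (x axis, number of peaks, log scale), ranked by the authors' −log10 q. Points are shares in the library without density gradient centrifugation (red) and in the 50 µL library (blue), bars are exact 95% intervals, and the red line ends at 44.1% for the whole shorter list.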

In the scFFPE-ATAC library analysis of nuclei with and without density gradient centrifugation (Supplementary Technical Note Figure 3b–f), we observed lower TSS enrichment, higher duplication rates, and a lower fraction of reads in peaks (FRiP) in the condition without density gradient centrifugation (Supplementary Technical Note Figure 3b, 3c). We were only able to decipher single-cell chromatin accessibility profiles in the condition with density gradient centrifugation, but not

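Promoters of B cell, T cell and myeloid genes were among those with peaks without density gradient centrifugation. Of 25 B cell genes, 15 had a promoter peak (60.0%, interval 38.7 to 78.9%), among them Bank1, a B cell scaffold protein (chromosome 3 from 136247411 to 136247712, fold enrichment 5.25), Bach2, a transcription factor of B cells (fold enrichment 4.32), and Cr2, the complement receptor CD21 (fold enrichment 4.19). Of 26 T cell genes, 6 had one (23.1%, interval 8.97 to 43.6%), namely Gata3 with a fold enrichment of 6.35, Lat with 7.33, Lck with 4.95, Cd5 with 4.89, Lef1 with 3.50 and Cd3d, a chain of the T cell receptor complex, with 5.66 (chromosome 9 from 44986536 to 44986808). Every annotated TSS of a gene counted, also those inside it. The Cd3d peak lay near the 3' end of its gene (44981786 to 44987339, plus strand). The Bank1 peak lay inside its gene (136053363 to 136326066, minus strand), far from the 5' end. Of 26 myeloid genes, 6 had a promoter peak, with Spic, the factor of red pulp macrophages, at a fold enrichment of 5.45 and Maf at 4.68. Promoters of Cd3e, Cd3g, Tppp3 and Vcam1, which the paper uses as examples of active genes in mouse spleen, carried no peak in this list. Peaks were present at promoters of 1 of 11 NK cell, 2 of 10 dendritic cell, 2 of 15 erythroid, 1 of 7 megakaryocyte and 3 of 17 endothelial and stromal genes, and at 1 of 27 genes of other tissues (Ckm, the muscle creatine kinase).
Set beside an equally long list of the most significant 50 µL peaks, the B cell count was 15 of 25 in both, while that list held 15 of the 26 T cell promoters (57.7%, interval 36.9 to 76.6%). It held 10 T cell promoters with no peak without density gradient centrifugation, among them those of Cd28, Zap70, Tcf7 and Bcl11b. The myeloid counts were 6 and 8 of 26. Among 10000 random lists of protein-coding genes, the B cell list without density gradient centrifugation stood at percentile 94.7, the T cell list at 1.73 and the myeloid list at 1.55, and among lists matched on promoter CpG content at 100.0, 34.2 and 38.0. With peaks of fold enrichment of at least 4 alone, the B cell share without density gradient centrifugation was 28.0%, at percentile 11.9 of the unmatched random lists. The peaks are those of the whole library, so a promoter peak gives no cell type for any single cell.

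**Figure D2:**
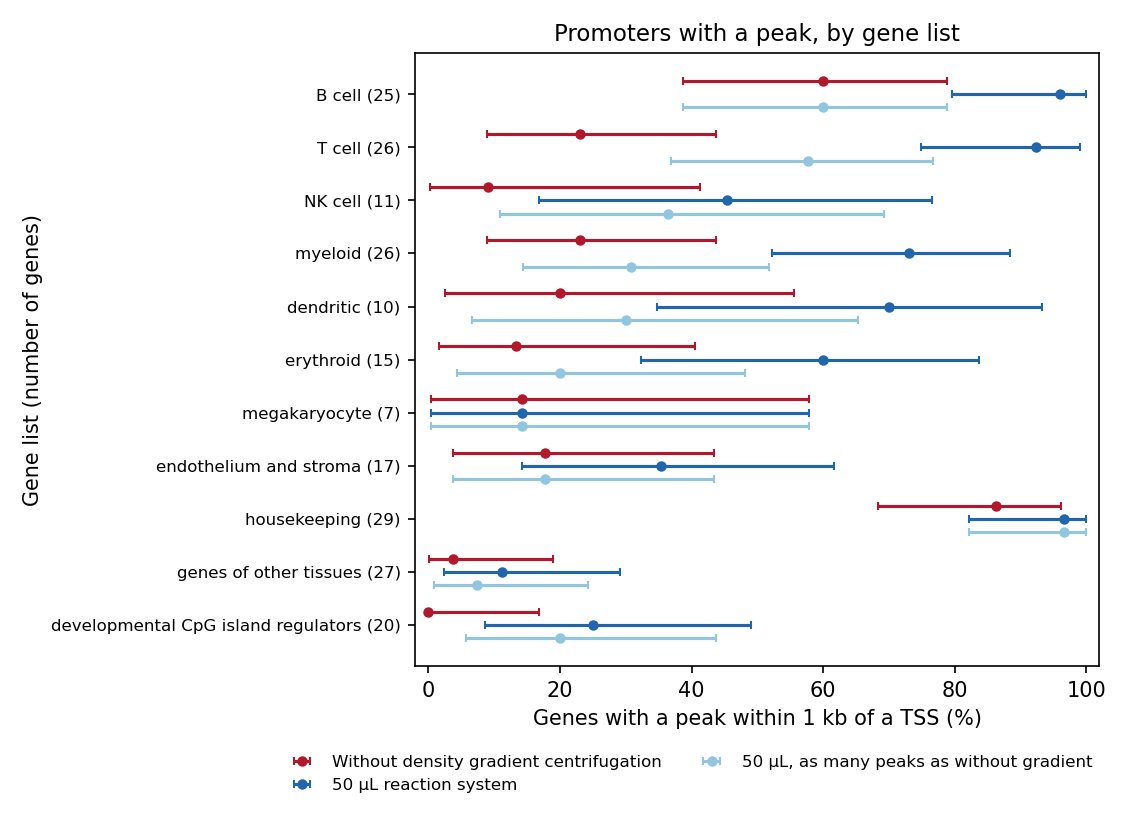
Share of the genes of each list with a peak within 1 kb of a TSS (x axis, percent; y axis, gene lists with their number of genes). Points are the library without density gradient centrifugation (red), the 50 µL library (dark blue) and an equally long list of its most significant peaks (light blue), with exact 95% intervals. For T cell genes the red point lies at 23.1% and the light blue point at 57.7%, while for B cell genes both lie at 60.0%.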

without it, as we could not clearly separate cell types or detect gene activities (Supplementary Technical Note Figure 3d–f). 

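Counting any overlap of at least 1 bp, most peaks called without density gradient centrifugation had a counterpart in the 50 µL library. Of the 25343 peaks, 24140 overlapped a 50 µL peak (95.3%, interval 95.0 to 95.5%), against a mean of 2.80% over 100 random placements of peaks of the same widths. Both lists held the same intergenic peak on chromosome 3 from 35680490, 14503 bp from the TSS of Gm6639 and first by significance without density gradient centrifugation (fold enrichment 18.7). The 1203 peaks with no counterpart were weaker, with a median −log10 q of 7.45 against 10.7 for the shared peaks, and 17.9% of them lay at promoters (interval 15.7 to 20.2%), against 45.4% of the shared ones. Repeats made up 15.8% of the bases around their summits, against 10.5% for the shared peaks and 34.1% at random positions. With a reciprocal overlap of 50% the shared part was 54.2%, with peaks of fold enrichment of at least 4 alone it was 62.8%, and against an equally long 50 µL list it was 68.4%. In the opposite direction, 26.3% of the 89382 peaks were shared (interval 26.1 to 26.6%), with a large dependence on significance: 91.9% of the promoter peaks in the most significant decile of the 50 µL list were also present without density gradient centrifugation (interval 91.1 to 92.6%) and 75.1% of its other peaks, and 3.89% (interval 2.94 to 5.05%) and 1.79% of those in the least significant decile. Tn5 insertions scattered evenly by debris would add reads outside peaks, which these lists do not hold. Measured on reads, the unpurified nuclei had lower TSS enrichment and FRiP and a higher duplication rate (Supplementary Technical Note Figure 3b, 3c). The paper proposes that unpurified nuclei, and debris above all, may lead Tn5 to bind nonspecifically. It adds that debris may also make ligation less efficient and thereby lower library quality.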

We hypothesize that unpurified nuclei, particularly debris, may promote nonspecific Tn5 binding during tagmentation, leading to low TSS enrichment scores, high duplication rates, and reduced FRiP values compared with gradient-purified nuclei. In addition, debris may reduce ligation efficiency by sequestering DNA oligos, further compromising library quality.

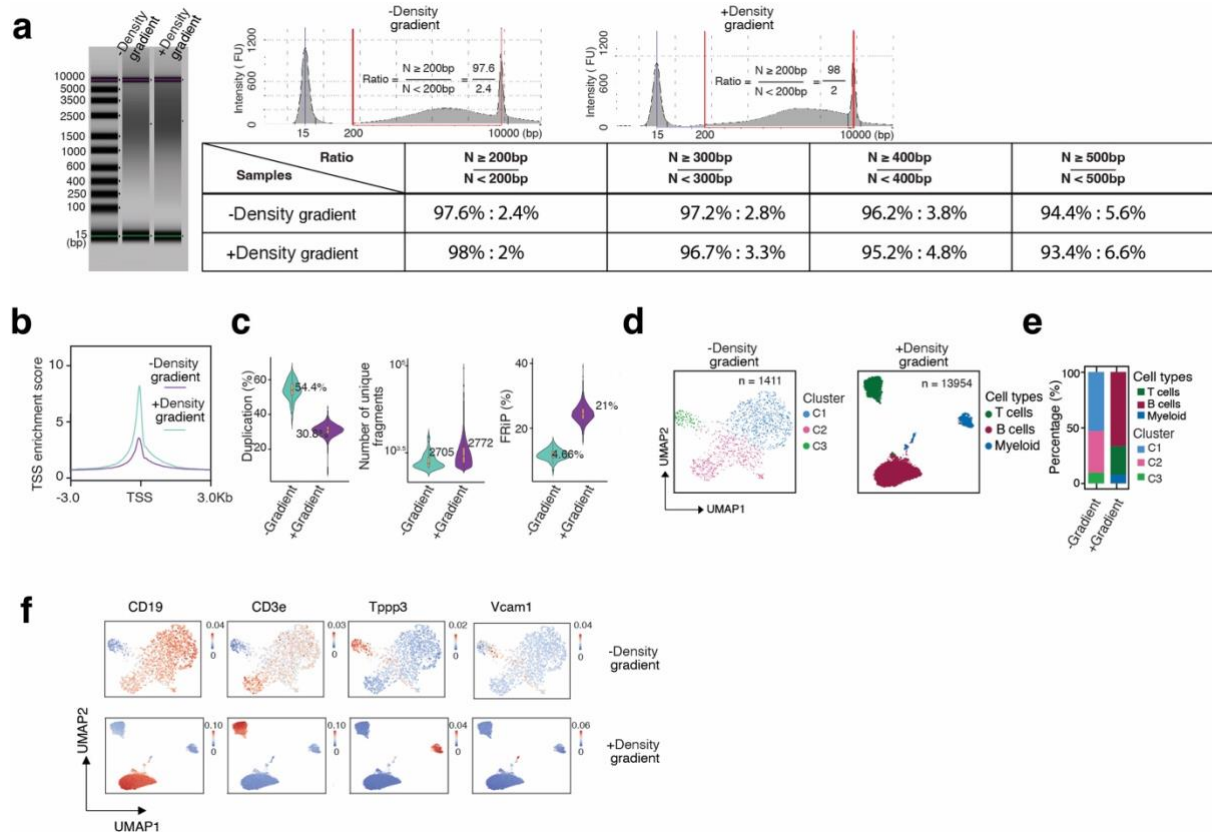

**Supplementary Technical Note Figure 3: Comparison of DNA length distribution and scFFPE-ATAC profiles from mouse FFPE spleen nuclei with and without density gradient centrifugation.**

- DNA length distribution. Three independent experiments were performed, showing consistent results.
- Sequencing signal enrichment at transcription start sites (TSSs).
- Left: duplication rate; middle: number of unique fragments; right: fraction of reads in peaks. Median values are labeled in each comparison.
- Identification of cell types from scFFPE-ATAC under different conditions.
- Proportional distribution of different cell types or clusters.
- Examples of active genes in each cell type or cluster.

We also purified DNA from human FFPE lymph nodes (stored for 8–12 years), human FFPE lung tumors (stored for 2 years), and paired primary and relapse human FFPE lymphoma samples (stored for 6–13 years) and evaluated the DNA size distribution from these samples

(Supplementary Technical Note Figure 4). The DNA from these samples showed fragmented sizes ranging from ~15 bp to 10,000 bp, spanning very short to long fragments after many years of storage under different conditions. We observed very few DNA fragments shorter than 100 bp across all samples. In all cases, more than 80% of DNA fragments were larger than 200 bp.

We then used cutoffs of 200 bp, 300 bp, 400 bp, and 500 bp to calculate the ratio of DNA fragments below and above each cutoff. These ratios showed diverse distributions among samples (Supplementary Technical Note Figure 4b, 4c). However, despite this diversity in DNA fragment size distributions, we did not observe significantly lower scFFPE-ATAC quality in these samples.

Thus, our results indicate that assessing nuclei purity after nuclei isolation, rather than relying on DNA fragment size distribution, is a more reliable parameter for evaluating suitability prior to scFFPE-ATAC.

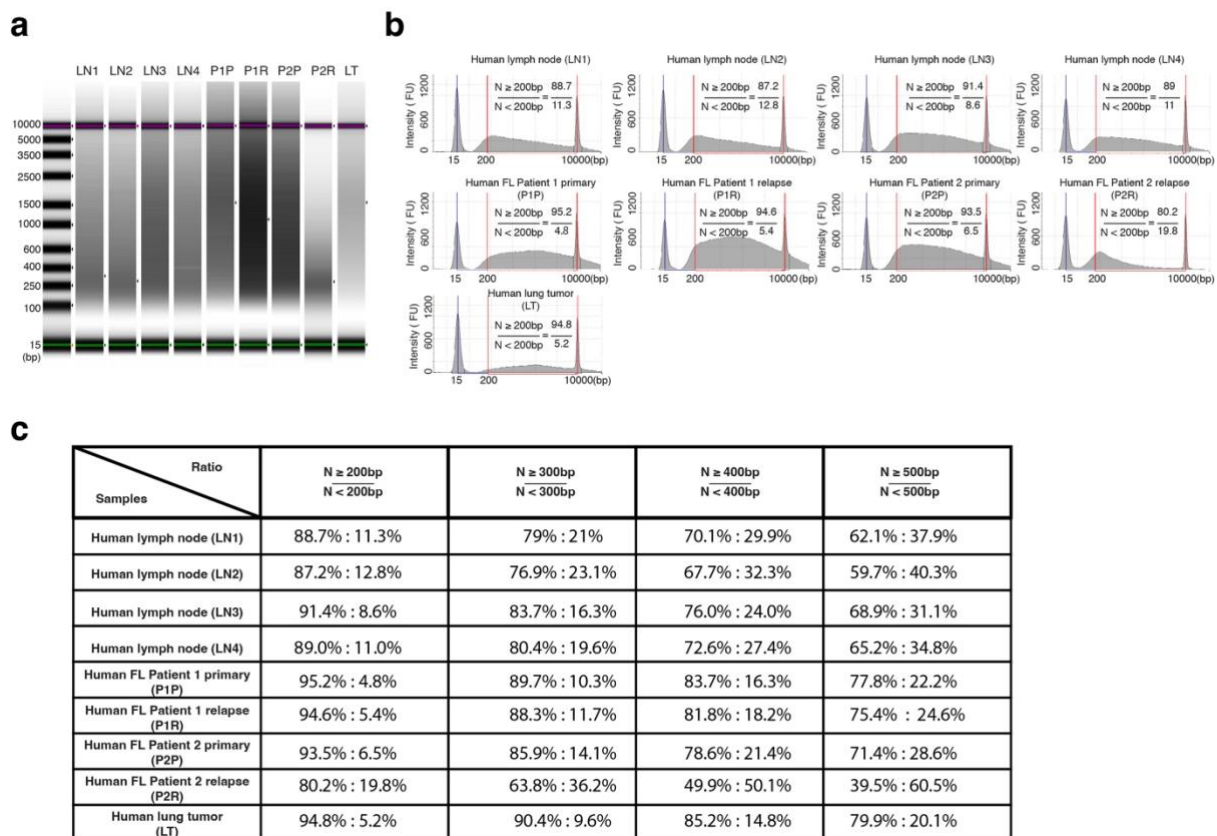

**Supplementary Technical Note Figure 4: Quantification of DNA length distribution in archived human FFPE samples, including lymph nodes (LN1–4), Patient 1 primary follicular lymphoma (P1P), Patient 1 relapse follicular lymphoma (P1R), Patient 2 primary follicular lymphoma (P2P), Patient 2 relapse follicular lymphoma (P2R), and a human lung tumor (LT).**

- Gel images from TapeStation. Three independent experiments were performed, showing consistent results.
- DNA length distribution ratio of fragments  $\geq 200$  bp vs.  $< 200$  bp.
- DNA length distribution ratios with cutoffs at 200 bp, 300 bp, 400 bp, and 500 bp.

## Supplementary Technical Note 2: Tn5 transposase reaction system in the scFFPE-ATAC.

The final concentration of Tn5 transposase in our study was determined following a previous report<sup>1</sup>. A brief description of the process is as follows: Homemade Tn5 was diluted with dilution buffer (50 mM Tris, 100 mM NaCl, 0.1 mM EDTA, 1 mM DTT, 0.1% NP-40, and 50% glycerol) to different concentrations. Tagmentation was then performed on 50 ng of purified genomic DNA instead of cells. We quantified the number of cycles required to reach one-third of the plateau fluorescence by qPCR and determined the final dilution factor of homemade Tn5 that most closely matched the number of cycles observed with Nextera TDE1.

To avoid potential nuclei aggregation during Tn5 tagmentation, we used a 100  $\mu$ L reaction system with 5  $\mu$ L of Tn5 transposase. The final concentration of Tn5 transposase, however, remained unchanged. We hypothesized that the concentration of Tn5 transposase, rather than the reaction volume, primarily affects tagmentation efficiency.

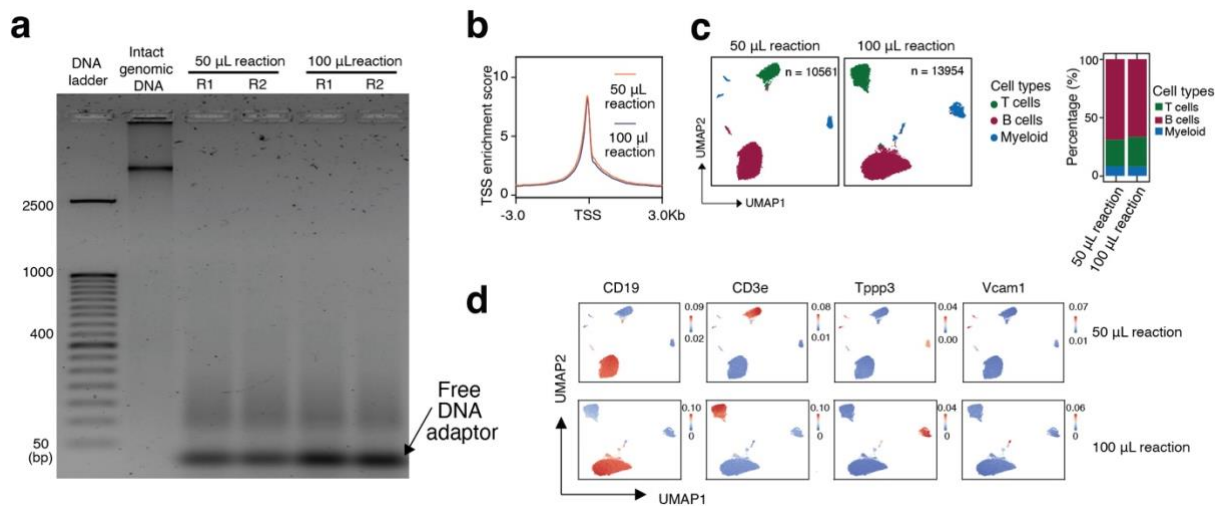

### a. Supplementary Technical Note Figure 5: Different reactions with the same concentration of Tn5 transposase for scFFPE-ATAC.

**a**, *In vitro* Tn5 transposase activity comparison using 50  $\mu$ L and 100  $\mu$ L reaction volumes with the same concentration. Two replicates were included for each assay. R1 = replicate 1; R2 = replicate 2. Three independent experiments were performed, showing consistent results. The entire gel is shown without cropping.

**b**, The TSS enrichment score in single-cell FFPE-ATAC with different reaction volumes.

**c**, Cell type identification in single-cell FFPE-ATAC with different reaction volumes (left panel: UMAP; right panel: proportion comparison).

**d**, Examples of active genes in each cell type.

To confirm our hypothesis that the concentration of Tn5 transposase does not have a dosage effect, we performed two experiments:

1. We tested Tn5 transposase activity in both 50  $\mu$ L (with 2.5  $\mu$ L Tn5 transposase) and 100  $\mu$ L (with 5  $\mu$ L Tn5) reaction volumes, keeping the final concentration of Tn5

transposase constant by using human genomic DNA. We observed that the activity was similar in both reaction volumes, with comparable size distributions of genomic DNA after tagmentation (Supplementary Technical Note Figure 5a). (Note: The absolute number of free DNA adapters is higher in the 100  $\mu$ L reaction volume because twice the amount of Tn5 was added, but this did not affect the efficiency of the tagmentation reaction.)

2. 

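The scFFPE-ATAC data analysed here for the smaller Tn5 reaction are the accessible chromatin peaks of 1 library of mouse FFPE spleen nuclei tagmented in a 50 µL reaction system, in place of the 100 µL reaction of the standard protocol. The library held 89382 peaks with a covered length of 38.0 Mb, a median width of 326 bp, a median fold enrichment of 3.29 and a median −log10 q of 13.1. The protocol text deposited with both libraries describes a volume of 100 µL, whereas the paper and the title of this library give 50 µL, and the paper's volume is used here. Whether its nuclei passed density gradient centrifugation is not stated for this library by itself. Alignment, peak calling and counting were as for the library without density gradient centrifugation, and 166 peaks on scaffolds were left out of all shares by genomic annotation. The 100 µL library of the comparison was not analysed here, so the values describe the 50 µL library alone, with no replicate.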

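Promoters of B cell, T cell and myeloid genes all carried peaks in the 50 µL reaction system. Of 25 B cell genes, 24 had a promoter peak (96.0%, interval 79.6 to 99.9%), and the exception was Cd180. Ebf1, a factor that specifies B cells, had a promoter peak with a fold enrichment of 3.45. Of 26 T cell genes, 24 had a promoter peak (92.3%, interval 74.9 to 99.1%), with Cd3g and Cd4 as the exceptions. Cd3e, a chain of the T cell receptor complex, had its peak on chromosome 9 from 45009621 to 45010006 (fold enrichment 2.52), and Cd28, a costimulatory receptor, on chromosome 1 from 60746162 to 60746640 (fold enrichment 5.06). Of 26 myeloid genes, 19 had one (73.1%, interval 52.2 to 88.4%), among them Spic with a fold enrichment of 7.62, Tppp3 with 8.39 (chromosome 8 from 105471420 to 105471834) and Vcam1, an adhesion molecule of red pulp macrophages, with 3.57 (chromosome 3 from 116129436 to 116129654). For genes of rarer cell types of the spleen, peaks lay at 7 of 10 dendritic cell, 9 of 15 erythroid, 5 of 11 NK cell and 6 of 17 endothelial and stromal promoters, and at 1 of 7 megakaryocyte promoters. Genes of other tissues had 3 of 27 promoters with a peak and developmental regulators 5 of 20, while housekeeping genes had 28 of 29 (all but Eef2).
Against 10000 random gene lists, the B cell list stood at percentile 100.0, the T cell list at 99.99, the myeloid list at 95.6, the dendritic cell list at 79.1, the erythroid list at 59.5, the NK cell list at 23.2, the endothelial and stromal list at 4.01 and the megakaryocyte list at 1.64. Against lists matched on promoter CpG content these were 100.0, 100.0, 100.0, 97.1, 98.8, 87.4, 32.2 and 28.2, and the list of other tissues stood at 0.075. With peaks of fold enrichment of at least 4 alone, which keeps 24640 peaks, promoter peaks remained at 8.00% of the B cell, 46.2% of the T cell and 30.8% of the myeloid genes, at percentiles 0.02, 79.5 and 22.2 of the unmatched random lists. Over the library, 26.1% of 89216 peaks lay at promoters (interval 25.8 to 26.4%), or 3.47 times the mean of 7.52% for random placements, 33.3% in introns and 24.0% in distal intergenic DNA. A promoter peak was present at 12396 protein-coding genes (56.5%). The most significant promoter peak was that of Sh3bp4 on chromosome 1 from 89069698 to 89070527 (fold enrichment 10.1). Promoter peaks had a median fold enrichment of 3.57 (interval 3.55 to 3.59) and other peaks of 3.22 (interval 3.21 to 3.23). The number of reads and cells behind the list is not known, and a longer list reaches more promoters whatever the cells.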

We conducted a scFFPE-ATAC experiment using mouse FFPE spleen in a 50  $\mu$ L reaction system and found that the quality of scFFPE-ATAC was comparable to that obtained with the 100  $\mu$ L system in terms of TSS enrichment, cell type detection, and single-cell epigenetic profiles, among other metrics (Supplementary Technical Note Figure 5b–d).

In summary, our results indicate that the concentration of Tn5 transposase, rather than the reaction volume or total dosage, is the key factor affecting tagmentation efficiency. Therefore, our results indicate that both the 50  $\mu$ L and 100  $\mu$ L reaction systems are effective.

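Binding sequences of blood cell transcription factors lay under the summits of the 50 µL peaks. The sequence of PU.1, the factor of myeloid and B cells encoded by Spi1, lay in 1.83% of the 200 bp windows around 89214 summits (interval 1.74 to 1.92%) and in 0.479% of the windows 2 kb away. RUNX sites, which the paper names for T cells, lay under 3.66% of summits, a ratio of 1.59 to the windows 2 kb away, and the octamer of POU2F factors, named for B cells, under 1.53% against 1.24%. Sites of CTCF, which insulates chromatin domains, lay under 2.68% against 0.142%, and ETS sites under 0.156% against 0.0292%. E-boxes of TCF3 were as common under summits (9.00%, interval 8.81 to 9.19%) as 2 kb away (8.99%). They were less common in dinucleotide-preserving shuffles of the summit windows (8.19%). EBF1 sites were slightly more common under summits (0.501%, interval 0.456 to 0.550%) than 2 kb away (0.455%), and TCF7L2/LEF1 sites were less common (1.44% against 1.66%). GATA1, AP-1 and T-box sites were also not more common under summits. No summit window held the full palindrome of MAF. It lay in only 0.00336% of the windows 2 kb away and 0.00112% of the shuffles, too few for its absence to decide anything about MAF. Shares of exact matches to a consensus miss weaker sites, and dinucleotide-preserving shuffles of the same windows held 0.327% for PU.1, 2.37% for RUNX, 0.330% for EBF1 and 1.38% for GATA1, the last below its share of 1.51% under summits.
From the similar activity on genomic DNA in both volumes and the comparable quality of the 50 µL library (Supplementary Technical Note Figure 5), the paper reasons that the concentration of Tn5 transposase, rather than the reaction volume or its total amount, is the key factor affecting tagmentation efficiency.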

## **Supplementary Tables 1-24:**

**Supplementary tables 1: Details of the experiments and sample information.**

**Supplementary tables 2: Summary of DNA oligo sequences used in this study.**

**Supplementary Table 3: Cell type specific active genes predicted from scFFPE-ATAC in mouse FFPE spleen.** A two-sided Wilcoxon rank-sum test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 4: Cell type specific active genes predicted from single cell-ATAC in mouse fresh spleen.** A two-sided Wilcoxon rank-sum test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 5: Cell type specific accessible chromatin peaks from scFFPE-ATAC identified in mouse FFPE spleen.** A two-sided t-test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 6: Cell type specific accessible chromatin peaks from single cell-ATAC identified in mouse fresh spleen.** A two-sided t-test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 7: Cell type specific active genes predicted from joined single cell-ATAC in mouse fresh spleen and scFFPE-ATAC in mouse FFPE spleen.** A two-sided t-test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 8: Cell type specific accessible chromatin peaks from joined single cell-ATAC in mouse fresh spleen and scFFPE-ATAC in mouse FFPE spleen.** A two-sided t-test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 9: Cell type specific active genes predicted from scFFPE-ATAC in human FFPE lymph node.** A two-sided Wilcoxon rank-sum test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 10: Cell type specific accessible chromatin peaks from scFFPE-ATAC in human FFPE lymph node.** A two-sided t-test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 11: List of gene ontology enriched from cell type specific accessible chromatin peaks from scFFPE-ATAC human FFPE lymph node.** A one-sided Fisher's exact test was applied in the significance test. The adjusted p-values were corrected using the Benjamini–Hochberg (BH) method.

**Supplementary Table 12: Cell type specific active genes predicted from scFFPE-ATAC in tumor center (TC) and invasive edge (IE) of human FFPE lung cancer.** A two-sided Wilcoxon rank-sum test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 13: Cell type specific accessible chromatin peaks from scFFPE-ATAC in tumor center (TC) and invasive edge (IE) of human FFPE lung cancer.** A two-sided t-test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 14: Differential accessible chromatin peaks from the epithelial cells in tumor center (TC) and invasive edge (IE) of human FFPE lung cancer.** A two-sided t-test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 15: List of gene ontology enriched from the epithelial cells in tumor center (TC) and invasive edge (IE) of human FFPE lung cancer.** A one-sided Fisher's exact test was applied in the significance test. The adjusted p-values were corrected using the Benjamini–Hochberg (BH) method.

**Supplementary Table 16: Cluster-specific accessible chromatin peaks identified in pseudotime trajectory analysis.** A two-sided Wilcoxon rank-sum test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 17: Cluster-specific transcription factor enrichment identified in pseudotime trajectory analysis.**

**Supplementary Table 18: Cell type specific active genes predicted from scFFPE-ATAC in paired primary and relapse human lymphoma.** A two-sided Wilcoxon rank-sum test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 19: Cell type specific accessible chromatin peaks from scFFPE-ATAC ATAC in paired primary and relapse human lymphoma.** A two-sided t-test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 20: Cluster-specific active genes identified through pseudotime trajectory analysis in paired primary and relapse human lymphoma samples.** A two-sided Wilcoxon rank-sum test was applied in the significance test. The false discovery rate

(FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 21: Differential accessible chromatin peaks from the cell type of Tumor B1 in Patient 1 primary and relapse comparison.** A two-sided t-test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 22: List of gene ontology enriched from differential accessible chromatin peaks from the cell type of Tumor B1 in Patient 1 primary and relapse comparison.** A one-sided Fisher’s exact test was applied in the significance test. The adjusted p-values were corrected using the Benjamini–Hochberg (BH) method.

**Supplementary Table 23: Differential accessible chromatin peaks from the cell type of Tumor B2 in Patient 2 primary and relapse comparison.** A two-sided t-test was applied in the significance test. The false discovery rate (FDR) was adjusted using the Benjamini–Hochberg (BH) method.

**Supplementary Table 24: Cost estimation per experiment.**

## References:

1. Ma, S. et al. Chromatin Potential Identified by Shared Single-Cell Profiling of RNA and Chromatin. *Cell* **183**, 1103-1116 e1120 (2020).

How the deposited data were processed for this re-analysis (not part of the article)

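Accessible chromatin was measured by scFFPE-ATAC in 2 libraries of mouse FFPE spleen, 1 prepared without density gradient centrifugation of the nuclei and 1 prepared in a 50 µL Tn5 reaction system. For each library the deposited data are a list of peaks on mm10, called per library and not per cell. Whether reads of barcodes that failed the cell filter were included is not stated. According to the methods, the authors aligned reads with BWA mem v0.7.17, sorted them with samtools v1.17, removed duplicates with an in-house script, called peaks with MACS2 v2.1.2 (no model, no shift, q-value of 0.01) and removed blacklisted regions with bedtools v2.30.0. The submitters' processing notes name BWA and SAMtools and the builds hg38 and mm10 without versions of the tools. ATAC-seq reads are often shifted to the centre of the Tn5 insertion before peaks are called, and the stated settings used a shift of 0, so a summit can lie some bases from the insertions.

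Each peak in the deposited lists has an integer score for display, which was not used. The fold enrichment in the authors' lists is the ratio of the pileup at the summit to the local background, as MACS2 estimated it. The −log10 p and −log10 q in the deposited lists are those of MACS2 for the same summit. The position of the summit is given as an offset from the start of the peak. These values depend on the number of reads in a library, so they served mainly to describe, rank or filter peaks within 1 list. Exceptions are shares after the same fold enrichment cut in both lists and ratios of X to autosomal promoter fold enrichment. Those were set beside each other across the libraries and carry this dependence. Neither the number of reads nor the number of cells is in the peak lists, so the depth is unknown, and the number of peaks and the covered length stand in its place. No overlapping peaks were found within either list.

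The lists were compared with GENCODE vM21 genes on GRCm38, the assembly of mm10, whose chromosome names and lengths were checked against the peaks. A peak was counted at a promoter when it came within 1 kb of an annotated TSS. Every annotated TSS of a gene counted, so a promoter peak can lie inside a gene, far from its 5' end. Other classes followed the order of ChIPseeker: promoter up to 3 kb, 5' UTR, 3' UTR, exon, intron, downstream and distal intergenic. In the 50 µL list, 166 peaks on scaffolds were left out of these shares, and 1 of its mitochondrial peaks runs past the end of the chromosome. Peaks were called shared when they overlapped a peak of the other list by at least 1 bp. Random expectations came from 100 placements of peaks of the same widths on the known bases of the same chromosomes. The share of each of 11 gene lists with a promoter peak was set beside 10000 random lists of protein-coding genes of the same size, drawn at random or matched on quintiles of promoter CpG content. The lists (B cell, T cell, NK cell, myeloid, dendritic, erythroid, megakaryocyte, endothelium and stroma, housekeeping, genes of other tissues, developmental regulators) were written from textbook knowledge and the paper. The erythroid gene Ahsp was not found in the annotation and was left out. As a longer list reaches more promoters, the 50 µL list was also reduced to its 25343 most significant peaks. The 15 consensus sequences, of which 10 belong to factors the paper names for spleen cell types, were searched on both strands in 200 bp around summits, in windows 2 kb away and in dinucleotide-preserving shuffles.

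The gene lists, consensus sequences, comparisons and alternatives were fixed before the data were examined. Genes named in the text are those the paper names for mouse spleen, the 4 members of each list with the most significant promoter peak in the 50 µL library, up to 10 members of the B cell, T cell and myeloid lists with a promoter peak without density gradient centrifugation, and the genes nearest to the 10 most significant peaks of each library on the reference chromosomes. Other names given as members of a list with or without a peak were chosen after their values were seen. There was 1 library per condition, so no significance test was made and no p-value is given. The tests of explanations in the closing section compare values, counts or intervals only. Shares have exact (Clopper-Pearson) 95% intervals that cover counting error only. Alternatives were a −log10 q above 5, a fold enrichment of at least 4, unmerged peaks, autosomes only, another overlap rule, other promoter windows, lists of equal length, annotation by summit, gene regions from 5 kb upstream to the gene end, and other motif windows. Counting, annotation and motif search were checked on simulated data, in which a promoter share of 30.0% and motifs planted in 30.0% of windows were recovered. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

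The libraries against which the paper compared these 2, with density gradient centrifugation and with a 100 µL reaction, were not analysed here. TSS enrichment, duplication rates, FRiP, clustering and gene activity scores need reads or cells and were not computed. The tables of cell type peaks that accompany the paper come from other libraries and were not used.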

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

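The tests on the numbering of the peaks, on the ranking of peaks and on promoter CpG quintiles were chosen only after the results were seen. The paper does not discuss peaks on the Y chromosome or on scaffolds, or CTCF sites, in these libraries, and the values below stood above what a count of 0 or the control windows allow.

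The 50 µL library had 49 peaks on the Y chromosome and 166 on scaffolds, whereas the library without density gradient centrifugation had 0 on either. The Y chromosome peaks included promoters of Uty (1245401 to 1246358, fold enrichment 7.58), Eif2s3y (fold enrichment 6.20) and Kdm5d (fold enrichment 5.83), so 3 of 4 Y genes examined had a promoter peak. List length alone argues against itself as the cause, since the equally long 50 µL list kept 11 Y chromosome peaks. Part of the list without density gradient centrifugation may have been removed after peak calling. In that list 91 peak numbers are missing between chromosomes 9 and X, where mitochondrial and unplaced scaffold peaks sort. The 50 µL list has 0 missing there. Numbers are missing elsewhere too, 978 in the whole list without density gradient centrifugation and 2054 in the 50 µL list. Between other neighbouring autosomes the largest numbers missing are 21 and 28. Peaks of the Y chromosome sort last, so their removal would leave no such trace. Animals of different sex stay open as well. Relative to autosomal promoters, X promoters with peaks in both libraries had a median fold enrichment ratio of 1.03 without density gradient centrifugation (bootstrap interval 0.988 to 1.08). In the 50 µL library it was 1.26 (interval 1.23 to 1.32). The ratio also depends on how background was estimated. Xist counted as having a promoter peak in both libraries, but these peaks only reached the edge of the window. Their summits lay 1043 bp (without density gradient centrifugation) and 1067 bp (50 µL) from the TSS, so they cannot decide the question.

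The 50 µL library had 3.53 times as many peaks as the library without density gradient centrifugation and 4.31 times its covered length. Fewer cells or reads behind the shorter list remain a candidate explanation, as 95.3% of its peaks overlapped a 50 µL peak by at least 1 bp. That share depended on the rule. It was 85.4% with summits within 250 bp and 68.4% against the equally long 50 µL list. With fold enrichment of at least 4 it was 62.8%, and with a reciprocal overlap of 50% it was 54.2%. Insertions spread by debris and called as peaks would lengthen a list, so the 4.75% of peaks with no counterpart (interval 4.49 to 5.02%) do not bear on why this list is shorter. The density gradient, the reaction volume, the number of nuclei and the animal cannot be separated with 1 library each.

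At equal list length, 6 of 26 T cell promoters had a peak without density gradient centrifugation and 15 of 26 in the 50 µL list, while B cell promoters had 15 of 25 in both. A loss of promoters with few CpG is argued against: weighted to the CpG quintiles of the T cell list, the shares of 21898 other protein-coding promoters differed by 1.70 points between the equally long lists (bootstrap interval 1.19 to 2.23), against 34.6 points for the T cell list (interval 15.4 to 57.7). The ranking used to shorten the 50 µL list cannot be told apart from other causes. With peaks of fold enrichment of at least 4 the T cell shares were 19.2% (interval 6.55 to 39.4%) and 46.2% (interval 26.6 to 66.6%). These intervals overlap, but so do those at equal length (8.97 to 43.6% and 36.9 to 76.6%), so their overlap cannot decide. The T cell shares kept their order, while the B cell shares moved from 60.0% in both lists to 28.0% and 8.00%. Fewer T cells among the nuclei cannot be told apart from other causes: TCF7L2/LEF1 sites lay under 1.34% of distal summits without density gradient centrifugation and 1.53% in the equally long 50 µL list, with overlapping intervals, and RUNX sites under 5.34% and 5.00%.

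CTCF sites lay under 7.94% of summits without density gradient centrifugation (interval 7.61 to 8.28%), against 0.178% of windows 2 kb away.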

How the results depend on the processing

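Of 279 alternative values for 49 main results, all planned before the data were examined, 231 stayed within the interval of the main value or within 1.5 times a count. Of 581 further values for 139 results on single genes, motifs and medians, 86 moved, among them the covered length of the 50 µL library, 15.0 Mb with fold enrichment of at least 4. The cause of the other 48 and of these 86 was not tested unless the construction shows it. No paired analysis was possible because each condition has 1 library and the results come from no significance test, and for the same reason no replicate could be left out. Merging changed nothing, since no peaks overlapped within a list, so values for unmerged peaks equal the main values by construction. Random lists matched on promoter CpG content likewise leave the share as it was and change only the percentile. Both kinds are among the 231, which therefore overstate how stable the results were. For the T cell list without density gradient centrifugation the percentile was 1.73 with unmatched and 34.2 with matched lists.

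With fold enrichment of at least 4, which keeps fewer peaks, the 50 µL library had 24640 peaks; 62.8% of the peaks without density gradient centrifugation and 53.6% of the 50 µL peaks were shared; 37.0% of the 50 µL peaks lay at promoters, 24.9% in introns and 24.8% in distal intergenic DNA, 3.05% on the X and 0.0812% on the Y chromosome. The B cell share was 28.0% without density gradient centrifugation and 8.00% in the 50 µL library, also at equal length. That order is opposite to the main values of the full lists (60.0% and 96.0%), while at equal length both main values were 60.0%. The dendritic share without density gradient centrifugation was 0%. In the 50 µL library the T cell share was 46.2%, the myeloid 30.8%, the dendritic 20.0%, the erythroid 20.0% and the housekeeping 62.1%, the last also at equal length. With −log10 q above 5, promoter shares were 44.7% and 26.7%, and the intron share of the 50 µL library 32.8%.

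Shares of overlapping peaks were 54.2% and 15.4% with a reciprocal overlap of 50%, 85.4% and 24.2% with summits within 250 bp, and 68.4% and 65.5% at equal length (without density gradient centrifugation first). Promoter shares were 53.9% and 38.4% within 3 kb, 40.5% and 21.3% from 1000 bp upstream to 200 bp downstream, 40.0% and 22.3% for protein-coding genes, and 44.3% for the 50 µL library at equal length. By summit, introns held 23.2% and 35.3%, and distal DNA 24.4% in the 50 µL library. Within 3 kb, the B cell share without density gradient centrifugation was 84.0%, and in the 50 µL library the T cell share was 100.0% and the erythroid 93.3%. From 5 kb upstream to the gene end, wider windows gave 88.0% of B cell, 50.0% of T cell, 50.0% of myeloid and 60.0% of dendritic genes without density gradient centrifugation, and 100.0% of B cell, 100.0% of T cell, 93.3% of erythroid and 40.7% of other tissues' genes in the 50 µL library.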

Other observations

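CTCF sites were the feature by which the list without density gradient centrifugation differed most from an equally long 50 µL list among the 15 consensus sequences searched. Beyond 3 kb from a TSS, a CTCF site lay under 11.9% of summits without density gradient centrifugation (interval 11.4 to 12.5%) and under 5.35% in the equally long 50 µL list (interval 4.95 to 5.77%). Among the 8004 peaks without density gradient centrifugation that the equally long list lacked, 12.4% had a CTCF site under the summit, and among the 8689 peaks of that list with no counterpart, 2.62% had one. Where the lists overlapped, the shares under the summit were 5.88% and 4.17%, and the shares with a site anywhere in the peak 6.78% and 7.60%, at median widths of 332 and 695 bp. Sites of PU.1 beyond 3 kb from a TSS lay under 3.41% and 3.10% of summits and those of IRF factors under 1.02% and 1.03%, with overlapping intervals. The E-box of TCF3 lay under 12.7% (interval 12.1 to 13.3%) and 10.6% (interval 10.1 to 11.2%), intervals that do not overlap. Dinucleotide-preserving shuffles of these windows held 11.8% and 9.39%, so the ratio to shuffles was lower without density gradient centrifugation (1.07 against 1.13). The ratio to windows 2 kb away had the opposite order (1.42 against 1.14), so the controls do not settle whether E-boxes differ between the lists. EBF1 sites lay under 0.814% (interval 0.659 to 0.994%) and 0.574% (interval 0.445 to 0.729%).

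Promoters with a peak in the 50 µL library and none without density gradient centrifugation included Il2rb, the interleukin 2 receptor beta chain of NK and T cells (fold enrichment 6.29), Zbtb46, a factor of dendritic cells (fold enrichment 5.66), Epor, the erythropoietin receptor (fold enrichment 6.49), and Lhx2, a developmental regulator (fold enrichment 5.97). No member of the 11 gene lists had a promoter peak without density gradient centrifugation alone. In both libraries Itga2b, the platelet integrin, was the 1 megakaryocyte gene of 7 with a promoter peak, at fold enrichments of 5.58 and 10.6. These peaks lay at different TSSs inside the gene (chromosome 11 from 102453297 to 102470122, minus strand). The 50 µL peak, from 102455862 to 102456474, lay near its 3' end. Ckm was the gene of other tissues with the most significant peak in the 50 µL library (fold enrichment 7.02).

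Among the 10 most significant 50 µL peaks on the reference chromosomes, the one at the promoter of Maged2 on the X chromosome from 150812873 to 150813572 (fold enrichment 9.91), had no counterpart without density gradient centrifugation, unlike the other 9. Of the peaks in the equally long 50 µL list, 53.6% on the X chromosome (interval 49.5 to 57.6%) and 66.0% on autosomes (interval 65.4 to 66.6%) were shared. The 3 mitochondrial peaks of the 50 µL library covered 70.6% of the mitochondrial genome at fold enrichments of 1.76 to 1.82.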
